# Precipitation legacy effects on soil microbiota facilitate adaptive drought responses in plants

**DOI:** 10.1038/s41564-025-02148-8

**Published:** 2025-10-30

**Authors:** Nichole A. Ginnan, Valéria Custódio, David Gopaulchan, Natalie Ford, Isai Salas-González, Dylan H. Jones, Darren M. Wells, Ângela Moreno, Gabriel Castrillo, Maggie R. Wagner

**Keywords:** Microbial ecology, Soil microbiology, Plant symbiosis, Ecophysiology, Microbiome

## Abstract

Drought alters the soil microbiota by selecting for functional traits that preserve fitness in dry conditions. Legacy effects or ecological memory refers to how past stress exposure influences microbiota responses to future environmental challenges. How precipitation legacy effects impact soil microorganisms and plants is unclear, especially in the context of subsequent drought. Here we characterized the metagenomes of six prairie soils spanning a precipitation gradient in Kansas, United States. A microbial precipitation legacy, which persisted over a 5-month-long experimental drought, mitigated the negative physiological effects of acute drought for a native wild grass species, but not for the domesticated crop species maize. RNA sequencing of roots revealed that soil microbiota with a low precipitation legacy altered expression of plant genes that mediate transpiration and intrinsic water-use efficiency during drought. Our results show how historical exposure to water stress alters soil microbiota, with consequences for future drought responses of some plant species.

## Abstract (web summary)

Metagenomes from prairie soils in Kansas, USA, show how historical exposure to water stress impacts soil microorganisms and subsequently drought responses in plants.

## Main

The increasing frequency and intensity of droughts associated with climate change threaten plant productivity in both natural and agricultural ecosystems. However, the ability of soil microbial communities to quickly adapt to environmental shifts^1^ may bolster the resilience of plants and ecosystems^2^. In addition, the cumulative effects of past stress exposure can influence microbial communities’ responses to future challenges, a phenomenon referred to as legacy effects or ecological memory^3^. Despite growing recognition of microbial legacy effects, little is known about the mechanisms driving them, their long-term persistence and whether they affect different plant species uniformly.

To investigate microbial legacy effects and isolate the drivers and impacts of microbial adaptations to water limitation, we (1) evaluate natural soil metagenome variation across a steep precipitation gradient, (2) test whether legacy effects can persist through experimental perturbation, and (3) evaluate the impacts of low-precipitation microbial legacy effects on plant responses to acute drought at the molecular and physiological levels. Finally, we assess the extent to which microbiota legacy effects are transferable across plant species. Our results show that precipitation legacy effects are more salient at the metatranscriptomic level than the taxonomic or metagenomic levels, and that they trigger transcriptional changes in roots that improve resistance to subsequent acute droughts, at least in some plant species.

## Results

### Nutrients and precipitation jointly shape soil microbiota

To identify microbial markers of precipitation legacy effects, we sequenced the metagenomes of soils from 6 never-irrigated remnant prairies spanning ~568 km of a steep precipitation gradient in Kansas in the United States (Fig. 1a,b and Supplementary Table 1). Although bacterial α-diversity was similar among soils (Extended Data Fig. 1a), community composition showed a strong biogeographic signature (permutational multivariate analysis of variance (PERMANOVA), proportion of variation explained (*R*^2^) = 0.11, *P* = 0.001) and precipitation explained 5.3% of the variation. The first principal coordinate axis, which explained 10.6% of the total variation, separated the communities of the two highest-precipitation sites from the others (Fig. 1c). In line with previous findings^4^, Actinomycetota and Bacillota were enriched in low-precipitation soils, whereas Pseudomonadota and Acidobacteriota were enriched in high-precipitation soils (Extended Data Fig. 1b).

**Fig. 1:**
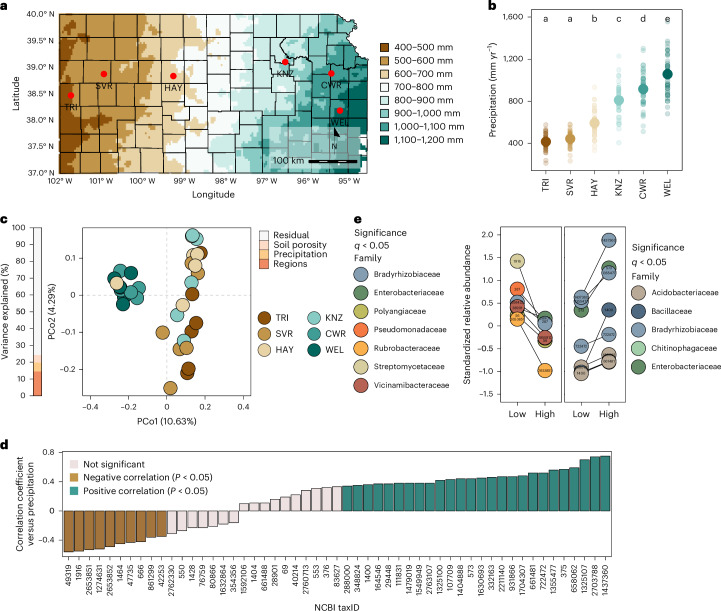
Bacterial markers of precipitation across a regional gradient. **a**, Map of Kansas, USA, showing the collection locations of the soils used in this work. **b**, Precipitation (mm yr^−1^) at each collection site from 1981 to 2021. Large points represent the EMM; error bars represent ±95% confidence intervals. The statistical difference between soils was determined via ANOVA (*F*_5,240_ = 140.3, *P* = 3.79 × 10^−69^); the letters indicate pairwise group differences based on a two-tailed Tukey post hoc test with multiple comparison correction (*α* = 0.05). **c**, Principal coordinate analysis of the soil microbiota across the precipitation gradient. The bar on the left denotes the percentage of the overall variance explained by the independent variables. **d**, Pearson correlation coefficients between each bacterial taxon (NCBI taxID) and mean annual precipitation. The significance was assessed using a two-tailed Pearson correlation test. **e**, Relative abundances of bacterial taxa identified in soils exposed to low or high precipitation levels after statistically controlling for soil porosity and mineral nutrient content. The coloured points containing the relevant NCBI taxIDs represent the mean standardized relative abundance for each bacterial taxon. The line connecting both points is the difference between low- and high-precipitation soils. A black line indicates statistical significance (*q* < 0.05). CWR, Clinton Wildlife Reserve; HAY, Hays Prairie; KNZ, Konza Wildlife Reserve; PCo, principal coordinate; SVR, Smoky Valley Ranch; TRI, Kansas State University’s Tribune Southwest Research Center; WEL, Welda Prairie.

To investigate covariation between precipitation and edaphic properties^5^, we examined 24 trace element profiles using inductively coupled plasma mass spectrometry (ICP-MS). Nutrients are known drivers of taxonomic composition and functional capacity in soil microbiota, particularly bacterial communities^6,7^. Mineral nutrient content differed among the 6 soils, with precipitation explaining 28.6% of the variation. The first principal coordinate axis of the nutrient profiles, which explained 39.6% of the total variation, separated the 3 lower-precipitation sites from the rest (Extended Data Fig. 1c). Concentrations of K, Mg, Ca, Li and P were negatively correlated with mean annual precipitation, whereas Cd, Mn, Se, As, Zn, Co, Pb, Rb, Fe and Cr were positively correlated (Extended Data Fig. 1d,e). The mineral nutrient dissimilarities among soils were correlated with the corresponding microbiota composition dissimilarities (Extended Data Fig. 1f), suggesting that precipitation influences mineral nutrient accumulation in these soils, and both precipitation and nutrients impact microbial communities. For example, precipitation drives mineral weathering and solute production in soils^8^, although this process also depends on many other geochemical and biological factors^9^.

Next, we used X-ray computed tomography to quantify the porosity of intact soil cores. Porosity is directly related to soil hydraulic properties; generally, lower porosity results in lower water retention and infiltration^10^. Therefore, it is a good indicator of how precipitation affects the actual soil water content. Consistently, porosity decreased with depth to ~3.5 cm before stabilizing and increased with precipitation (Extended Data Fig. 2a,b). Notably, precipitation might affect porosity in surface soil layers^11^, potentially affecting soil niche properties and, consequently, microbial communities. However, the porosity dissimilarities were uncorrelated with microbiota composition dissimilarities in these soils (Extended Data Fig. 2c), suggesting either that porosity does not control microbial community composition in these soils or that its influence is masked by precipitation legacy.

Finally, to identify taxonomic biomarkers of precipitation legacy, we modelled the relative abundances of bacterial taxa in relation to precipitation while controlling for porosity and elemental composition. This analysis revealed distinct clusters of taxa whose relative abundances varied significantly along the precipitation gradient (Extended Data Fig. 2d–f). Across the 6 soils, 19 taxa (defined and tracked using National Center for Biotechonlogy Information (NCBI) taxonomy identifiers (taxIDs)) were positively correlated and 9 were negatively correlated with precipitation (Fig. 1d). In addition, 15 of the most abundant (>0.1%) and prevalent (>20%) taxa were differentially abundant between the 3 lower-precipitation soils and the 3 higher-precipitation soils (Fig. 1e). These results indicate that water availability shapes soil bacterial communities, possibly by selecting for functions necessary to adapt to dry conditions and/or subsequent re-wetting^12^.

### Metagenomic analyses suggest mechanisms of legacy effects

We used assembled metagenomic contigs to explore the functional potential of the soil communities spanning the precipitation gradient. To focus on functions that are associated with water availability rather than site-specific variation, we collapsed the soils into two groups representing sites with low-precipitation versus high-precipitation histories. These groupings preserved the observed similarities in taxonomic composition, nutrient content and porosity (Fig. 1c and Extended Data Figs. 1c and 2a). Overall, 62 Gene Ontology (GO) categories and 3,396 Kyoto Encyclopedia of Genes and Genomes (KEGG) reactions were differentially abundant between groups (Extended Data Fig. 2g and Supplementary Table 2). Processes enriched in low-precipitation soils included nitrogen cycling, fatty acid biosynthesis, DNA repair and glucan metabolism, which have all been linked to drought or stress tolerance^13–15^. However, other stress-related processes were depleted in low-precipitation soils, including ion transport (involved in osmotic adjustment), lipid catabolism (relevant for membrane integrity), and metabolism of cellular aldehydes and ketones (involved in oxidative stress)^16,17^ (Extended Data Fig. 2g). These differences in functional potential suggest that these microbiomes are functionally adapted to local precipitation levels, making them excellent candidates for exploring how microbial precipitation legacy affects host plants.

Next, we investigated precipitation-associated genetic variation within 33 focal bacterial species (the previously identified biomarkers and other abundant and prevalent taxa). We mapped shotgun metagenomic reads to reference genomes from the NCBI database and identified sequence variants. Analysis of genetic distances showed variations in strain-level microbiome structure across the precipitation gradient (Extended Data Fig. 3a,b).

A subsequent genotype–environment association analysis identified genetic variants associated with precipitation in *Streptomyces*, *Luteitalea*, *Rubrobacter*, *Lacibacter*, *Rhizobium* and three *Bradyrhizobium* lineages (Extended Data Fig. 3c and Supplementary Table 3). Most precipitation-associated variants were located within or near protein-coding regions. Notably, some of the corresponding genes have known adaptive functions such as the phenolic acid stress response (PadR family transcriptional regulator)^18,19^, maintenance of cellular functions under iron starvation and oxidative stress (Fe–S cluster assembly protein SufD and SufB)^20^ and fatty acid synthesis (acetyl-CoA carboxylase biotin carboxylase subunit)^21^, which impacts membrane composition and stress tolerance^17^ (Extended Data Fig. 3c and Supplementary Table 3). These results indicate that precipitation legacy effects manifest through genetic differentiation within bacterial species, not just variation in community composition. Further study of these variants could reveal mechanisms by which precipitation shapes soil microbiota via adaptive evolution.

### Molecular precipitation legacies are robust to perturbation

To assess the effects of short-term perturbations on soil microbiota legacy, we exposed the 6 focal soils to a 5-month-long conditioning experiment. Replicate pots of each soil were either left unplanted or planted with *Tripsacum dactyloides* (eastern gamagrass, which is native to Kansas) and either drought-challenged or well-watered in a factorial design (Extended Data Fig. 4a). Compared with well-watered plants, the drought-treated plants were shorter and had more root aerenchyma (Fig. 2a and Supplementary Fig. 1), confirming that the conditioning-phase drought treatment was severe enough to induce a stress response in the plants and presumably the microorganisms^22^.

**Fig. 2:**
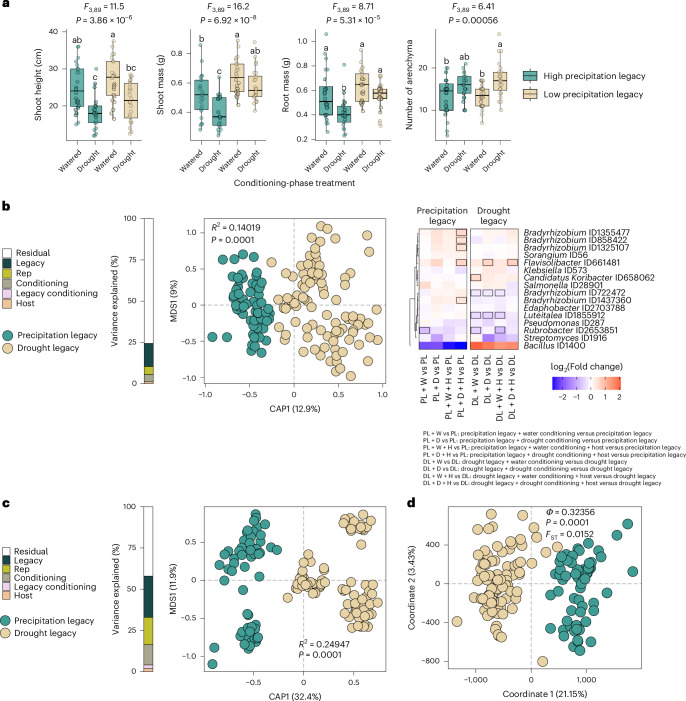
Precipitation legacy effects on the soil microbiota are resilient to short-term perturbations. **a**, Box plots showing phenotype distributions of *T. dactyloides* plants grown during the conditioning phase, in which they experienced 5 months of drought (+D) or well-watered (+W) conditions and were grown in soils with either low-precipitation legacies (drought legacy (DL); brown) or high-precipitation legacies (PL; blue) (for additional phenotypes, see Extended Data Fig. 4b,d). PL and DL indicate the baseline soils before the initiation of conditioning-phase treatments. Box edges represent the first and third quartiles, whiskers indicate the range of data points that fall within 1.5× the interquartile range of the first and third quartiles, and the centre lines indicate the medians. The letters indicate pairwise group differences based on ANOVA (*N* = 93 plants) followed by a two-tailed Tukey post hoc test with FDR correction (*q* < 0.05). **b**, Left: constrained ordination of soil metagenome taxonomic composition following the conditioning-phase treatments. Differences in β-diversity are shown across soil precipitation legacy groups. Group differences were assessed using PERMANOVA with 9,999 permutations, with *R*^2^ and corresponding *P* values indicated on the plot. The bar on the left represents the percentage of variance explained by the experimental variables. Right: enrichment patterns of precipitation biomarker taxa in response to the different treatments, relative to the pre-conditioning baseline. Rectangles outlined in black indicate bacterial markers that were significantly enriched (red) or depleted (blue) (*q* < 0.1). **c**, Constrained ordination of soil metatranscriptome profiles after the conditioning-phase treatments. Bray–Curtis dissimilarity matrices were calculated from RNA-based bacterial counts to assess transcriptional differences across soil precipitation legacy groups. Differences among groups were tested using PERMANOVA with 9,999 permutations; *R*^2^ and *P* values are shown on the plot. The bar on the left indicates the proportion of variance explained by the experimental variables. **d**, Principal coordinates analysis of standardized pairwise genetic distances calculated from SNPs in the genomes of the precipitation biomarker taxa. Genetic variation between groups was assessed using analysis of molecular variance, with significance tested by permutation (*Φ* and *P* values are shown on the plot). To quantify genetic differentiation among groups, fixation index (*F*_ST_) values were also calculated and are displayed in the plot. For **b**–**d**, note that even after 5 months of experimental perturbation, there is a clear separation of the samples on the first axis based on the precipitation legacy. H, host; Rep, biological replicate.

Next, we explored how precipitation legacy affected the bacterial communities’ responses to the conditioning-phase drought treatment. Congruent with observations from the field-collected soils, water availability did not affect α-diversity, regardless of whether or not a plant was present (Extended Data Fig. 4b). Although phylum-level taxonomic profiles were similar across treatments, the conditioning-phase watering and host treatments explained 4.3% and 1.1%, respectively, of the variation in metagenome content (Extended Data Fig. 4c,d). In contrast, precipitation legacy explained 14.1% of the metagenome variation, confirming that the conditioning-phase treatments did not erase the soils’ ecological memory (Fig. 2b). In addition, taxonomic differences between high- and low-precipitation soils still reflected the patterns observed in field-collected soils, regardless of conditioning-phase treatment (Supplementary Fig. 2a,b and Supplementary Table 4). This resilience was particularly evident in soils with low precipitation legacies (Fig. 2b and Supplementary Fig. 2b).

To assess whether precipitation legacy effects on strain-level genetic variation were also robust to experimental perturbation, we investigated genetic variants within the previously identified bacterial markers and other prevalent species. Principal coordinate analysis of pairwise genetic distances based on those variants revealed that samples clearly separated along the first axis based on precipitation legacy rather than conditioning-phase treatments (Fig. 2c). Furthermore, conditioning-phase treatments did not affect allele frequencies, whereas a genome–environment association analysis identified precipitation-associated genes in *Luteitalea* and two *Bradyrhizobium* lineages, recapitulating results from the field-collected soils (Supplementary Fig. 3a–c and Supplementary Table 5).

Next, we tested whether functional potential still differed between low- and high-precipitation soils after the conditioning phase. GO terms related to the nitrogen cycle metabolic process were enriched in dry-legacy soils, whereas GO terms related to ion transport and amino acid catabolic processes were depleted in the dry-legacy soils, regardless of conditioning treatment (Supplementary Fig. 4a and Supplementary Table 6). These enrichment patterns mirrored the original field soil observations: of the 62 GO categories that were associated with precipitation legacy in the pre-conditioning soils, 49 or 50 retained the same pattern after 5 months of experimental drought or ample watering, respectively (Extended Data Fig. 2g and Supplementary Table 7). These results show that the legacy effect of precipitation on soil functional capacity was robust to the conditioning-phase perturbations.

Metagenome data often include unexpressed genes and sequences from dormant or dead organisms, which could exaggerate the robustness of soil legacy effects. Therefore, we also quantified metatranscriptomes from the same samples to focus on biologically active processes. Precipitation legacy explained 24.9% of the variation in microbial gene expression, while conditioning-phase drought and host treatments explained only 12.3% and 1.8% of the variation, respectively (Fig. 2d and Extended Data Fig. 5a). Furthermore, metatranscriptome-based taxonomic patterns confirmed the metagenome-based results: even after 5 months of experimental perturbation, transcriptionally active Actinomycetota and Bacillota remained enriched in low-precipitation soils, while Acidobacteriota, Planctomycetota and Pseudomonadota remained enriched in high-precipitation soils (Extended Data Fig. 5b). Overall, patterns in transcriptionally active bacterial taxa mirrored our previous metagenome-based observations, regardless of the conditioning treatments (Supplementary Fig. 2a and Extended Data Figs. 5c and 6a).

Notably, the metatranscriptome analysis revealed GO categories and KEGG reactions that remained enriched in low-precipitation soils after experimental perturbation, such as the tetrapyrrole metabolic process, response to osmotic stress, liposaccharide metabolic process, haem metabolic process, and trehalose catabolic process (Extended Data Fig. 6b and Supplementary Tables 8 and 9). These results confirm that precipitation legacy strongly shapes gene expression in soil microbiota and remains robust to perturbation (for example, a 5-month-long drought). This functional resilience creates the potential for microbial legacy effects to influence host responses to environmental changes, including plant resilience to future droughts.

### Microbial precipitation legacy alters host drought responses

During the conditioning phase, drought-treated gamagrass plants grown in low-precipitation-legacy soils were larger and produced more aerenchyma than plants grown in high-precipitation-legacy soils (Fig. 2a). To confirm that these effects of precipitation legacy were conferred by the microbiota rather than co-varying soil properties, we inoculated a new generation of gamagrass seedlings with the microbial communities from the conditioning-phase pots (Extended Data Fig. 4a). These ‘test-phase’ plants were divided between well-watered conditions (*N* = 100) and a drought treatment (*N* = 200), which was severe enough to impair plant growth (Supplementary Fig. 5a). We phenotyped 5-week-old plants and sampled crown roots, which are highly active in water acquisition^23,24^, for RNA-sequencing (RNA-seq) analysis and *16S rRNA* gene microbiota profiling. We focused on bacterial microbiota because bacterial sequences accounted for >89.9% of metagenomic reads in these soils (Supplementary Fig. 6) and because previous work indicated that fungi from these soils are insensitive to drought^25^. To best capture the precipitation gradient extremes, we conducted RNA-seq only in plants inoculated with microbiota from the two lowest-precipitation and two highest-precipitation soils.

Precipitation legacy affected neither α-diversity nor taxonomic composition of the gamagrass root microbiota. Taxonomic composition was impacted by the test-phase drought treatment but not inoculum precipitation legacy (Fig. 3a,b); together these factors explained 2.2% of microbiota variation (*F*_2,139_ = 1.74, *R*^2^ = 0.022, *P* = 0.01). β-Dispersion was equal among treatment groups (Fig. 3c). Together, these results suggest that gamagrass exerts a strong homogenizing influence during root microbiota formation, resulting in a stable and drought-resistant microbiota. As gamagrass shares a long evolutionary history with Kansas soil microorganisms^26^, this result supports previous findings that co-evolution promotes stable community assembly^27,28^.

**Fig. 3:**
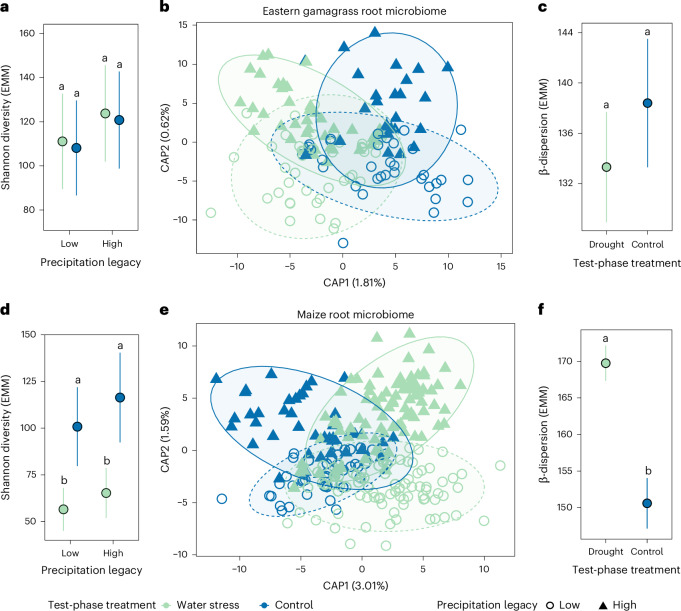
Root bacterial microbiota composition is more stable in *T. dactyloides* than *Z. mays* under varying inocula and water treatments. For **a**, **c**, **d** and **f**, points are EMMs of biological replicates, error bars represent ±s.e.m., and letters indicate pairwise group differences based on ANOVA followed by a two-tailed Tukey post hoc test and FDR correction (*q* < 0.05). Units of study were individual plants grown in independent pots. Each sample represents one independent biological replicate. These analyses include *n* = 146 gamagrass root microbiota samples and *n* = 264 maize root microbiota samples. **a**, Shannon diversity (e^Shannon index^) was not significantly affected by precipitation legacy (ANOVA, *F*_1,141_ = 0.72, *P* = 0.39) or test-phase water treatment (ANOVA, *F*_1,143_ = 0.04, *P* = 0.85). **b**, Constrained ordination by test-phase water treatment and inoculum precipitation legacy (ANOVA-like permutation test, full model, *F*_2,139_ = 1.74, *R*^2^ = 0.022, *P* = 0.01) indicated that test-phase water treatment (by term, *F*_1,139_ = 2.58, *P* = 0.003) but not legacy (by term, *F*_1,139_ = 0.89, *P* = 0.55) significantly impacted gamagrass root bacterial composition. Ellipses indicate 95% confidence intervals; solid lines for high precipitation legacy and dashed lines for low precipitation legacy. **c**, Drought treatment did not significantly affect within-group variation (β-dispersion) of gamagrass root microbiomes (ANOVA, *F*_1,144_ = 0.57, *P* = 0.45). **d**, Maize root microbiota Shannon diversity was significantly affected by test-phase water treatment (ANOVA, *F*_1,249_ = 20.97, *P* = 0.000007), but not by inoculum precipitation legacy (ANOVA, *F*_1,259_ = 1.96, *P* = 0.16). **e**, Constrained ordination (ANOVA-like permutation test, full model, *F*_2,255_ = 6.156, *R*^2^ = 0.041, *P* = 0.001) indicated significant effects of legacy (by term, *F*_1,255_ = 4.254, *P* = 0.001) and test-phase water treatment (by term, *F*_1,255_ = 8.058, *P* = 0.001) on maize root bacterial composition. Ellipses indicate 95% confidence intervals. **f**, Acute drought increased maize root microbiota within-group variation (ANOVA, *F*_1,262_ = 20.65, *P* = 0.000008). All ANOVAs used type III sums of squares.

Although precipitation legacy did not shape *16S rRNA* gene diversity within gamagrass roots, its robust effect on the metatranscriptome (Fig. 2c,d) suggested high potential to influence plant phenotype. Indeed, the root gene expression profiles of plants inoculated with dry-legacy microbiota were distinct from those of plants inoculated with wet-legacy microbiota. Fifteen gamagrass genes were differentially expressed in plants receiving a high-precipitation versus low-precipitation inoculum (Fig. 4a and Supplementary Table 10). Furthermore, inoculum precipitation legacy influenced the responses of 183 gamagrass genes to the drought treatment. Of these, 55% were unresponsive to drought in plants grown with a dry-legacy microbiota but were downregulated or upregulated in plants grown with a wet-legacy microbiota (Fig. 4b, gene sets I and II, respectively, and Supplementary Table 10). This strongly suggests that low-precipitation-legacy soil microbiota tend to dampen the transcriptional response of gamagrass to acute drought. For instance, 50 gamagrass genes were downregulated due to the drought treatment but only in plants that had been inoculated with high-precipitation-legacy microbiota (Fig. 4b, gene set I). These included five orthologues of maize genes with predicted involvement in ethylene- or ABA-mediated signalling of water stress (*Td00002ba004498*, *Td00002ba024351*, *Td00002ba011993*, *Td00002ba005402* and *Td00002ba000033*), and a heat shock protein linked to temperature stress (*Td00002ba042486*). Notably, the latter three genes were not identified as drought-sensitive genes when averaging across inocula, showing that microbial context is necessary for a complete understanding of plant drought responses. We note that these signatures of microbiota precipitation legacy on host gene expression are averaged across all treatments applied during the conditioning phase, again confirming that microbiota legacy effects are robust to short-term perturbations.

**Fig. 4:**
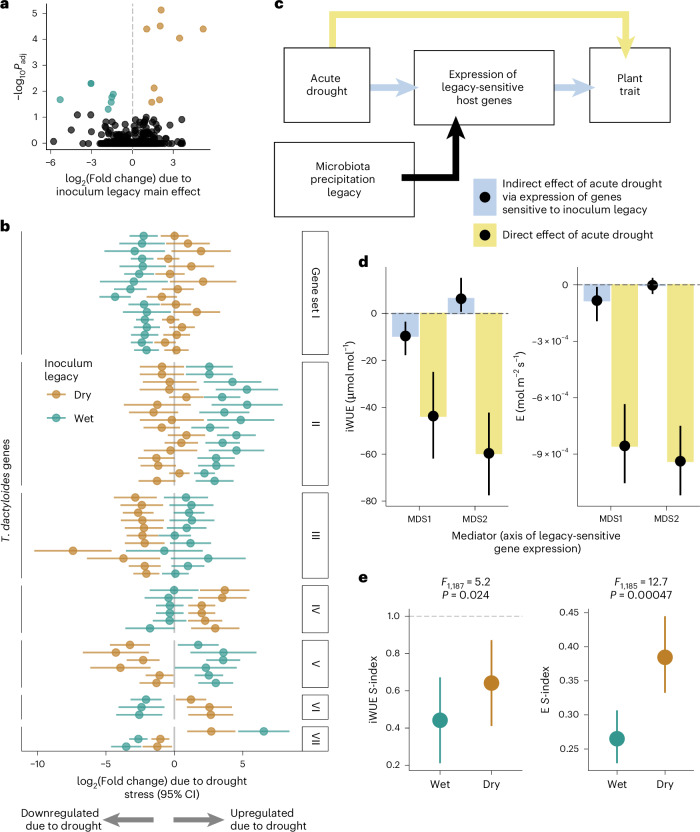
The precipitation legacy of the microbial inoculum mediates transcriptional and physiological responses of *T. dactyloides* to acute drought. **a**, Fifteen genes were differentially expressed between plants inoculated with low-precipitation-legacy microbiota (brown) versus high-precipitation-legacy microbiota (turquoise). **b**. In total, 183 gamagrass genes responded to drought in a manner that was dependent on the drought legacy of the soil microbiota (the inoculum legacy × drought treatment interaction; Supplementary Table 10). Only genes with a drought response of ≥4-fold and with annotated maize orthologue(s) are shown for illustration purposes. Each pair of points represents one gene; the position of each point illustrates how the gene’s transcription level responded to drought treatment in plants inoculated with low-precipitation-legacy (brown) or high-precipitation-legacy microbiota (turquoise). Gene sets correspond to patterns of how inoculum legacy altered their drought responses. **c**, The model used for mediation analysis to test whether the expression of the 198 legacy-sensitive genes (in **a** and **b**) contributed to the overall effect of acute drought on plant phenotype. **d**, Mediation analysis confirmed that the expression of legacy-sensitive genes (summarized in two dimensions, MDS1 and MDS2) is involved in drought-induced decreases in iWUE (left) and transpiration (E; right). Yellow bars indicate the ‘direct’ effect of the drought treatment on trait values, that is, the portion of the trait response that is independent of the transcription levels of microbiota legacy-sensitive genes. Blue bars show the portion of the trait response that is mediated by microbiota legacy-sensitive genes. Points show the mean mediation effect and the error bars show 95% confidence intervals. **e**, Low-precipitation-legacy microbiota (brown) stabilized iWUE and E during acute drought. The *S*-index describes trait values scaled by the mean value of well-watered control plants, such that an *S*-index of 1 indicates that drought-treated plants were phenotypically identical to non-drought-treated plants. Points are EMMs from linear mixed-effects models and error bars indicate 95% confidence intervals; statistical support is from ANOVA with type III sums of squares. For **a** and **b**, points indicate the estimated mean log_2_-transformed fold change with 95% confidence intervals (95% CIs), and statistical support is derived from a two-sided Wald test of the null hypothesis that the log_2_(fold change) = 0, with FDR adjustment of *P* values (*P*_adj_).

Next, we assessed whether microbial precipitation legacy altered host phenotypic drought responses. For 63 plant traits, we calculated a drought susceptibility index (*S*-index) that measures trait stability under drought relative to control plants that received the same inoculum type (Supplementary Table 11). A random forest model identified the ten most important plant traits for describing microbiota precipitation legacy effects (Supplementary Fig. 7a,b). Microbiota precipitation legacy explained 5% of the total variation in host phenotypic response to acute drought (redundancy analysis *F*_1,187_ = 10.1, *P* = 0.001) and impacted 6 of the top 8 non-collinear traits: transpiration, chlorophyll content, maximum root width, metaxylem area, median root diameter, Cu, K and intrinsic water-use efficiency (iWUE)—an important plant drought-response trait^29,30^ (Extended Data Fig. 7).

To solidify the mechanisms linking microbiota legacy to plant phenotype, we used mediation analysis to determine whether phenotypic drought responses were mediated by expression patterns of the 198 genes that responded to inoculum precipitation legacy (Fig. 4a–c), summarized in 2 multidimensional scaling (MDS) dimensions (MDS1 and MDS2). MDS1 mediated 18% of the drought-induced decrease in iWUE (*P* < 0.001) and 8.9% of the decrease in transpiration (*P* = 0.018; Fig. 4d). In contrast, MDS2 mediated 11% of the iWUE response to drought (*P* = 0.03), but in the opposite direction, meaning that the activity of these genes counteracted the negative effects of acute drought on iWUE. Four of the top 8 genes with the strongest positive loadings on MDS2 were orthologues of the *Zea mays* (Zm) maize gene Zm*NAS7* (nicotianamine synthase); 2 of these were also in the top 5% of genes with the strongest negative loadings on MDS1 (Extended Data Table 1), indicating that they stabilize iWUE during drought. Drought increased transcription of all four Zm*NAS7* orthologues but only in plants that were inoculated with dry-legacy microbiota (Fig. 4b, gene set IV), suggesting a possible mechanism by which low-precipitation-legacy microbiota confer drought tolerance. Although nicotianamine is best known for its role in metal transport^31^, the overexpression of *NAS* genes has conferred drought tolerance, including maintenance of photochemical efficiency at pre-drought levels, in rice^32^ and in the grass *Lolium perenne*^33^. Together, these results show that low-precipitation-legacy microbiota improve the drought response of gamagrass.

### The implications of legacy effects vary among plant species

To explore whether the observed microbial legacy effects were transferable across hosts, we simultaneously applied the same inocula to seedlings of maize (*Z. mays*), a relative of gamagrass that is non-native to Kansas (Extended Data Fig. 4a). Unlike gamagrass, the maize root microbiota retained taxonomic signatures of both the inoculum precipitation legacy and the drought treatment, which together explained 4.1% of microbiota variation (*F*_2,255_ = 6.16, *P* = 0.001). Also unlike gamagrass, drought treatment increased β-dispersion and decreased α-diversity, indicating lower microbiota stability (Fig. 3d–f).

Next, we identified amplicon sequence variants (ASVs) that were differentially abundant between droughted versus control plants in a manner that depended on the precipitation legacy of the inoculum. These included only 2 ASVs in gamagrass roots (*Azospirillum* sp. and Enterobacteriaceae) but 100 ASVs in maize roots (Supplementary Fig. 8 and Supplementary Table 12). Again, this result indicates that relative to maize, gamagrass root microbiota are more stable—that is, they experience less change in taxonomic composition in response to drought treatment and inoculation with different starting communities.

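Crown root RNA of 132 maize plants from the test phase was sequenced from the 3′ ends of transcripts with unique molecular identifiers, so that reads stand for RNA molecules caught near the poly(A) tail and counts do not scale with gene length. Of these plants, 8 had received a sterile mock inoculum and all others a live inoculum. Dry-legacy inocula, given to 61 plants, came from the SVR and TRI soils, and wet-legacy inocula, given to 63 plants, came from the CWR and WEL soils, so that each legacy is represented by 2 soils. The dry-legacy plants comprised 32 droughted and 29 well-watered plants, the wet-legacy plants 32 droughted and 31 well-watered plants, and the mock-inoculated plants 4 of each. Inocula also differed in their conditioning history (with or without a host, under drought or ample water). The authors deposited counts per gene without normalization. Total counts per plant ranged from 1131970 to 3523286. The median total was 2544812 in droughted and 2296629 in well-watered dry-legacy plants, 2178211 and 2172224 in the corresponding wet-legacy plants, and 2113494 and 2441900 in the mock-inoculated plants. Dry-legacy plants had on average 200791 more counts than wet-legacy plants (two-sided permutation test, 100000 resamples, *P* = 0.0203, adjusted *P* = 0.0610 over 3 comparisons of totals). The 10 most abundant genes took between 1.92% and 3.23% of the counts of a plant in any group.

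Before plants were treated as replicates, the counts of all 8646 pairs of libraries were compared by a chi-square test over genes. In 3 pairs the counts differed by little more than sampling noise, with a chi-square per degree of freedom of 1.04, 1.13 and 1.17, whereas the smallest value of the other pairs was 2.81 and their median 13.0. By their labels, the 1.04 pair joins a droughted CWR plant and a well-watered WEL plant, the 1.13 pair 2 droughted WEL plants of the same conditioning treatment, and the 1.17 pair a droughted mock-inoculated plant and a well-watered WEL plant. All 132 libraries were kept in the main fits because the groups had been set by the labels, although the 2 libraries of such a pair are not certain to be separate replicates, and fits without these 6 libraries were added after the data were seen.

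Genes were tested with edgeR's quasi-likelihood test on counts rounded to whole numbers, after TMM normalization and a filter on low counts that kept 20997 genes over the live-inoculated plants. DESeq2's Wald test, the tool of the paper, was run beside it on the 35020 genes with a nonzero count. Gene identifiers were matched by position to RefSeq genes on the same assembly (Zm-B73-REFERENCE-NAM-5.0), which gave a single partner with reciprocal overlap of at least 0.5 for 27022 of 39756 genes (68.0%).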

RNA-seq analysis identified four sets of orthologous genes that were sensitive to microbiota legacy in both plant species, but none showed congruent drought responses (Supplementary Note 1). 

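For the contrast of dry-legacy against wet-legacy inoculum, averaged over the test-phase and conditioning treatments, edgeR's quasi-likelihood test called 0 of 20997 genes at an adjusted *P* under 0.05, and 1587 genes (7.6%) had an unadjusted *P* under 0.05. DESeq2's Wald test with the same model formula called 23 genes, all of them higher in dry-legacy plants, with log2 fold changes from 1.01 to 3.10 (median 1.52). Of the 23 genes, 11 passed the count filter of the edgeR test, and their edgeR adjusted *P* values lay between 0.0756 and 0.382. The mean normalized count of the 23 genes ranged from 1.43 to 263, and 11 of them were below 10. The alternative that moved the edgeR count most was leaving out the SVR soil, after which 199 genes were called, 189 higher and 10 lower with dry legacy. That fit compares the TRI soil alone with CWR and WEL, so it does not separate legacy from soil. Leaving out TRI, CWR or WEL in turn gave 0 called genes.

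**Figure D1:**
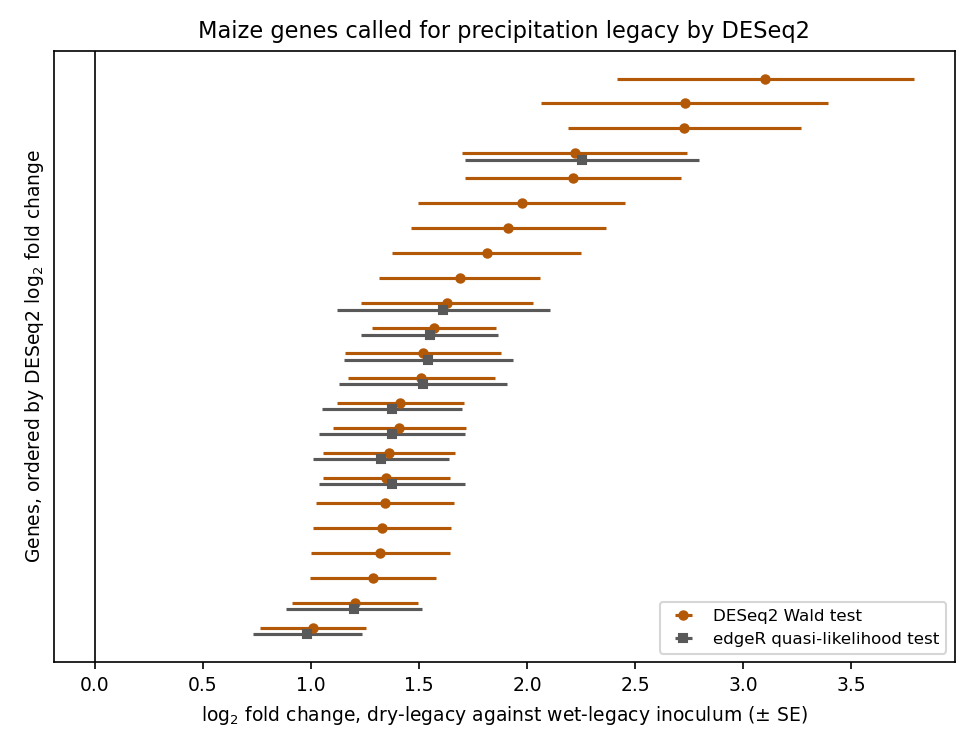
The log2 fold change of dry-legacy against wet-legacy plants is shown on the horizontal axis for the 23 genes called by DESeq2, 1 gene per line, with bars of ± SE over 61 dry-legacy and 63 wet-legacy plants. Circles are DESeq2 estimates and squares edgeR estimates for the 11 genes in the edgeR test; every estimate lies above 0, with the DESeq2 values between 1.01 and 3.10.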

In maize, 23 genes were upregulated in plants inoculated with dry-legacy microbiota, relative to those that received wet-legacy inocula (Extended Data Fig. 8a). These included six defence-related genes, particularly linked to jasmonic acid signalling, suggesting that low-precipitation-legacy microbiota were perceived as pathogens by maize but not gamagrass. 

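Among the 23 genes called by DESeq2, the smallest *P* belonged to Zm00001eb373050, which matches *opr1* by position. *OPR* genes encode 12-oxo-phytodienoic acid reductases, a family that includes enzymes of jasmonic acid synthesis. Membership of the family does not show that *opr1* is one of these enzymes, and this was not examined here. The level of Zm00001eb373050 was 60.0 ± 126 counts per 1000000 (CPM, mean ± SD, n = 61 plants) with dry-legacy and 19.2 ± 18.6 CPM (n = 63) with wet-legacy inoculum, a log2 fold change of 1.57 (standard error 0.29, adjusted *P* = 0.00135) in DESeq2 and of 1.55 (standard error 0.32, adjusted *P* = 0.0756) in edgeR's quasi-likelihood test. Zm00001eb005980, which matches *TIFY1* (synonym *ZIM26*) of the family that holds the JAZ repressors of jasmonic acid signalling, stood at 7.10 ± 14.4 CPM against 2.88 ± 3.03 CPM, a log2 fold change of 1.36 (standard error 0.31, adjusted *P* = 0.0260) in DESeq2 and of 1.32 (standard error 0.31, adjusted *P* = 0.276) in edgeR. Both genes were singled out after their values were seen. Zm00001eb116230, which lies on chromosome 2 from 238221413 to 238222882, had 51.4 ± 84.2 CPM with dry and 20.7 ± 26.2 CPM with wet legacy, a log2 fold change of 1.41 (standard error 0.30, adjusted *P* = 0.0155) in DESeq2 and of 1.38 (standard error 0.32, adjusted *P* = 0.276) in edgeR. A two-sided permutation test of this gene on log2(CPM + 1), with legacy labels permuted within the watering treatments, gave *P* = 0.0325 (adjusted *P* = 0.162 over 20 such tests). In all 3 genes the SD among dry-legacy plants was larger than their mean. From defence-related genes among the genes it called, the paper proposes that maize, unlike gamagrass, perceived the low-precipitation-legacy microbiota as pathogens. Whether the paper's genes are the same as the 23 called here was not checked.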

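Across the individual soils, each of the 23 genes called by DESeq2 had higher mean CPM with both dry-legacy soils (SVR and TRI) than with both wet-legacy soils (CWR and WEL), and in 21 of them TRI plants were the highest of the 4 soils. For a score that averages the standardized log2 CPM of these genes, the mean was 0.410 ± 1.07 (SD, n = 30) with TRI, −0.0444 ± 0.706 (n = 31) with SVR, −0.222 ± 0.460 (n = 31) with CWR and −0.183 ± 0.399 (n = 32) with WEL inoculum. A two-sided permutation test gave *P* = 1.4e-04 for TRI against wet-legacy plants (adjusted *P* = 0.00112 over 8 comparisons), *P* = 0.159 for SVR against wet-legacy plants and *P* = 0.0541 for TRI against SVR. As the genes were chosen for their difference between legacies, the comparisons with wet-legacy plants describe the set and are not a separate test of it. Apart from the families of *opr1* and *TIFY1*, gene functions were not assigned here, since most of these genes match RefSeq genes that carry only locus or marker identifiers.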

Other notable functions showing this pattern include root development and iron acquisition (Supplementary Table 10). In addition, 109 maize genes responded to drought in a manner that was dependent on inoculum precipitation legacy. 

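The drought response was estimated separately with each legacy in DESeq2's model of watering, legacy and their interaction, over 64 droughted and 60 well-watered plants. Of 35020 genes, 111 had 95% confidence intervals (log2 fold change ± 1.96 standard errors) for the 2 drought responses that did not overlap. Their unadjusted interaction *P* values in DESeq2 had a median of 0.00335 and a largest value of 0.00554, and after Benjamini–Hochberg adjustment over all genes 1 of the 111 was under 0.05. That gene, Zm00001eb007720, lies on chromosome 1 from 22803515 to 22811308. With dry-legacy inoculum it rose from 2.20 ± 1.24 CPM (SD, n = 29) in well-watered to 9.51 ± 12.2 CPM (n = 32) in droughted plants, and with wet-legacy inoculum it went from 12.9 ± 16.7 CPM (n = 31) to 6.53 ± 10.8 CPM (n = 32). Medians moved less than means, from 2.03 to 2.69 CPM with dry and from 3.25 to 2.51 CPM with wet legacy. Apart from well-watered dry-legacy plants, a minority of plants with high values drew the group means up. The interaction log2 fold change was 3.11 (standard error 0.59, adjusted *P* = 0.00396) in DESeq2. In edgeR's quasi-likelihood test it was 3.16 (standard error 0.62, adjusted *P* = 0.0280). The edgeR test of the interaction called the same gene and no other among 20997, and 652 genes (3.1%) had an unadjusted *P* under 0.05. In 92 of the 111 genes (82.9%) the estimated drought response had opposite signs with the 2 legacies. As a ratio, the alternative that moved the count most was the adjusted *P* of DESeq2's interaction term in place of the intervals, which left that 1 gene, and in the other direction intervals of 84% gave 911 genes.

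**Figure D2:**
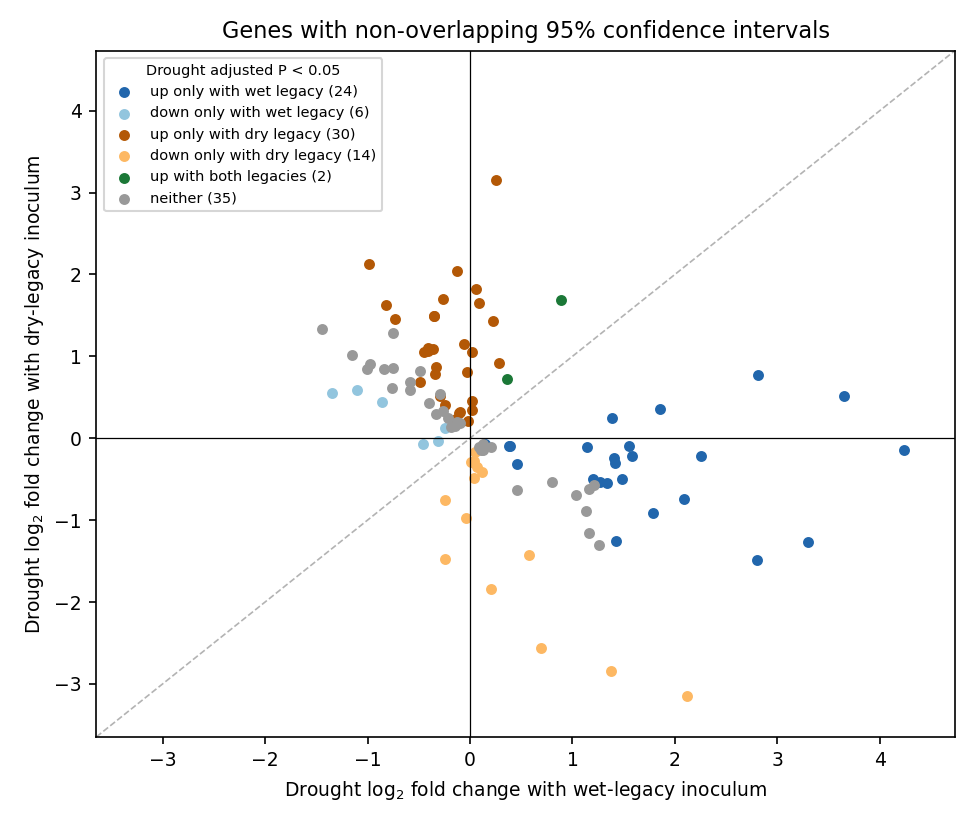
Each point is 1 of the 111 genes whose 95% confidence intervals did not overlap, with its drought log2 fold change in wet-legacy plants on the horizontal and in dry-legacy plants on the vertical axis. Colours give whether drought had an adjusted *P* under 0.05 with wet legacy, with dry legacy, with both or with neither, and the dashed line marks equal responses; points near the origin are genes with small standard errors, and 92 points lie in the quadrants of opposite sign.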

Only 30 of these were identified as drought-responsive genes when averaging across inocula (Extended Data Fig. 8b), reinforcing the importance of microbial context for understanding plant drought responses. 

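Averaged across inocula in the additive model, drought changed 8317 of 35020 genes in DESeq2 (3972 higher and 4345 lower) and 7187 of 20997 genes in edgeR's quasi-likelihood test (3502 higher and 3685 lower, adjusted *P* under 0.05). Of the 111 genes with non-overlapping intervals, 28 (25.2%) were among the 8317 drought-responsive genes, 21 of them higher and 7 lower under drought. The same share over all genes tested by DESeq2 was 23.7%. Among genes that rose, the smallest *P* of the edgeR test belonged to Zm00001eb051510 (chromosome 1, 261541248 to 261544462), with a log2 fold change of 1.21 (standard error 0.10, adjusted *P* = 3.2e-20), and among genes that fell to Zm00001eb228670 (chromosome 5, 66039016 to 66042111), which matches *MYBE1* by position, with −2.30 (standard error 0.14, adjusted *P* = 2.8e-27). Zm00001eb051510 rose from 11.1 ± 3.68 to 27.8 ± 11.7 CPM with dry legacy and from 13.0 ± 4.59 to 27.3 ± 9.49 CPM with wet legacy (SD, n = 29 to 32 plants per group). With edgeR intervals in place of DESeq2's, 17 of 62 genes were drought responsive on average.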

As in gamagrass, most of these genes were drought responsive only in wet-legacy-inoculated or only in dry-legacy-inoculated plants (Extended Data Fig. 8c). 

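Sorted by the adjusted *P* of the drought response with each legacy in DESeq2, 74 of the 111 genes (66.7%) were responsive with only 1 legacy. With wet legacy only, 24 genes were higher and 6 lower under drought, and with dry legacy only, 30 were higher and 14 lower. A further 2 genes were higher with both legacies, 0 were significant in opposite directions, and 35 were significant with neither legacy. Over all genes, edgeR's quasi-likelihood test called 3666 genes for drought with dry-legacy and 3634 with wet-legacy inoculum. Of these, 2203 were called with both legacies, every one of them in the same direction, 1463 with dry legacy only and 1431 with wet legacy only. A call with 1 legacy and not the other is not a test of their difference, and the interaction test of the same edgeR fit called 1 gene. Across the 20997 genes, which are not independent replicates, the drought log2 fold changes with the 2 legacies had a Pearson correlation of 0.779.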

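All 24 genes that drought raised only with wet-legacy microbiota had higher estimates with dry than with wet legacy in well-watered plants, with a median log2 fold change of 2.05, whereas under drought the median difference between legacies was 0.05. The sign of the difference in well-watered plants follows largely from the choice of these genes, since a larger rise with wet legacy implies a lower starting level or a higher end level with that legacy. This set comprised 17 genes with edgeR intervals, 21 among genes that pass the count filter, and 27 when fractional counts were rounded down. Under the same settings, in that order, the 30 genes raised only with dry legacy became 17, 19 and 30.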

For example, 30 genes were upregulated in response to drought only in plants grown with wet-legacy microbiota (Extended Data Fig. 8c, gene set I), including several related to pathogen defence (*Zm00001eb116230*, *Zm00001eb150050* and *Zm00001eb222540*) and response to symbiotic fungi (*Zm00001eb033580*). This suggests that high-precipitation-legacy soils contain both harmful and beneficial microorganisms and that water deprivation activates interactions with both groups in maize. 

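Zm00001eb116230 rose under drought from 10.4 ± 11.0 CPM (SD, n = 31) to 30.6 ± 32.4 CPM (n = 32) with wet-legacy inoculum, a log2 fold change of 1.55 (standard error 0.41, adjusted *P* = 0.00312 in DESeq2). With dry-legacy inoculum it stood at 53.2 ± 96.6 CPM (n = 29) in well-watered and 49.8 ± 72.6 CPM (n = 32) in droughted plants, a log2 fold change of −0.09 (standard error 0.41, adjusted *P* = 0.910). Zm00001eb222540 (chromosome 5, 33367047 to 33369070) rose from 1.34 ± 2.36 to 16.6 ± 30.3 CPM with wet legacy, a log2 fold change of 3.65 (standard error 0.67, adjusted *P* = 9.4e-06), and stood at 15.3 ± 34.6 and 21.9 ± 51.3 CPM with dry legacy, a log2 fold change of 0.51 (standard error 0.67, adjusted *P* = 0.662). Zm00001eb033580 (chromosome 1, 186458606 to 186461063) rose from 26.8 ± 25.0 to 69.8 ± 35.4 CPM with wet legacy, a log2 fold change of 1.38 (standard error 0.28, adjusted *P* = 7.3e-05), and stood at 71.0 ± 102 and 84.4 ± 64.2 CPM with dry legacy, a log2 fold change of 0.25 (standard error 0.29, adjusted *P* = 0.609). In well-watered dry-legacy plants, the highest values of Zm00001eb222540 (66.4 to 151 CPM) and of Zm00001eb033580 (241 to 415 CPM) came from the same few TRI plants. Medians of all 3 genes rose under drought with both legacies. With dry legacy they went from 6.81 to 23.0 CPM (Zm00001eb116230), 0.507 to 7.16 (Zm00001eb222540) and 22.9 to 72.2 (Zm00001eb033580). With wet legacy they went from 6.51 to 16.7, 0.461 to 4.77 and 17.3 to 68.0 CPM. The intervals of all 3 genes and of Zm00001eb150050 did not overlap. Their interaction terms had unadjusted *P* values from 9.3e-04 to 0.00500 in DESeq2 and from 7.2e-04 to 0.00968 in edgeR. The adjusted *P* was 1.00 in both. On log2(CPM + 1), two-sided permutation tests of the interaction gave *P* = 0.326 for Zm00001eb116230, 0.240 for Zm00001eb150050, 0.346 for Zm00001eb222540 and 0.141 for Zm00001eb033580. On this scale, no difference in drought response between the legacies was detected for these genes, which does not show that there was none. From the defence-related and symbiosis-related genes raised by drought only with wet-legacy inoculum, the paper proposes that high-precipitation-legacy soils hold harmful and beneficial microorganisms alike, and that water deprivation activates maize interactions with both.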

Notably, one of the relatively few genes that reversed its drought response depending on the inoculum’s precipitation legacy was *TIP3*, which encodes an aquaporin that regulates vacuolar water storage^34^. 

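*TIP3* denotes a pair of tonoplast aquaporin genes in the maize gene tables, and the symbol alone does not name one of them. *ZmTIP3;1* matches Zm00001eb221090 by position (chromosome 5, 26526932 to 26528305, plus strand) and *ZmTIP3;2* matches Zm00001eb044880 (chromosome 1, 233907946 to 233909912, minus strand); neither overlaps another annotated gene. Only *ZmTIP3;1* was among the 111 genes with non-overlapping intervals. Both genes had too few counts to pass the filter of the edgeR test. *ZmTIP3;1* had 0 counts in 44 of the live-inoculated plants, a median of 1 count and a highest count of 328, and the 5 plants with the most counts held 65.5% of the gene's counts. Counts of paralogues such as these can be split or shared where reads map to both.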

Drought caused a seven-fold increase in *TIP3* expression in wet-legacy-inoculated maize, but a nearly three-fold decrease in dry-legacy-inoculated maize (Extended Data Fig. 8c, gene set VI). 

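With wet-legacy inoculum, *ZmTIP3;1* (Zm00001eb221090) went from 1.28 ± 4.55 CPM (SD, n = 31) in well-watered to 3.32 ± 7.37 CPM (n = 32) in droughted plants. With dry-legacy inoculum it went from 11.5 ± 38.3 CPM (n = 29) to 4.09 ± 8.07 CPM (n = 32). DESeq2 estimated a log2 fold change of 2.80 with wet legacy (standard error 0.75, adjusted *P* = 0.00388), which is 6.99-fold, and of −1.48 with dry legacy (standard error 0.72, adjusted *P* = 0.154), a 2.79-fold decrease. The wet-legacy group means rose by less than 6.99-fold, and the highest well-watered plant among them stood at 25.6 CPM. DESeq2 was run with its default replacement of outlying counts. Whether a replaced count raised the wet-legacy estimate was not tested. In edgeR's quasi-likelihood test without a filter on low counts, the values were 1.32 with wet legacy (2.50-fold, standard error 0.72, adjusted *P* = 0.261) and −1.46 with dry legacy (2.75-fold decrease, standard error 0.62, adjusted *P* = 0.119). The interaction had an adjusted *P* of 0.551 in DESeq2 and 0.960 in edgeR, and a two-sided permutation test on log2(CPM + 1) gave *P* = 0.697. Median levels differed far less than means: 0.374 and 0.459 CPM with wet legacy and 0.434 and 0.866 CPM with dry legacy, each given for well-watered and then droughted plants. *ZmTIP3;2* (Zm00001eb044880) had a drought log2 fold change of 0.50 with wet legacy (standard error 0.40, adjusted *P* = 0.448 in DESeq2) and of −0.69 with dry legacy (standard error 0.39, adjusted *P* = 0.234).

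**Figure D3:**
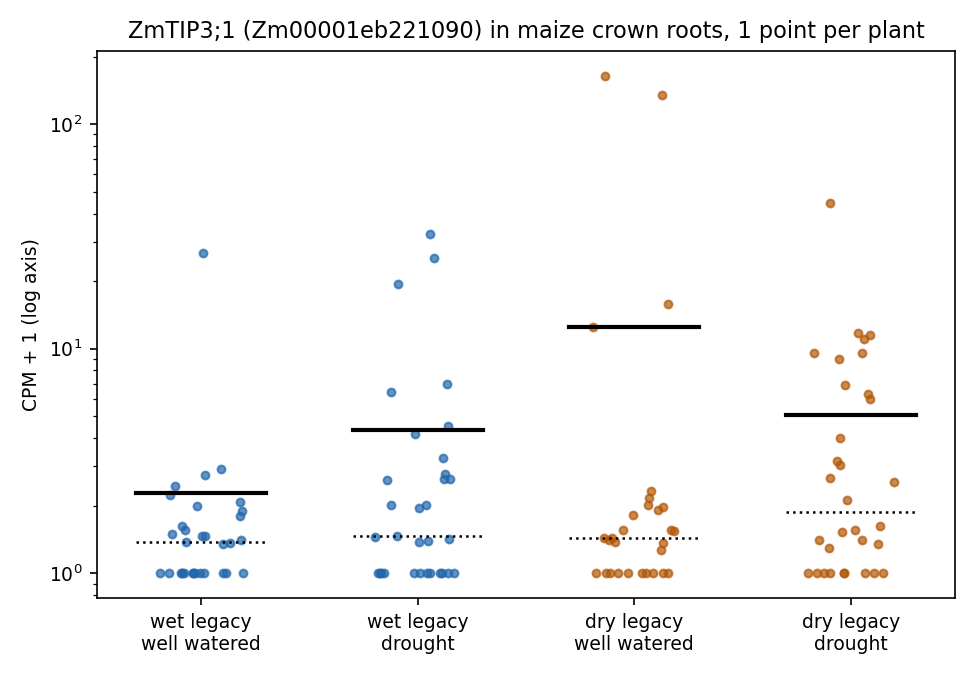
CPM + 1 of *ZmTIP3;1* on a log axis for each live-inoculated plant, by legacy and watering treatment, with solid lines at the mean and dotted lines at the median of each group. In each group most plants lie below the line of the mean, and the means, from 1.28 to 11.5 CPM before 1 is added, are drawn upwards by a few plants.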

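In DESeq2's additive model, which averages over inocula, the drought log2 fold change of *ZmTIP3;1* (Zm00001eb221090) was 0.80 (standard error 0.52, unadjusted *P* = 0.119 and adjusted *P* = 0.245, n = 64 droughted and 60 well-watered plants). In edgeR's quasi-likelihood test without a filter on low counts it was 0.49 (standard error 0.50, adjusted *P* = 0.514). *ZmTIP3;2* (Zm00001eb044880) had −0.07 (standard error 0.28, adjusted *P* = 0.879) in DESeq2. The 95% confidence interval of the averaged response of *ZmTIP3;1* in DESeq2 ran from −0.21 to 1.82.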

Averaged across the inocula, however, *TIP3* expression was stable; thus, its role in drought response was apparent only when accounting for microbiota precipitation legacy.

Finally, we investigated whether the beneficial effects of dry-legacy microbiota on gamagrass phenotype were also conferred on maize. Overall, microbiome precipitation legacy explained only 2.0% of the phenotypic variation in maize (Extended Data Fig. 9a), a weaker effect than that observed in gamagrass. In general, microbiota legacy had little impact on maize phenotype (Extended Data Fig. 9). Thus, the capacity to integrate the beneficial effect of soil precipitation legacy is host specific and may be related to the host’s ability to maintain a stable microbiota during drought.

## Discussion

Microbially mediated precipitation legacy effects can affect plant performance during subsequent droughts^35,36^. Our results reveal how these effects manifest in terms of microbiota taxonomic composition, functional potential, gene expression, and strain-level genetic variation, and how they affect host transcriptional and phenotypic drought responses. We identified bacterial taxa, genes and functional pathways that are associated with precipitation, suggesting increased nitrogen-metabolizing and DNA repair capacity in dry-legacy microbiota. Thus, we provide evidence for the ecological and molecular mechanisms of precipitation legacy effects and show their robustness to a 5-month-long perturbation, which mimics a particularly dry or wet season.

We have shown that metagenomic precipitation legacy has measurable implications for plant drought response. In the bunch-grass *T. dactyloides*, dry- and wet-legacy soil microbiota gave rise to taxonomically similar root bacterial communities yet had strikingly different effects on plant gene expression and phenotype during a subsequent acute drought. Inoculation with dry-legacy microbiota altered transcription of key genes that mediated iWUE and transpiration during drought. These benefits did not extend to maize, which also had a relatively unstable root microbiota and lower phenotypic sensitivity to microbial legacy during drought. However, further research is needed to confirm whether microbiota stability is a mechanism of adaptive plant drought responses. Importantly, these differences between gamagrass and maize responses to microbiota legacy indicate that crops may not reap the same benefits as native plant species from potentially beneficial microbial communities. Therefore, our findings contribute to our mechanistic understanding of precipitation legacy effects, their robustness and their role in plant drought responses, with implications for agricultural and natural ecosystem management.

## Methods

No statistical methods were applied to predetermine sample size. The experiments were randomized and investigators were blinded to treatment allocation during experiments and outcome assessment (except for visually obvious categories, such as plant species).

### Legacy-phase soil characterization across precipitation gradients

#### Region selection and soil collection

Soils were sampled from six never-irrigated native prairies across Kansas in the United States in October 2020. This selection includes the following eastern Kansas tallgrass prairies: Welda Prairie (WEL), Clinton Wildlife Reserve (CWR) and Konza Wildlife Reserve (KNZ). It also includes the following western Kansas shortgrass prairies: Hays Prairie (HAY), Smoky Valley Ranch (SVR) and Kansas State University’s Tribune Southwest Research Center (TRI). The GPS coordinates of each collection site are available in Supplementary Table 1. All soil collections were made in accordance with local laws and permitting requirements, and using methods that minimized disturbance to the local ecosystem. For soil collection, each site was split into three subplots. In each subplot, the surface soil (~10 cm) containing thick plant root masses was removed using a bleach-sterilized metal shovel. Then, approximately 2.5 l of soil was collected from each subplot and pooled into a clean plastic bag, for a total of ~7.5 l of soil collected per site. Soil was held at room temperature for transport back to the laboratory, where it was then stored at 4 °C until use in the growth chamber experiments (~1 month).

Subsamples for downstream metagenomic sequencing and nutrient mineral content analyses were air dried in sterile plastic trays at room temperature for 1 week and then sieved using a 2-mm sieve to remove rocks, big soil particles and vegetable debris. The subsamples were shipped to the University of Nottingham for further processing, and all subsamples were stored at 4 °C until use (~3 days).

#### Precipitation data collection

Daily precipitation from 1981 to 2021 was extracted from the NASA POWER database based on the latitude and longitude of each site^37^.

#### Soil elemental content analysis

The soil mineral nutrient and trace element profiles were determined using ICP-MS. The soil samples were dried using plastic weighing boats in the fume hood for approximately 72 h at ambient temperature. For each sample, 5 g of soil was weighed into a 50 ml conical tube using a 4-decimal balance and treated with 20 ml of 1 M NH_4_HCO_3_, 5 mM diamine-triamine-penta-acetic acid (DTPA) and 5 ml of 18.2 MΩcm Milli-Q Direct Water (Merck Millipore) for 1 h at 150 rpm in a rotary shaker (adapted from ref. ^38^) to extract available elements. Each treated sample was gravity filtered through a quantitative filter paper (grade 42, WHA1442070; Whatman) to obtain approximately 5 ml of filtrate. Before the digestion, 20 µg l^−1^ of indium was added to the nitric acid Primar Plus (Fisher Chemicals) as an internal standard for assessing error in dilution, variations in sample introduction and plasma stability in the ICP-MS instrument. Next, 0.5 ml of the soil filtrates were open-air digested in glass Pyrex tubes using 1 ml of concentrated trace metal grade nitric acid-spiked indium internal standard for 2 h at 115 °C in a dry block heater (SCP Science DigiPREP MS; QMX Laboratories). After cooling, the digests were diluted to 10 ml with 18.2 MΩcm Milli-Q Direct Water and elemental analysis was performed using a PerkinElmer NexION 2000 ICP-MS equipped with Elemental Scientific 4DXX FAST Dual Rinse autosampler, FAST valve and peristaltic pump. The instrument was fitted with PFA-ST3 MicroFlow nebulizer, baffled cyclonic C3 high-sensitivity glass spray chamber cooled to 2 °C with a PC3X Peltier heated–cooled inlet system, 2.0 mm internal diameter quartz injector torch and a set of nickel cones. A total of 23 elements were monitored, including the following stable isotopes: ^7^Li, ^11^B, ^23^Na, ^24^Mg, ^31^P, ^34^S, ^39^K, ^43^Ca, ^52^Cr, ^55^Mn, ^56^Fe, ^59^Co, ^60^Ni, ^63^Cu, ^66^Zn, ^75^As, ^82^Se, ^85^Rb, ^88^Sr, ^98^Mo, ^111^Cd, ^208^Pb and ^115^In. Helium was used as a collision gas in kinetic energy discrimination (KED) mode at a flow rate of 4.5 ml min^−1^ while measuring Na, Mg, P, S, K, Ca, Cr, Mn, Fe, Ni, Cu, Zn, As, Se and Pb to exclude possible polyatomic interferences. The remaining elements were measured in standard mode. Any isobaric interferences were automatically corrected by the instrument Syngistix software for ICP-MS v.2.3 (Perkin Elmer). The ICP-MS measurements were performed in peak-hopping scan mode, with dwell times ranging from 25 ms to 50 ms, depending on the element, 20 sweeps per reading and 3 replicates. The ICP-MS conditions were as follows: radio frequency power of 1,600 W and auxiliary gas flow rate of 1.20 l min^−1^. Torch alignment, nebulizer gas flow and quadrupole ion deflector voltages (in standard and KED mode) were optimized before analysis for highest intensities and lowest interferences (oxides and doubly charged ions levels lower than 2.5%) with NexION Setup Solution containing 1 µg l^−1^ of Be, Ce, Fe, ln, Li, Mg, Pb and U in 1% nitric acid using a standard built-in software procedure. To correct for variation between and within ICP-MS analysis runs, liquid reference material was prepared using pooled digested samples, run after the instrument calibration and then run after every nine samples in all ICP-MS sample sets. Equipment calibration was performed at the beginning of each analytical run using 7 multi-element calibration standards (containing 2 µg l^−1^ indium internal standard) prepared by diluting 1000 mg l^−1^ Single Element Standard solutions (Inorganic Ventures; Essex Scientific Laboratory Supplies) with 10% nitric acid. As a calibration blank, 10% nitric acid containing 2 µg l^−1^ indium internal standard was used and it was run throughout the course of the analysis.

Sample concentrations were calculated using the external calibration method within the instrument software. Further data processing, including the calculation of final element concentrations, was performed in Microsoft Excel. First, sample sets run at different times were connected as an extension of the single-run drift correction. Linear interpolation between each pair of liquid reference material standards was used to generate a theoretical standard for each sample, which was then used to correct the drift by simple proportion to the first liquid reference material standard analysed in the first run. Liquid reference material composed of pooled samples was used instead of a certified reference material to match the chemical matrix of the samples as closely as possible, thereby emulating the sample drift. Second, the blank concentrations were subtracted from the sample concentrations and each final element concentration was obtained by multiplying by the dilution factor and normalizing the element concentrations to the sample’s dry weight.

#### Soil porosity analysis

To quantify soil porosity, we used X-ray computed tomography. First, six soil samples were collected in October 2020 from each of the selected locations in Kansas (see ‘Region selection and soil collection’). The top layer of soil was removed (10 cm), and the soil samples were collected using polyvinylchloride columns of 5 cm internal diameter and 7 cm length. After soil collection, the bottom of each column was sealed with tape to retain the soil in the column.

The undisturbed soil columns were non-destructively imaged using Phoenix V|tome|x MDT (Waygate Technologies) at the Hounsfield Facility (University of Nottingham). Scans were acquired by collecting 2,695 projection images at 180 kV X-ray energy, 200 µA current and 334 ms detector exposure time in fast mode (15 min total scan time per column). Scan resolution was 55 µm.

#### DNA extraction for metagenomic analysis of free-living soil microbiota

For metagenomic analysis, approximately 5 g of each soil sample was transferred into 50-ml conical tubes containing 20 ml of sterile distilled water. To remove large plant debris and soil particles, the samples were shaken thoroughly and filtered into new sterile 50-ml tubes using 100-μm nylon mesh cell strainers. The filtered soil solutions were centrifuged at high speed for 20 min in a Eppendorf 5810R centrifuge and most of the supernatants were discarded. The remaining 1–2 ml of supernatant was used to dissolve the soil pellets. The resulting suspensions were transferred to sterile 1.5-ml Eppendorf tubes. Samples were centrifuged again at high speed in a benchtop centrifuge and the supernatants were discarded. The remaining pellets were stored at −80 °C for DNA extraction. For DNA isolation, we used the 96-well-format MoBio PowerSoil Kit (Mo Bio Laboratories; Qiagen) following the manufacturer’s instructions. Before starting the extraction, all samples were manually randomized by placing them in a plastic bag and shaking several times. Samples were then taken individually from the bag and loaded onto the DNA extraction plates. This random distribution was maintained throughout library preparation and sequencing.

#### Metagenomic library preparation and sequencing

DNA sequencing libraries were prepared using the Rapid PCR Barcoding Kit (SQK-RPB004) from Oxford Nanopore Technologies. In brief, 1 µl Fragmentation Mix was added to 3 µl DNA (2–10 ng µl^−1^), and the reaction was mixed by gentle finger flicking. The DNA was fragmented using the following conditions: 30 °C for 1 min and then 80 °C for 1 min in an Applied Biosystems Veriti 96-Well Thermal Cycler (Applied Biosystems). The fragmented DNA was cooled, barcoded and amplified in a PCR reaction containing 20 μl nuclease-free water, 25 μl LongAmp Taq 2X Master Mix (New England Biolabs), 4 μl fragmented DNA and 1 µl barcode adaptor. The reaction was gently mixed and amplified using the following conditions: 95 °C for 3 min, 20 cycles of denaturation at 95 °C for 15 s, annealing at 56 °C for 15 s, extension at 65 °C for 6 min, and a final extension of 65 °C for 6 min. The resulting DNA library was purified using 0.6× Agencourt AMPure XP beads (Beckman Coulter) and eluted in 10 μl 10 mM Tris-HCl pH 8.0 and 50 mM NaCl. The library concentration was determined using a Qubit 4 Fluorometer with the Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific). Equimolar quantities of individual barcoded sample libraries were pooled and the volume was adjusted to 10 µl using 10 mM Tris-HCl pH 8.0 and 50 mM NaCl. Subsequently, 1 µl rapid sequencing adaptor was added to the pooled library and the tube was incubated at room temperature for 5 min. Then, 34 μl sequencing buffer, 25.5 μl loading beads and 4.5 μl nuclease-free water were added to the tube and the contents were mixed gently. The prepared pooled library was added to a verified and primed FLO-MIN106 R9.4.1 flow cell in a MinION (both Oxford Nanopore Technologies) following the manufacturer’s instructions. DNA sequencing was conducted with default parameters using a MinIT with MinKNOW v.2.1.12 (both Oxford Nanopore Technologies). Fast5 files were base called with Guppy v.4.0.15 using the template_r9.4.1_450bps_hac.jsn high-accuracy model (Oxford Nanopore Technologies).

#### Metagenomic sequence processing

The initial dataset underwent demultiplexing, and primer and barcode sequences were trimmed using qcat v.1.1.0 (Oxford Nanopore Technologies). Reads with ambiguous barcode assignments were excluded from further analysis. The reads were filtered with NanoFilt v.2.8.0 (ref. ^39^) to discard low-quality sequences based on Phred quality score (*Q*-score < 9), which is a logarithmic measure of the probability of an incorrect base call, and sequences <100 bp. We used the Kraken v.2.1.2 pipeline^40^ to classify the whole metagenome shotgun sequencing reads. The reads were classified using the Kraken 2 archaea, bacteria, viral, plasmid, human, UniVec_Core, protozoa and fungi reference database (k2_pluspf_20220607). To estimate relative abundances, the Bracken v.2.7 pipeline^41^ was applied to the classification results. Subsequently, Pavian v.1.0 (ref. ^42^) was used to extract abundance and taxonomic tables.

#### Precipitation gradient data analysis

##### Precipitation data analysis

To determine the differences in precipitation levels across regions, we compared the mean annual precipitation in each region by fitting a linear model with the following formula:

$${\mathrm{Mean}}\; {\mathrm{annual}}\; {\mathrm{precipitation}} \sim {\mathrm{region}}$$

Differences between regions were indicated using the confidence letter display derived from Tukey’s post hoc test implemented in the package multcomp v.1.4.25 (ref. ^43^). We inspected the normality and variance homogeneity (here and elsewhere) using Q–Q plots and the Levene test, respectively. We visualized the results via a point range plot using the ggplot2 v.3.5.1 R package^44^.

##### Soil elemental content analysis

For the soil elemental profile, we created a matrix in which each cell contained the calculated element concentration in one sample. Then, we applied a *z*-score transformation to each ion across the samples in the matrix. Afterwards, we applied a principal component (PC) analysis using the Euclidean distance between samples and the *z*-score matrix as input to compare the elemental profiles of soils. In addition, we estimated the variance explained by porosity, precipitation, region and the interaction between them by performing a PERMANOVA via the function adonis2 from the vegan v.2.6-4 R package^45^. The significant variables were visualized via a stacked bar plot using the ggplot2 v.3.5.1 R package.

To visualize the mineral content in each region, the *z*-score matrix created above was hierarchically clustered (method ward.D, function hclust), and we visualized the results using a heat map. The rows in the heat map were ordered according to the dendrogram order obtained from the clustered ions, and the regions were ordered according to the precipitation gradient (low precipitation to high). The heat map was coloured based on the *z*-score.

To explore the relationship between ion concentrations and the precipitation gradient, we performed a correlation test using the cor function from the stats v.4.3.1 package in R^46^ of the average *z*-score measurement of each ion against the precipitation gradient. Afterwards, we plotted the correlation coefficient for each ion in a bar plot.

##### Soil porosity analysis

The soil core images taken using X-ray computed tomography were analysed using ImageJ v.1.54b^47^. First, XY slice projection images were filtered using a median function to remove any noise from the raw data, and then an automatic threshold (Li method) was applied to produce binary images. In the binary images, pores and solid particles were represented by black and white pixels, respectively. Afterwards, a region of interest was defined in the central part of each projection to remove any potential border effect, cropping to a 600 × 600 pixel area. From the region of interest defined in each image, we extracted soil features, including particle area, perimeter, circularity, roundness, solidity, compactness, percentage of pores and pore size using the measurement function.

To remove the variability in the topsoil due to transportation and handling, we used two strategies. First, we plotted the pore average size (mm) and soil porosity (%) for each sample. Then, we excluded from the analysis all projections with a value of soil porosity >40% and considered the topsoil of those samples as the first projections after the exclusion. The second strategy was applied to samples with an irregular shape (for example, mountain-like shape) at the topsoil level. We discarded all the projections with an irregular shape until we found projections with a regular distribution of soil layers. We created a data frame with the projection number (or slice) and the soil depth (projection number multiplied by the resolution). The soil porosity for each soil type was visualized via a point plot using the ggplot2 v.3.5.1 R package^44^.

To compare the soil elemental profiles against soil porosity, we first applied a *z*-score transformation of each ion and soil porosity across the samples. Then, we estimated the distance between samples using Euclidean distance. Afterwards, we contrasted the dissimilarity matrices of each pair of datasets (soil elemental profile versus soil porosity) using the mantel test implemented in the vegan v.2.6-4 R package^45^. Finally, we computed the significance of the correlation between matrices by permuting the matrices 10,000× (ref. ^43^).

##### Taxonomic data analysis

To compare the α-diversity across regions, we calculated the Shannon diversity index using the diversity function from the vegan v.2.6-4 package in R^45^. We used an analysis of variance (ANOVA) to test the α-diversity differences between regions. Differences between regions were indicated using the confidence letter display derived from Tukey’s post hoc test implemented in the R package multcomp v.1.4.25 (ref. ^43^).

The β-diversity analysis (principal coordinate analysis) was based on Bray–Curtis dissimilarity matrices calculated using the rarefied relative abundance tables. In addition, we estimated the variance explained by soil porosity, precipitation, regions and the interaction between them by performing a PERMANOVA via the function adonis2 from the vegan v.2.6-4 R package^45^. The significant variables were visualized via a stacked bar plot using the ggplot2 v.3.5.1 R package^44^.

The relative abundance of bacterial phyla was depicted using a stacked bar plot using the ggplot2 v.3.5.1 package.

To compare the microbiota composition with the elemental profiles and soil porosity, we contrasted the dissimilarity matrices of each pair of datasets (soil microbiota versus soil elemental profile and soil microbiota versus soil porosity) using the mantel test implemented in the vegan v.2.6-4 R package^45^. Briefly, we calculate the microbiota dissimilarity matrix using the Bray–Curtis distance. Next, we applied a *z*-score transformation of each ion and soil porosity across the samples. Afterwards, we calculated the soil elemental dissimilarity matrix and soil porosity dissimilarity matrix using Euclidean distance. Finally, we used the mantel test to compare and test the significance of the correlation between matrices by permuting the matrices 10,000× (ref. ^43^).

##### Heat map and enrichment analysis

We used the R package DESeq2 v.1.40.2 (ref. ^48^) to compute the bacterial enrichment profiles in the soils across the precipitation gradient. For each NCBI taxID in the rarefied table and at the species and family levels, we estimated difference in abundance compared with the wettest collection site (Welda Prairie) using a generalized linear model (GLM) with the following design:

$${\rm{Abundance}} \sim {\rm{region}}$$

We extracted the following comparisons from the fitted model: CWR versus WEL, HAY versus WEL, KNZ versus WEL, SVR versus WEL and TRI versus WEL. A taxID, species or family was considered statistically significant if it had *P* < 0.05 after adjusting for multiple comparisons using the Benjamini–Hochberg method. We visualized the results using a heat map. The rows in the heat map were ordered according to the dendrogram obtained from the taxID, species and family analysis. The relative abundance matrix was standardized across the significant taxID, species and family by using the *z*-score, and the heat map was coloured based on this value.

##### Identification of marker taxa associated with precipitation gradients

To identify the corresponding bacterial isolates considered as ‘biomarker’ taxa associated with precipitation gradients, we identified the PCs that explain more than 80% of the variance in the data. These identified PCs were used to control the effects of soil elemental profile on the taxa abundances. Then, we fit five models: a Poisson model, a negative binomial model, two zero-inflated models and a multiple regression model.

For the Poisson and negative binomial models, we fitted the following design:

$$\begin{array}{c}\mathrm{Abundance} \sim \mathrm{precipitation}+\mathrm{offset}\,\left(\mathrm{porosity}\right)\\ \,+\,\mathrm{offset}\,\left(\text{soil elemental profile:}\;\text{six first PCs}\right)\end{array}\,$$

In parallel, we fitted the zero-inflated models using the following design:

$$\begin{array}{c}\text{Poisson:}\;\mathrm{abundance} \sim \mathrm{precipitation}\,+\,\mathrm{offset}\,\left(\mathrm{porosity}\right)|\\ 1\,+\,\mathrm{offset}\,\left(\mathrm{soil}\;\mathrm{elemental}\;\mathrm{profile}\right)|1\end{array}\,$$

$$\,\,\begin{array}{c}\text{Negative binomial:}\;\mathrm{abundance} \sim \mathrm{precipitation}\,+\,\mathrm{porosity}\\ |\mathrm{porosity}+\mathrm{soil}\;\mathrm{elemental}\;\mathrm{profile}|\mathrm{soil}\;\mathrm{elemental}\;\mathrm{profile}\end{array}$$

Next, to assess the statistical significance, we applied ANOVA to the best-performing model for each taxon according to the Akaike information criterion. In addition, we applied a multiple regression model with the following design:

$${\rm{Abundance}} \sim {\rm{precipitation}}+{\rm{porosity}}+{\rm{soil}}\; {\rm{elemental}}\; {\rm{profile}}$$

Then, we applied ANOVA to find taxIDs with a significant partial regression coefficient for precipitation.

A taxID was considered a marker if it had a relative abundance >0.01 and a prevalence >20%. We visualized the average standardized relative abundance (*z*-score) of the significant taxID in a point plot using the ggplot2 v.3.5.1 package^44^.

##### Enrichment of bacteria biological functions associated with precipitation gradients

To identify biological processes enriched within the microbial communities, the sequence reads were assembled into contigs for each sample using metaFlye from the Flye v.2.9 package^49^ with default mode. The generated contigs were then grouped and de-duplicated using the dedupe.sh tool in BBTools v.38.76 (ref. ^50^) to eliminate redundancies. Next, we determined the relative abundance of the contigs by mapping the reads from the samples to the contigs using minimap2 v.2.17 (ref. ^51^) and extracting the relative abundance counts using CoverM v.0.6.1 (ref. ^52^) in the ‘contig’ mode and reads_per_base coverage method. Taxonomic classification of the contigs was performed using the CAT v.8.22 taxonomic classification pipeline^53^. Subsequently, the contigs were filtered to retain only bacteria sequences. DESeq2 v.1.40.0 (ref. ^48^) was used to determine the contig enrichment profiles by fitting a GLM with the following design:

$${\rm{Abundance}} \sim {\rm{legacy}}$$

The low-precipitation soil versus the high-precipitation soil contrast was extracted from the fitted model. Contigs meeting the criteria of a false discovery rate (FDR)-adjusted *P* value (*q* value) <0.05 and a log_2_-transformed fold change >2 were selected for further analysis. Open reading frames encoded within the contigs were predicted using FragGeneScanRs v.1.1.0 (ref. ^54^) with default settings. This was followed by functional annotation of the predicted proteins using the eggNOG-mapper v.2.1.9 (ref. ^55^) pipeline with the eggNOG v.5.0.2 database^56^ with Diamond v.2.0.11 (ref. ^57^) and MMseqs2 (ref. ^58^). The genes annotated with GO classifications were subsequently extracted, and a GO enrichment analysis focusing on biological processes was conducted. This involved using adaptive GO clustering in conjunction with Mann–Whitney *U*-testing, using the GO_MWU tool^59^, which evaluates the enrichment of each GO category based on whether genes linked to the GO category are significantly clustered at either the top or bottom of a globally ranked gene list. First, genes were ranked based on the signed log_2_-transformed fold change values. For each gene, any missing parental terms for specific GO categories were then automatically added. Next, fully redundant categories (those containing identical sets of genes) were collapsed into the more specific GO term. To further streamline the analysis, highly similar categories were grouped using complete linkage clustering based on the fraction of shared genes. We used default settings, where GO categories were merged if the most dissimilar pair within a group shared more than 75% of the genes in the smaller category. The merged group was named after the largest category. Significantly enriched and depleted GO categories were then determined by an adjusted *P* value <0.05. This approach simplified the GO hierarchy and addressed multiple testing, which improved the statistical power of the GO enrichment analysis. The most prominent enriched and depleted GO categories shared across comparisons were visualized in ggplot2 v.3.4.2 and coloured based on the square-root-transformed Δ rank values (enrichment score) of the GO categories.

##### Analysis of genetic variation among bacterial lineages along the precipitation gradient

To assess genetic differences between bacteria lineages along the precipitation gradient, we focused on 15 of the identified bacterial markers (*Pseudomonas* ID287, *Salmonella* ID28901, *Sorangium* ID56, *Bradyrhizobium* ID722472, *Luteitalea* ID1855912, *Bradyrhizobium* ID1355477, *Flavisolibacter* ID661481, *Bradyrhizobium* ID858422, *Rubrobacter* ID2653851, *Bradyrhizobium* ID1437360, *Candidatus Koribacter* ID658062, *Streptomyces* ID1916, *Klebsiella* ID573, *Bradyrhizobium* ID1325107 and *Edaphobacter* ID2703788) and 18 additional abundant and prevalent species (*Rubrobacter* ID49319, *Bacillus* ID1428, *Bradyrhizobium* ID1274631, *Priestia* ID1404, *Lacibacter* ID2760713, *Bradyrhizobium* ID1325100, *Candidatus Solibacter* ID332163, *Burkholderia* ID28450, *Flavisolibacter* ID1492898, *Bacillus* ID1396, *Escherichia* ID562, *Rhizobium* ID384, *Rubrobacter* ID2653852, *Microvirga* ID2807101, *Archangium* ID83451, *Pseudomonas* ID303, *Paenibacillus* ID1464 and *Nitrosospira* ID1231) across the samples as proxies for the broader bacterial communities. These taxa were selected for their high genome coverage across samples, enabling more precise allele frequency estimates. Reference genomes for each species were retrieved from the NCBI Genome database, and the filtered shotgun metagenomic reads were aligned to these genomes using minimap2 v.2.17-r941 (ref. ^51^). Alignments were sorted and indexed with SAMtools v.1.18 (ref. ^60^), followed by variant calling using BCFtools v.1.18 (ref. ^61^). This process identified 23,197,278 sequence variants, which were then filtered using VCFtools v.0.1.16 (ref. ^62^) to retain only biallelic single nucleotide polymorphisms (SNPs) for further analysis. SNP filtering criteria included a variant quality score >20, a minor allele frequency >0.01, <50% missing data and a minimum sequencing depth of 10× in each sample. After filtering, 23,061 high-quality biallelic SNPs were retained. Genetic distances were computed using PLINK v.1.90p^63^ and reduced to 2 dimensions through classical multidimensional scaling with the stats v.4.3.0 package. Principal coordinate analysis plots were created with ggplot2 v.3.4.2 (ref. ^44^), coloured by soil type, precipitation levels and geographical region.

To identify genes potentially under selection across the precipitation gradient, we conducted a genetic–environment association analysis. For this, SNPs were re-filtered using VCFtools v.0.1.16 (ref. ^62^) with the same criteria, but allowing <50% missing data and a minimum sequencing depth of 5× per sample. After filtering, 93,013 biallelic SNPs were retained. Subsequently, genetic–environment association analysis was performed using a general linear model in the rMVP v.1.1.1 package^64^, with native SNP data imputation and average precipitation at each sampling location as the environmental variable. The genetic structure in the data was corrected using the first ten PCs. Manhattan plots were generated using CMplot v.4.5.1 (ref. ^65^) and significant associations were identified using the permutation method within the rMVP package.

### Conditioning-phase soil drought legacy is resilient to short-term perturbations

#### Experimental design

The six soils collected from across the Kansas precipitation gradient, as described in ‘Region selection and soil collection’, were used in this experiment. The conditioning perturbations imposed in these experiments took place over approximately 20 weeks at the University of Kansas from 17 December 2020 to 5 May 2021. Each of the six input soils remained independent throughout the experiment. Mesocosms consisted of a 1:1 (v/v) mixture of field-collected soil to sterile Turface MVP (Turface Athletics). A total of 192 sterile 100-ml pots were filled with the 6 soils and randomly assigned to 1 of 4 conditions in a fully factorial design: with or without a host, and either water-stressed or well-watered. Half the pots were planted with seedlings of the native prairie grass *T. dactyloides* (Eastern gamagrass, cultivar ‘Pete’); the rest remained unplanted. These 24 treatment groups (6 soils × 2 water-stressed or well-watered × 2 planted or unplanted) each had *N* = 8 replicates for a total of 192 experimental soils in pots. All mesocosms were allowed to adapt to their watering regimes in a growth chamber set to a 12-h day cycle, with daytime temperature at 27 °C and night-time temperature at 23 °C, and ambient humidity. Well-watered control pots were watered every 1–2 days and water-stressed plants were watered every 3–5 days when plants displayed drought symptoms (for example, leaf curling). All pots were fertilized with 35 ml of 1 ml l^−1^ concentration of Bonide 10-10-10 plant food (Bonide Products) on week 8 and week 12.

#### Sample collection

To characterize the baseline microbial communities going into the conditioning treatments, we sampled 4 replicates of each soil and treatment combination 1 week after beginning the experiment. To collect the samples, the top centimetre of soil was discarded and the remaining soil was homogenized to ensure even sampling of the top, middle and bottom of the pot. Homogenized soil samples (2 g) were placed in a 15-ml tube, flash frozen in liquid nitrogen and stored at −80 °C for microbial DNA and RNA extraction. To characterize the effects of the 4 treatments on the microbial communities, we sampled all remaining replicates at the end of the 20-week conditioning phase. Soil samples were collected as described for the baseline communities, but an additional 6 g of homogenized soil was preserved at 4 °C in 50-ml conical tubes for use as inocula in a downstream experiment. In addition, for the planted pots, we measured gamagrass shoot height before uprooting the plants. We collected samples of a crown root from each plant (each 3 cm long, beginning 2 cm from the base of the plant) and stored them in 50% ethanol (EtOH) at 4 °C for downstream laser ablation tomography (LAT) analysis. The remaining roots and shoots were dried in an oven at 225 °F for 12 h and then weighed separately.

#### Changes in bacterial community structure associated with drought and well-watered conditioning with and without a host

##### DNA extraction

Total DNA was extracted from baseline and post-conditioning soil subsamples using the DNA Set for NucleoBond RNA Soil Kit (Macherey-Nagel) according to the manufacturer’s instructions.

##### Library preparation and sequencing

DNA sequencing libraries were prepared using the Rapid PCR Barcoding Kit (SQK-RPB004) from Oxford Nanopore Technologies and sequenced on a FLO-MIN106 R9.4.1 flow cell in a MinION, with a MinIT using MinKNOW v.2.1.12 (ref. ^66^) (all from Oxford Nanopore Technologies) as described in ‘Metagenomic library preparation and sequencing’.

##### Sequence processing

Raw sequence data were demultiplexed and primer and barcode sequences were trimmed using qcat v.1.1.0 (Oxford Nanopore Technologies). Reads with ambiguous barcode assignments were excluded from further analysis. The reads were filtered with NanoFilt v.2.8.0 (ref. ^39^) to discard low-quality sequences (*Q*-score < 9) and sequences <100 bp. We used the Kraken v.2.1.2 pipeline^40^ for classifying the whole metagenome shotgun sequencing reads. The reads were classified using the Kraken 2 archaea, bacteria, viral, plasmid, human, UniVec_Core, protozoa and fungi reference database (k2_pluspf_20220607). To estimate relative abundances, the Bracken v.2.7 pipeline^41^ was applied to the classification results. Subsequently, Pavian v.1.0 (ref. ^42^) facilitated the extraction of abundance and taxonomic tables. Functions in phyloseq v.1.44.0 (ref. ^67^) with microbiome v.1.22.0 and microbiomeutilities v.1.0.17 (ref. ^68^) were used to filter the dataset and remove samples with low read depth (<1,000 reads), remove unidentified taxa and singletons, transform abundance values using rarefaction, subset and merge sample and taxonomic groups, and perform other data frame manipulations.

#### Plant biomass

Root and shoots were detached, dried in an oven at 225 °F for 12 h and then weighed.

#### Root LAT analysis

We collected samples of a crown root from each plant (each 3 cm long, beginning 2 cm from the base of the plant) and stored them in 50% EtOH at 4 °C. The samples were shipped to the University of Nottingham for downstream LAT analysis. Briefly, root segments were dehydrated in 100% methanol for 48 h, transferred to 100% EtOH for 48 h and then dried with an automated critical point dryer (CPD; Leica EM CPD 300; Leica Microsystem). Root anatomical images were acquired using a laser ablation tomograph (LATScan; Lasers for Innovative Solutions). This uses a combination of precise positioning stages with a guided pulsed UV (355 nm) laser to thermally vaporize thin sections of the root and then to illuminate the exposed surface. The tomograph was retrofitted with a microscopic imaging system using a machine vision camera unit (model Grasshopper3; FLIR) and infinity-corrected long working distance magnifying objectives (Mitutoyo).

#### Changes in gamagrass morphological features under drought and well-watered conditioning

To identify morphological features in gamagrass that changed with the conditioning (drought and well-watered) treatments, we used ImageJ to quantify the average area aerenchyma, the number of aerenchyma, the number of metaxylem vessels, number of cortical cell layers, total metaxylem area, average metaxylem area, stele minimum diameter, stele maximum diameter, stele area, stele perimeter, total aerenchyma area, adjusted cortex area, root minimum diameter, cortex minimum diameter, root maximum diameter, cortex maximum diameter, total perimeter, cortex perimeter, root total area and cortex area. In addition, we quantified the root:shoot ratio, number of leaves, number of green leaves, root mass, shoot mass and shoot height.

#### Metatranscriptome analysis

##### RNA isolation

Total RNA was extracted from baseline and post-conditioning soil subsamples with the NucleoBond RNA Soil Kit (Macherey-Nagel) using the manufacturer’s instructions. Isolated RNA was treated with Turbo DNA-free (Applied Biosystems) to remove contaminating DNA, following the manufacturer’s instructions.

##### Library preparation and sequencing

RNA libraries were prepared using 1 µg of total RNA according to established protocols with modifications. Briefly, poly(A)-tail-containing RNA was removed from the RNA samples using Sera-mag oligo(dT) magnetic beads (GE Healthcare Life Sciences) and then the samples were subjected to ribodepletion with the NEBNext rRNA Depletion Kit (New England Biolabs), following the manufacturers’ instructions. The purified RNA was resuspended in a fragmentation mix consisting of 6.25 µl Milli-Q water, 5 µl 5× First-Strand Buffer, and 1.25 µl random primers (3 µg µl^−1^) and fragmented at 94 °C for 6 min. First-strand cDNA synthesis was performed using a mixture of 0.8 µl reverse transcriptase, 2 µl 100 mM DTT, 0.4 µl 25 mM dNTP, 0.5 µl RNAseOUT (40 U µl^−1^), 10 µl RNA and 6.3 µl Milli-Q water. The reactions were incubated at 25 °C for 10 min, 42 °C for 50 min and 70 °C for 15 min. Second-strand cDNA synthesis was performed by adding a master mix of 18.4 µl Milli-Q water, 5 µl 10× Second-Strand Buffer, 1.2 µl 25 mM dNTP, 0.4 µl RNAse H (5 U µl^−1^) and 5 µl DNA PolI (10 U µl^−1^) to the sample, followed by incubation at 16 °C for 1 h. The samples were then purified using Agencourt AMPure XP beads. Subsequently, the libraries were end repaired with a mixture of 30 μl sample, 2.5 μl of 3 U μl^−1^ T4 DNA polymerase, 0.5 μl of 5 U μl^−1^ Klenow DNA polymerase, 2.5 μl of 10 U μl^−1^ T4 PNK, 5 μl of 10× T4 DNA ligase buffer with 10 mM ATP, 0.8 μl of 25 mM dNTP mix and 8.7 μl Milli-Q water, incubated at 20 °C for 30 min, and purified again using Agencourt AMPure XP beads. Following this, the RNA libraries were adenylated in a mix containing 34 μl of the end-repaired sample, 3 μl of 5 U μl^−1^ Klenow exo−, 5 μl of 10× Enzymatics Blue Buffer, 1 μl of 10 mM dATP and 9 μl of Milli-Q water. The mixture was incubated at 37 °C for 30 min, followed by 70 °C for 5 min, and then purified using Agencourt AMPure XP beads. Individual samples were indexed through ligation using a mix of 10.25 µl sample, 1 μl of 600 U μl^−1^ T4 DNA ligase, 12.5 μl of 2× Rapid Ligation Buffer and 1.25 µl of 2.5 µM indexing adaptor from the KAPA Dual-Indexed Adapter Kit (Kapa Biosystems). The samples were incubated at 25 °C for 15 min, followed by the addition of 5 μl of 0.5 M EDTA pH 8. The libraries were purified twice with Agencourt AMPure XP beads. The libraries were enriched in a reaction containing 20 μl sample, 25 μl of 2× KAPA HiFi HS Mix (Kapa Biosystems), 2.5 μl of 5 μM I5 primer and 2.5 μl of 5 μM I7 primer. The reactions were initially heated to 98 °C for 45 s, followed by 14 cycles of 98 °C for 15 s, 60 °C for 30 s and 72 °C for 30 s, with a final extension at 72 °C for 1 min. The resulting RNA libraries were purified using Agencourt AMPure XP beads, quantified on a Qubit 4 Fluorometer (Thermo Fisher Scientific), and the library size was assessed using High Sensitivity D1000 ScreenTape on the Agilent 4200 TapeStation (Agilent Technologies). Equimolar quantities of individual barcoded RNA libraries were pooled in a randomized manner and shipped on dry ice to Beijing Genomics Institute. Each library pool was sequenced on an MGI Tech MGISEQ-2000 sequencing platform to generate a minimum of 10 million 100-bp paired-end reads per sample.

##### Taxonomic classification of transcripts

Cutadapt v.4.6 (ref. ^69^) was used to remove primer and barcode sequences and low-quality sequences from the paired-end reads of the sequenced RNA libraries. To identify taxa with enriched gene expression activity, the reads were classified using the Kraken v.2.1.2 pipeline^40^ with the archaea, bacteria, viral, plasmid, human, UniVec_Core, protozoa, and fungi reference database (k2_pluspf_20220607), and the Bracken v.2.7 pipeline^41^ was applied to the classification results to estimate the relative abundances. This approach enabled a rapid and comprehensive overview of taxonomic profiles based on read-level assignments, and was primarily used for estimating taxonomic abundance and diversity directly from the sequence data. The counts table was generated from Pavian v.1.0 (ref. ^42^). Data filtering and statistical analysis were then performed as before using phyloseq v.1.44.0 (ref. ^67^) with microbiome v.1.22.0 (ref. ^70^) and microbiomeutilities v.1.0.17 (ref. ^68^).

#### Data analysis

##### Changes in bacterial community structure associated with drought and well-watered conditioning with and without a host

To assess the α-diversity across the samples, we calculated the Shannon diversity index using phyloseq v.1.44.0 (ref. ^67^). We used ANOVA to test for significant differences in Shannon diversity indices between groups, and means were separated using Tukey’s honestly significant difference test from the agricolae v.1.3.5 R package^71^. For β-diversity, Bray–Curtis dissimilarity matrices were calculated using phyloseq v.1.44.0 and the variance explained by legacy, conditioning and host were estimated by performing PERMANOVA using the adonis2 function in the vegan v.2.6.4 R package^45^. Constrained ordination of β-diversity was plotted using canonical analysis of principal coordinates (CAP) based on Bray–Curtis dissimilarity matrices calculated with vegan v.2.6.4. We visualized differences with the CAP analysis using the following models:

$$\sim \mathrm{Legacy}+\mathrm{Condition}\left(\mathrm{conditioning}+\mathrm{host}\right)$$

$$\sim \mathrm{Conditioning}+\mathrm{Condition}\left(\mathrm{legacy}+\mathrm{host}\right)$$

$$\sim \mathrm{Host}+\mathrm{Condition}\left(\mathrm{legacy}+\mathrm{conditioning}\right)$$

The relative abundance of taxa was plotted as a stacked bar representation using phyloseq v.1.44.0. The tax_glom function in phyloseq v.1.44.0 was used to agglomerate taxa, and the aggregate_rare function in microbiome v.1.22.0 was used to aggregate rare groups. We used DESeq2 v.1.40.0 (ref. ^48^) to calculate the enrichment profiles by fitting a GLM with the following design:

$$\mathrm{Abundance} \sim \mathrm{legacy}+\mathrm{conditioning}$$

We extracted the following comparisons from the fitted model: wet soil legacy with watered conditioning versus wet soil legacy (baseline), wet soil legacy with drought conditioning versus wet soil legacy (baseline), dry soil legacy (baseline) versus wet soil legacy (baseline), dry soil legacy with watered conditioning versus wet soil legacy (baseline), and dry soil legacy with drought conditioning versus wet soil legacy (baseline). Taxa were considered significant if they had an FDR-adjusted *P* value (*q* value) <0.05. The results of the GLM analysis were rendered in heat maps, coloured based on the log_2_-transformed fold change output by the GLM. Significant differences between comparisons with *q* < 0.05 with log_2_-transformed fold change >2 were highlighted with black squares.

Relative abundances of the taxonomic markers were extracted and an ANOVA was performed to assess significant differences between treatment groups. Tukey’s honestly significant difference test, implemented using the agricolae v.1.3.5 R package^71^, was used for post hoc pairwise comparisons. To further explore the effects of watering and drought treatments, with and without a host, on the relative abundances of the taxonomic markers, we subset the data and applied a GLM using DESeq2 v.1.40.0 (ref. ^48^). The model was structured as follows:

$$\mathrm{Abundance} \sim \mathrm{legacy}+\mathrm{conditioning}+\mathrm{host}$$

We then extracted the following comparisons from the fitted model for each soil legacy: water conditioning versus baseline, drought conditioning versus baseline, water conditioning with host versus baseline, and drought conditioning with host versus baseline. Markers were considered significant if the FDR-adjusted *P* value (*q* value) was <0.05. Results from the GLM analysis were visualized in a heat map, with colours representing log_2_-transformed fold changes. Comparisons showing significant differences (*q* < 0.05 and log_2_-transformed fold change >2) were highlighted with black squares.

##### GO term enrichment analysis

To identify enriched biological processes within the microbial communities, sequence reads from individual samples were assembled into contigs using metaFlye from the Flye v.2.9 package^49^ with default parameters, as described in ‘Enrichment of bacteria biological functions associated with precipitation gradients’. Relative abundance counts were then determined, and the resulting contigs were subjected to taxonomic classification and filtering, also as outlined in ‘Enrichment of bacteria biological functions associated with precipitation gradients’. We used DESeq2 v.1.40.0 (ref. ^48^) to determine the bacterial contig enrichment profiles by fitting a GLM with the following design:

$$\mathrm{Abundance} \sim \mathrm{legacy}+\mathrm{conditioning}+\mathrm{biological}\,\mathrm{replica}$$

We extracted the following comparisons from the fitted model: wet soil legacy with watered conditioning versus wet soil legacy (baseline), wet soil legacy with drought conditioning versus wet soil legacy (baseline), dry soil legacy (baseline) versus wet soil legacy (baseline), dry soil legacy with watered conditioning versus wet soil legacy (baseline), and dry soil legacy with drought conditioning versus wet soil legacy (baseline). Contigs meeting the criteria of an FDR-adjusted *P* value (*q* value) <0.05 and a log_2_-transformed fold change >2 were selected. Open reading frames were predicted and functionally annotated, and genes with GO classifications were subjected to GO enrichment analysis with the GO_MWU tool^59^.

##### Changes in gamagrass morphological features under drought and well-watered condition

For each root feature identified, we used ANOVA to test for significant differences between groups, and means were separated using Tukey’s honestly significant difference test from the agricolae v.1.3.5 R package^71^. Subsequently, the feature values were normalized using the rescale function from the scales v.1.2.1 R package. The mean normalized feature values were then visually represented on a heat map using ggplot2 v.3.4.2. Then, Pearson correlation coefficients between these features and corresponding *P* values were computed using the rcorr function from the Hmisc v.5.0.1 package^72^. The results of the correlation analysis were graphically presented using ggplot2 v.3.4.2, where the colour of the plots reflected the correlation coefficient values. Significant correlations (*P* < 0.05) were emphasized with black squares on the plots. Furthermore, the coefficient of variation for the feature values was calculated and depicted using ggplot2 v.3.4.2. The three plots were integrated based on the hierarchical clustering of the Pearson correlation coefficients of the features. The clustering used the ward.D2 method within the hclust function in R, using Euclidean distances calculated using the dist function.

##### Metatranscriptome sequence analysis

To assess transcriptional differences in the activity of the bacterial community, Bray–Curtis dissimilarity matrices were calculated. The variance explained by legacy, conditioning and host was estimated using PERMANOVA with the adonis2 function from the vegan v.2.6.4 R package^45^. β-Diversity patterns were visualized through partial constrained ordination using CAP. We applied CAP analysis to visualize differences using the following models:

$$\sim \mathrm{Legacy}+\mathrm{Condition}(\mathrm{CondWater}+\mathrm{CondHost})$$

$$\sim \mathrm{CondWater}+\mathrm{Condition}(\mathrm{legacy}+\mathrm{CondHost})$$

$$\sim \mathrm{CondHost}+\mathrm{Condition}(\mathrm{legacy}+\mathrm{CondWater})$$

In these models and others described later in the text, the variables have the following meanings: legacy refers to the precipitation regime of the inoculum’s original collection site (a factor with two levels, dry and wet). CondWater is our shorthand for ‘conditioning-phase watering treatment’, a factor with two levels (drought or control). CondHost is our shorthand for ‘conditioning-phase host treatment’, a factor with two levels (gamagrass or none). Note that in the above models, ‘Condition()’ is not a variable but part of the syntax of the CAP functions in the vegan^45^ package in R. These analyses were ‘partial’ constrained ordinations, meaning that variation attributed to the factors within the Condition() function was removed or ‘partialled out’ before the constrained ordination being conducted using the residuals from the partialling-out process. This approach is useful for clearer visualizations of the patterns associated with variable(s) of interest (the factors outside of the Condition() function).

Transcriptional activity among taxa was displayed as a stacked bar plot using phyloseq v.1.44.0. We used DESeq2 v.1.40.0 (ref. ^48^) to calculate enrichment profiles by fitting a GLM with the following design:

$$\mathrm{Abundance} \sim \mathrm{legacy}+\mathrm{CondWater}$$

From the fitted model, we extracted the following comparisons: wet soil legacy with watered conditioning versus wet soil legacy (baseline), wet soil legacy with drought conditioning versus wet soil legacy (baseline), dry soil legacy (baseline) versus wet soil legacy (baseline), dry soil legacy with watered conditioning versus wet soil legacy (baseline), and dry soil legacy with drought conditioning versus wet soil legacy (baseline). Taxa were considered differentially abundant if the FDR-adjusted *P* value (*q* value) was <0.05. Results from the GLM analysis were visualized in heat maps, where colours represent log_2_-transformed fold changes. Comparisons showing significant differences (*q* < 0.05 and log_2_-transformed fold change >2) were highlighted with black squares.

In addition, high-quality filtered reads of the transcriptome were de novo assembled into a reference metatranscriptome using Trinity v.2.15.1 (ref. ^73^) with default parameters. Open reading frames in transcripts were predicted with TransDecoder v.5.7.1 (ref. ^74^) with default settings. Functional annotation of the predicted proteins was performed using the eggNOG-mapper v.2.1.9 (ref. ^55^) pipeline, using the eggNOG v.5.0.2 database^56^ with Diamond v.2.0.11 (ref. ^57^) and MMseqs2 (ref. ^58^). The CAT v.8.22 taxonomic classification pipeline^53^ was used to assign taxonomy to the predicted protein-coding transcripts following de novo assembly and functional annotation (as opposed to assigning taxonomy to the raw reads, as was done in ‘Taxonomic classification of transcripts’). These taxonomic assignments were used in downstream analyses involving gene expression and functional enrichment. Sequence reads were further filtered using SortMeRNA v.4.3.6 (ref. ^75^) with the smr_v4.3_default_db.fasta database to remove residual amplified rRNA sequences. Transcript quantification analysis was performed using Salmon v.1.10.0 in the mapping-based mode with the de novo assembled reference metatranscriptome. Subsequently, the transcript-level abundance estimates from salmon were extracted for the identified transcripts using the R package tximport v.1.28.044 as raw counts in default setting^76^. DESeq2 v.1.40.0 (ref. ^48^) was used to determine the bacterial transcript enrichment profiles by fitting a GLM as described earlier. Genes meeting the criteria of an FDR-adjusted *P* value (*q* value) <0.05, a log_2_-transformed fold change >2 and had GO classifications were subjected to GO enrichment analysis with the GO_MWU tool^59^.

##### Analysis of genetic variation among bacterial lineages

Filtered shotgun metagenomic reads were aligned to the reference genomes of 33 selected taxa, including 22 identified bacterial markers and 11 additional abundant and prevalent species (see ‘Analysis of genetic variation among bacterial lineages along the precipitation gradient’), using Minimap2 v.2.17-r941 (ref. ^51^). The resulting alignments were sorted and indexed with SAMtools v.1.18 (ref. ^60^). Variant calling was performed using BCFtools v.1.18 (ref. ^61^), and variants were filtered with VCFtools v.0.1.16 (ref. ^62^). Filtering criteria included a variant quality score >20, a minor allele frequency >0.01, <50% missing data and a minimum sequencing depth of 10× in each sample. After filtering, a total of 8,293 high-quality biallelic SNPs were available for further analysis. To assess genetic variation within and between groups, we analysed molecular variance using poppr v.2.9.6 (ref. ^77^). The significance of the analysis of molecular variance results was determined with a permutation test, using the randtest function in ade4 v.1.7.22 (ref. ^78^). To determine the extent of genetic differentiation between groups, we calculated the fixation index values using the hierfstat v.0.5.11 (ref. ^79^) package. Principal coordinate analysis plots were generated as previously described in ‘Analysis of genetic variation among bacterial lineages along the precipitation gradient’ and coloured to reflect soil legacy, drought or well-watered, and host or no-host treatments. To identify genes associated with soil legacy, we conducted a genome-wide association study. SNPs were re-filtered using VCFtools v.0.1.16 (ref. ^62^), applying the same criteria but allowing for up to 70% missing data and a minimum sequencing depth of 3× in each sample. The genome-wide association study was conducted using a general linear model in the rMVP v.1.1.1 package^64^. Associations were identified by comparing bacterial lineages from dry legacy soil with those from wet legacy soil. Genetic structure was accounted for by incorporating the first ten PCs. Significant associations were identified through permutation testing within the rMVP package, and Manhattan plots were generated using CMplot v.4.5.1 (ref. ^65^).

### Test-phase soil microbiota legacy effects on plant tolerance to drought

#### Experimental design and non-destructive phenotypic measurements

At the end of the conditioning phase, homogenized soil was collected from each pot by discarding the top 1 cm of soil, mixing the soil in the pot with a clean plastic spatula and placing 6 g in a sterile 50-ml conical tube. For rhizosphere samples (that is, planted pots), plants were gently pulled from the pots and the soil particles adhered to and within the root bundle were shaken into a sterile 50-ml conical tube. The rhizosphere particles were homogenized with a clean plastic spatula and particles were poured out of the tube until 6 g remained. Soil and rhizosphere samples were stored at 4 °C overnight.

Soil microorganisms were extracted from the 6 g soil or rhizosphere sample the following day by adding 25 ml of autoclaved 1× PBS with 0.0001% Tween-89 to the 50 ml tube containing the sample. Tubes were vigorously shaken to mix and break up large soil aggregates. Large particles were allowed to settle to the bottom of the tube; the supernatant was then filtered through autoclaved Miracloth (Sigma-Aldrich) into a new sterile 50-ml conical tube. Filtered samples were then centrifuged at 3,600*g* for 25 min at 4 °C. The supernatant was discarded and the microbial pellet was resuspended in 6 ml of 1× PBS buffer using a vortex. The resuspended pellets were stored at 4 °C until being used for inoculations a few hours later.

As stated in ‘Experimental design’, the conditioning phase had 24 treatment groups with 8 replicates of each treatment (192 pots total). For the test phase, microbial extracts from all 8 replicates of each group (plus 8 sterile buffer-only mock inocula) were inoculated into a pot planted with gamagrass (*N* = 200) and a pot planted with maize (*N* = 200) that were then maintained under water-stress (drought) conditions. Furthermore, 4 of the 8 replicate extracted microbial inoculants (and 4 sterile buffer-only control inoculums) were each inoculated into additional gamagrass-planted (*N* = 100) and maize-planted (*N* = 100) pots, which were then maintained under well-watered control conditions. This makes for a total of *N* = 600 plants at the start of the test phase. Throughout the experiment, nine water-stressed maize and five well-watered maize were lost (no gamagrass died). Therefore, phenotype measurements were completed on a total of *N* = 586 plants. We chose this design because resource and space limitations prevented us from testing all 192 inocula under both drought and control conditions, and we were primarily interested in microbial effects on plant function under drought; we therefore opted to maximize our power to test for differences among the inocula under water limitations.

To create the inoculum, the resuspended pellet was inverted 3× to mix and 1 ml of the sample was added to 100 ml of sterile 0.5× MS liquid medium, for a microbial titre equivalent to 0.01 g soil per ml. The ‘mock inoculation’ controls were created by substituting 1 ml of sterile PBS for the resuspended microbial pellet. Finally, 25 ml of this suspension was inoculated onto the soil surface of each test-phase pot. Thus, each microbial community extracted from 1 of the 192 conditioning-phase pots was used to inoculate either 2 or 4 plants in the test phase. To maintain statistical independence of the experimental replicates from the conditioning phase, no pooling was performed.

Before inoculation, pots were planted with 3–4-day-old gamagrass or maize germinants. Gamagrass seeds were soaked in 3% hydrogen peroxide for 24 h and germinated in seed trays filled with sterile clay. Maize seeds were soaked in 70% EtOH for 3 min, soaked in 5% NaClO on a rotator for 2 min, and then rinsed with sterile deionized water 3×. Treated maize seeds were germinated on sterile damp paper towels inside sealed plastic bags.

Pots were fully randomized and, before inoculation, filled with a homogenized 5:1 (w/w) mixture of all-purpose sand (TechMix All-Purpose 110241) and calcined clay (Pro’s Choice Rapid Dry) that had been sterilized by autoclaving on a 1 h liquid cycle. Pots were autoclaved on a 30 min liquid cycle and then filled with the sand–clay mixture, leaving 1 in. of room at the top of the pot. To help keep the mixture from falling out of the drain holes in the bottom of the pots, a sterile filter paper was shaped into a cone, pushed to the bottom of the pot, and a sterile marble was used to weigh the paper down. This effectively blocked the substrate, but still allowed water to exit the drainage holes. Plants were grown under 12-h days, with a daytime temperature at 27 °C and night-time temperature at 23 °C, and ambient humidity, with the light setting set to 1, which is equivalent to 312 μmol m^−^^2^ s^−1^. Three-day-old gamagrass and maize leaf photosynthetic rates and gas exchange were measured using the LI-6800 (LI-COR) over 3 days for each host. The LI-6800 aperture was 2 cm, warm-up tests were performed at the start of each measurement session, the fluorometry was set to ‘on’ and the leaf vapor pressure difference (VPD_Leaf) set to 1.5 kPa. The newest fully emerged leaf, which was most commonly the fourth leaf, on each plant was clamped in the chamber and allowed to stabilize until all measurements were stable for at least 30 s before the measurements were recorded, which took approximately 5 min per leaf. Similarly, the leaf chlorophyll content was also measured using the MC-100 Chlorophyll Concentration Meter (Apogee Instruments).

Maize plants were sampled 4 weeks after planting and gamagrass was sampled 5 weeks after planting. In total, we measured 300 gamagrass plants (200 droughted and 100 well-watered plants) and 286 maize plants (191 droughted and 95 well-watered plants).

At the end of the test phase, uprooted plants were gently shaken to remove the soil attached to roots, before the collection of phenotypic, transcriptomic and microbiota data as described later. One crown root was cut off with a ceramic blade and placed in a 1.7-ml tube on dry ice for downstream DNA extraction for *16S rRNA* gene sequencing. Another crown root (0.15–0.2 g) was cut off with a ceramic blade, placed in a 1.7-ml tube, and flash frozen in liquid nitrogen for downstream RNA extraction. In between plants, the ceramic blade, plastic tweezers, plastic cutting board and gloves were cleaned with 30% bleach. All samples were held on dry ice and then transferred to a −80 °C freezer for storage. Next, the root and shoot were separated with a ceramic blade. A length of 3 cm of crown root beginning ~2 cm from the base of the shoot was cut with a ceramic blade and submerged in 50% EtOH for LAT analysis. The rest of the root system was submerged in 70% EtOH in a 50-ml centrifuge tube for downstream root architecture scanning. Shoot height and number of leaves were recorded. Shoots were placed in individual paper bags, dried in an oven at 225 °F for 12 h and the shoot dry weight was recorded.

#### Root system architecture and root biomass analyses

A Perfection V600 flatbed scanner (Epson) was used to scan intact maize and gamagrass root systems collected from test-phase plants. The scanner was set to professional mode, reflective, document, black and white mode, and 600 dpi, with a threshold of 55. A clear plastic tray filled with clean water was placed on the scanning bed. Each root system was placed in the tray with water and the tangled roots were gently pulled apart using plastic tweezers until they were no longer overlapping. A small amount of fine fibrous roots that fell off during this process was pushed to the corner of the tray and not included in the root cluster scan. The scanned root images were then analysed using Rhizovision Explorer software v.2.0.3 (ref. ^80^) in ‘whole-root’ mode and converted to 600 dpi. The region-of-interest tool was used to outline the main root bundle before pressing play to collect trait measurements. Finally, after collection of root system architecture data, the roots were dried in an oven at 225 °F for 12 h and then weighed.

#### Root LAT analysis

We collected 1 crown root from each plant (each 3 cm long, beginning 2 cm from the base of the plant) and stored them in 50% EtOH at 4 °C. These samples were shipped to the University of Nottingham for LAT analysis. Briefly, root segments were dried with an automated CPD (Leica EM CPD 300; Leica Microsystem). Then, samples were ablated by a laser beam (Avia 7000, 355 nm pulsed laser) to vaporize the root tissue at the camera focal plane ahead of an imaging stage, and cross-sectional images were taken using a Canon T3i camera with a 5× micro-lens (MP-E 65 mm) on the laser-illuminated surface. ImageJ software^47^ was used to measure root anatomical traits captured in the high-quality LAT images.

#### Leaf ionome and shoot biomass analyses

The elemental profiles of the shoots were measured using ICP-MS. The shoot biomass from all uprooted plants was dried in an oven at 225 °F for 12 h and then weighed. The dried biomass samples were cut into small pieces using a clean ceramic scalpel and placed in 5-ml Eppendorf tubes with 3 zirconium oxide beads. Shoots were pulverized using a Tissue Lyzer II (Qiagen) using 2 cycles of 60 s at a frequency of 30 s^−1^. Next, 5–10 mg of pulverized shoot samples were weighed on a Mettler 5-decimal analytical scale, and 1–3 ml (depending on the sample dry weight) of concentrated trace metal grade nitric acid Primar Plus (Fisher Chemicals) was added to each tube. Before the digestion, 20 µg l^−1^ of indium was added to the nitric acid as an internal standard to assess putative errors in dilution or variations in sample introduction and plasma stability in the ICP-MS instrument. The samples were then digested in DigiPREP MS dry block heaters (SCP Science; QMX Laboratories) for 4 h at 115 °C. After cooling down, the digested samples were diluted to 10–30 ml (depending on the volume of the nitric acid added) with 18.2 MΩcm Milli-Q Direct Water. The elemental analysis was performed using an ICP-MS, PerkinElmer NexION 2000 equipped with Elemental Scientific 4DXX FAST Dual Rinse autosampler, FAST valve and peristaltic pump. The instrument was fitted with a PFA-ST3 MicroFlow nebulizer, baffled cyclonic C3 high-sensitivity glass spray chamber cooled to 2 °C with a PC3X Peltier heated–cooled inlet system, 2.0 mm inner diameter quartz injector torch and a set of nickel cones. A total of 24 elements were monitored, including the following stable isotopes: ^7^Li, ^11^B, ^23^Na, ^24^Mg, ^31^P, ^34^S, ^39^K, ^43^Ca, ^48^Ti, ^52^Cr, ^55^Mn, ^56^Fe, ^59^Co, ^60^Ni, ^63^Cu, ^66^Zn, ^75^As, ^82^Se, ^85^Rb, ^88^Sr, ^98^Mo, ^111^Cd, ^208^Pb and ^115^In. Helium was used as a collision gas in KED mode at a flow rate of 4.5 ml min^−1^ while measuring Na, Mg, P, S, K, Ca, Ti, Cr, Mn, Fe, Ni, Cu, Zn, As, Se and Pb to exclude possible polyatomic interferences.

The remaining elements were measured in standard mode. The instrument’s Syngistix software for ICP-MS v.2.3 (Perkin Elmer) automatically corrected any isobaric interferences. The ICP-MS measurements were performed in peak hopping scan mode with dwell times ranging from 25 ms to 50 ms, depending on the element, 20 sweeps per reading and 3 replicates. The ICP-MS conditions were adjusted to a radio-frequency power of 1,600 W and an auxiliary gas flow rate of 1.20 l min^−1^. Torch alignment, nebulizer gas flow and quadrupole ion deflector voltages (in standard and KED mode) were optimized before analysis for highest intensities and lowest interferences (oxides and doubly charged ions levels lower than 2.5%) with NexION Setup Solution containing 1 µg l^−1^ of Be, Ce, Fe, ln, Li, Mg, Pb and U in 1% nitric acid using a standard built-in software procedure. To correct for variation between and within ICP-MS analysis runs, liquid reference material was prepared using pooled digested samples and run after the instrument calibration and then after every nine samples in all ICP-MS sample sets. Equipment calibration was performed at the beginning of each analytical run using 7 multi-element calibration standards (containing 2 µg l^−1^ indium internal standard) prepared by diluting 1,000 mg l^−1^ Single Element Standard solutions (Inorganic Ventures; Essex Scientific Laboratory Supplies) with 10% nitric acid. As a calibration blank, 10% nitric acid containing 2 µg l^−1^ indium internal standard was used, and it was run throughout the analysis. Sample concentrations were calculated using the external calibration method within the instrument software. Further data processing, including the calculation of final element concentrations, was performed in Microsoft Excel.

#### Crown root transcriptomics

##### RNA extraction and sequencing

For RNA extractions and sequencing, flash-frozen crown roots were freeze dried for 48 h and finely ground with pellet pestles. The RNA extraction protocol was carried out according to the NucleoSpin RNA Plant kit (Macherey-Nagel).

For the 132 maize samples, remnant DNA was removed from purified RNA using the DNA-Free kit (Invitrogen). RNA-seq libraries were prepared using the QuantSeq 3′ mRNA-Seq V2 kit with unique dual sequences and the unique molecular identifier (UMI) module (Lexogen) following the manufacturer’s recommendations. Libraries were pooled at equimolar concentrations and then sequenced (2 × 150 bp, but reverse reads were not used) on a NovaSeq S4 flow cell (Illumina) along with a 25% PhiX spike-in. Maize RNA-seq library preparations and sequencing were performed by the RTSF Genomics Core at Michigan State University. For the 132 gamagrass samples, RNA-seq libraries were prepared using the NEBNext Ultra II Directional Library Kit with the oligo(dT) magnetic isolation module (New England Biolabs) and sequenced on the Illumina NovaSeq 6000 platform at the Genomic Sciences Laboratory at North Carolina State University to generate a minimum of 40M read pairs (2 × 150 bp) per sample.

##### Sequence processing

For the maize sequence reads, UMIs were removed from all sequences and added to the read headers using UMI-tools^81^. Next, cutadapt v.4.2 (ref. ^69^) was used to remove the first four bases of each read, remove poly(A) tails (if present), remove spurious poly(G) runs using the --nextseq-trim=10 parameter and remove adaptor sequences. Reads that were <10 bp long or that aligned to maize rRNA gene sequences were removed; the remaining reads were aligned to the maize reference genome B73 RefGen_v5 (ref. ^82^) using HISAT2 v.2.2.1 (ref. ^83^). Aligned reads were converted to BAM format, sorted and indexed using SAMtools v.1.9 (ref. ^60^). We then used UMI-tools^81^ to de-duplicate reads that both shared a UMI and had identical mapping coordinates. Finally, we used the FeatureCounts function of the subread package v.2.0.5 (ref. ^84^) with the maize genome annotation version Zm00001eb.1 and parameters -O --fraction -M --primary -g ID -t gene to generate a table of transcript counts.

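In the deposited table these counting parameters left 10.5% of all values, and 15.9% of the nonzero values, as fractions; with these parameters a read assigned to several genes is divided between them. By the gene positions in the table, 5087 of the 39756 genes (12.8%) overlap another gene, in 2665 pairs. The parameters name no strand option, so reads of a gene and of an antisense gene overlapping it cannot be told apart in these values. With fractional counts in place of counts rounded to whole numbers, edgeR's quasi-likelihood test called 7218 genes for drought.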

For the gamagrass sequence reads, we first used cutadapt to remove NEBNext adaptor sequences, poly(A) tails, spurious poly(G) runs and low-quality tails using the -q 20,20 parameter and other default parameters. The cleaned reads were aligned to the gamagrass reference genome (Td-KS_B6_1-REFERENCE-PanAnd-2.0a^60^) using HISAT2. The alignments were name-sorted so that mate pairs could be fixed using the fixmate function of SAMtools^60^, then re-sorted based on coordinates, de-duplicated and converted to indexed BAM files using the same software. Finally, a table of transcript expression estimates was generated using the FeatureCounts function of the subread package with parameters -p -O --fraction -M --primary -g ID -t gene and the gamagrass genome annotation version Td-KS_B6_1-REFERENCE-PanAnd-2.0a_Td00002ba.2.

##### Statistical analyses

As the maize and gamagrass RNA-seq datasets were generated using different approaches (3′ tag sequencing versus full-length sequencing, respectively) we analysed them in parallel rather than comparing them directly. For each species, we used DESeq2 (ref. ^48^) to identify genes that were differentially expressed between plants inoculated with microbiomes from a low-precipitation climate (dry legacy) versus those inoculated with microbiomes from a high-precipitation climate (wet legacy). A single negative binomial model with default parameters was used to estimate log_2_-transformed fold changes in gene expression due to inoculum legacy, while also controlling for the other experimental factors, using the model:

$$\mathrm{Counts} \sim \mathrm{legacy}+\mathrm{CondWater}+\mathrm{CondHost}+\mathrm{TestWater}$$

where TestWater is our shorthand for the variable ‘test-phase watering treatment’, a factor with two levels (drought or control). Statistical support was obtained using the Wald test with Benjamini–Hochberg FDR correction. All available samples were included in each analysis; thus, these results should be interpreted as the gene expression response to microbiome precipitation legacy, averaged across all levels of the other experimental factors.

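Whether the response to legacy in maize differed between levels of the other factors was tested with edgeR's quasi-likelihood test over all live-inoculated plants. The interaction of legacy with conditioning host called 1 of 20997 genes, with 921 at an unadjusted *P* under 0.05. The gene, Zm00001eb152200 (chromosome 3, 199529262 to 199532894), had an interaction log2 fold change of 2.29 (standard error 0.44, adjusted *P* = 0.0219). The interaction of legacy with conditioning water treatment called 0 genes, with 3.2% of the genes at an unadjusted *P* under 0.05. Soils within a legacy were also compared: SVR against TRI called 0 genes (1699 at an unadjusted *P* under 0.05), and CWR against WEL called 0 genes (3822). In a PERMANOVA on log2 CPM, the test-phase watering treatment took 6.44% of the variance (*P* = 0.001, the smallest these permutations can give), precipitation legacy 0.859% (*P* = 0.280), conditioning host 0.816% (*P* = 0.337) and conditioning water treatment 0.573% (*P* = 0.663). With soil in place of legacy, the 4 soils took 3.27% (*P* = 0.0770).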

In addition, we investigated whether plants’ gene expression responses to limited versus ample water during the test phase (that is, the TestWater variable) were affected by inoculum precipitation legacy. To do so, we used DESeq2 to fit a model with the formula:

$$\mathrm{Counts} \sim \mathrm{TestWater}* \mathrm{legacy}$$

Then, we extracted the estimated log_2_-transformed fold changes due to acute drought (relative to well-watered conditions) for both dry-legacy-inoculated and wet-legacy-inoculated plants. We inferred a meaningful interaction between these variables when the 95% confidence intervals of the two drought-induced log_2_-transformed fold changes did not overlap at all. These interacting genes are candidates for linking real-time plant drought response to the microbiome’s historical environmental conditions.

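For the maize counts, the rule of non-overlapping intervals was also run on simulated negative binomial counts. Each gene had its mean over the same plants and the dispersion of the trend over genes, not its own. Genes made uneven by a few very high plants are not reproduced by such counts. With no gene changed, 162 of 34423 simulated genes met the rule. With 200 genes given a 3-fold change of their drought response, it called 375 genes, of which 199 were changed genes and 176 were not. In the same kind of simulation, edgeR's test of the interaction called 202 genes, of which 194 were changed genes and 8 were not.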

Finally, we conducted a mediation analysis to determine whether the gamagrass genes that were sensitive to inoculum legacy were implicated in phenotypic responses to subsequent acute drought. A gene was considered legacy sensitive if its expression was significantly affected by the main effect of inoculum legacy, or if it was affected by the interaction between inoculum legacy and test-phase drought treatment, as described earlier. We summarized expression patterns of this subset of genes (normalized as transcripts per million, calculated using the full set of expressed genes) using non-metric multidimensional scaling of the Bray–Curtis distances among all gamagrass plants, which resulted in two axes of variation: MDS1 and MDS2. Next, we used the mediation package in R^85^ to compare the direct effects of test-phase drought treatment on each focal plant trait (see ‘Plant trait feature selection’) to the indirect effects of the drought treatment mediated through MDS1 and MDS2. Each mediation analysis used the linear models:

$${\rm{Trait\; value}} \sim {\rm{MDS}}+{\rm{TestWater}}$$

$${\rm{MDS}} \sim {\rm{TestWater}}$$

where MDS represents the ‘site score’ of each individual plant on either MDS1 or MDS2. Separate models were fit to test the potential roles of MDS1 and MDS2 as mediator variables; however, a follow-up analysis using both MDS1 and MDS2 as simultaneous mediators, implemented in lavaan^86^, yielded equivalent conclusions.

##### Gene annotation

We downloaded maize and gamagrass genome assemblies and annotations from MaizeGDB^82,87^. Functional information for maize genes was taken from the *Z. mays* genome annotation version Zm-B73-REFERENCE-NAM-5.0_Zm00001eb.1 and accessed using MaizeGDB’s MaizeMine tool^82,87–89^. For gamagrass genes, we relied on DNA sequence homology with annotated maize genes to infer function. We used BEDtools^90^ to extract gene coordinates and protein-coding sequences from the gamagrass reference genome Td-KS_B6_1-REFERENCE-PanAnd-2.0a^91^, and then used OrthoFinder^92^ to compare coding sequences from the two species. OrthoFinder identified 32,785 gamagrass genes (71.5% of the total) as homologues of maize genes, grouping them into 21,658 distinct orthogroups. All differential gene expression analyses, however, considered the entire set of expressed genes; those without maize orthologues, or with unannotated maize orthologues, were considered to be of unknown function.

#### 16S rRNA amplicon sequencing

##### DNA extractions and library preparation

One crown root from each plant was cut off with a ceramic blade and placed in a 1.7-ml tube and flash frozen in liquid nitrogen for downstream amplicon library preparation. After collection, root subsamples were kept on dry ice and ceramic tweezers were used to transfer the whole root to 1.1-ml cluster tubes (USA Scientific). Tweezers were sterilized with 80% EtOH between samples. Roots were selected at random for placement in cluster tubes and were stored at −80 °C until DNA extraction, at which time roots were freeze dried for 48 h in a FreeZone lyophilizer (Labconco). After freeze drying, roots were flash frozen in liquid nitrogen. To break apart thick roots, sterile forceps and a dissecting needle were used before placing the rack of cluster tubes in an HT Lysing Homogenizer (OHAUS) with 2 clean 5/32 in. steel balls in each tube. Samples were homogenized at 25 Hz for 1 min. Root material was then transferred to 2 ml bead-beating 96-well plates containing sterile 1-mm garnet beads with 850 µl of lysis buffer (1 M Tris pH 8.0, 100 mM NaCl and 10 mM EDTA).

A positive (ZymoBiomics Microbial Community Standard) and negative control (800 µl of lysis buffer) were included on each plate. Bead-beating plates were stored at −20 °C until extraction. After thawing, 10 µl of 20% sodium dodecyl sulfate was added to each well before homogenizing for a total of 20 min at 20 Hz. Plates were incubated in a water bath (55 °C for 90 min) and centrifuged (6 min at 4,500*g*). A 400 µl volume of the resulting supernatant was transferred to new 1-ml 96-well plates containing 120 µl of 5 M potassium acetate in each well and incubated overnight at −20 °C. After thawing the plates, they were centrifuged (6 min at 4,500*g*) and 400 µl of the supernatant was transferred to a new 1-ml 96-well plate containing 600 µl of diluted SPRI-bead solution (protocol derived from ref. ^93^). These plates were mixed thoroughly for 5 min at 1,000 rpm on an orbital plate shaker. Samples were allowed to incubate for 10 min so DNA could bind to beads, after which the plate was centrifuged (6 min at 4,500*g*) and placed on a magnet rack for 10 min. The supernatant was removed, and the beads were washed 2× with 900 µl of 80% EtOH. After washing, the supernatant was decanted and the beads were air dried. DNA was eluted in 75 µl of pre-heated 1× TE (pH 7.5, 37 °C) and transferred to clean 0.45-ml plates and stored at −20 °C.

16S V4 rRNA gene amplification was performed using the 515F/806R gene primers^94,95^ with overhangs for annealing to universal Illumina adaptors (515F, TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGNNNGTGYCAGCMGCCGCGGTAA; 806R, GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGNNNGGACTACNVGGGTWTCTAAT). PCR reactions contained DreamTaq Master Mix (Thermo Fisher Scientific), 10 mg µl^−1^ bovine serum albumin (BSA), 100 µM peptide nucleic acid (PNA) and PCR-grade water. BSA was used to enhance PCR amplification and PNA was used to suppress primer binding and subsequent amplification of mitochondrial and chloroplast 16S regions^96^. The PCR included an initial denaturation step at 95 °C for 2 min, followed by 27 cycles of an additional denaturation at 95 °C for 20 s, PNA annealing at 78 °C for 5 s, primer annealing at 52 °C for 20 s, and extension at 72 °C for 50 s. This was followed by a final extension step for 10 min at 72 °C. PCR products were purified by incubating at 37 °C for 20 min and then for 15 min at 80 °C after mixing with 0.78 µl of PCR-grade water, 0.02 µl of 10 U µl^−1^ exonuclease I (Applied Biosystems) and 0.2 µl of 1 U µl^−1^ shrimp alkaline phosphatase (Applied Biosystems) per 10 µl PCR product. A volume of 2 µl of the purified amplicons was used as template DNA in an indexing PCR to attach barcoded P5 and P7 Illumina adaptors. The 10-µl reaction included 5 µM each of P5 and P7 adaptors, 1× DreamTaq Master Mix (Thermo Fisher Scientific), 10 mg ml^−1^ BSA, 100 µM PNA and PCR-grade water. An initial denaturation step was performed at 95 °C for 2 min. For 8 cycles, an additional denaturation was carried out at 95 °C for 20 s, PNA annealing at 78 °C for 5 s, primer annealing at 52 °C for 20 s and extension at 72 °C for 50 s. A final extension step was performed at 72 °C for 10 min. PCR products were verified via 2% agarose gel electrophoresis and then pooled by 96-well plate using the Just-a-Plate PCR clean-up and normalization kit (Charm Biotech). Pools were size selected and combined in equimolar concentrations before being sequenced on an Illumina SP flow cell on the NovaSeq 6000 platform (2 × 250 bp reads) by the University of Kansas Medical Center Genome Sequencing Core facility.

##### Amplicon data processing

We removed primer sequences from raw 16S V4 Illumina reads using cutadapt^69^, requiring at least five nucleotides of overlap. Additional quality control and processing was performed with the DADA2 software^97^. Forward reads were discarded if they had more than 6 expected errors, otherwise they were truncated at 200 nucleotides; for reverse reads the parameters were 7 expected errors and 170 nucleotides. Error rates were estimated separately for forward and reverse reads based on a sample of 1 × 10^8^ bases, and then used to denoise and de-replicate reads using the standard DADA2 functions. Chimeric sequences were detected and removed using the ‘consensus’ procedure in DADA2. Each individual sample was processed in parallel, after which all of the resulting ASV tables were merged. Finally, taxonomy of each ASV was assigned by comparison to the RDP database^98^.

##### Root bacterial community diversity analysis

All statistical analyses were performed using R (v.4.4.0). Unfortunately, some samples were lost due to a 96-well plate being dropped during the sample DNA extraction and due to filtering of samples based on sequence quality. Ultimately, 156 gamagrass root microbiome and 276 maize root microbiome samples were included in these analyses. The cleaned and prepared microbiome data, as phyloseq objects, were loaded into R^67^. The phyloseq object sample data table was replaced with an updated metadata file. The mock samples were removed from the dataset and the data were subset by the test-phase host, maize and gamagrass using phyloseq::subset_samples (v.1.48.0). Maize and gamagrass root bacterial microbiome Shannon diversity (e^Shannon index^) was fit to a mixed-effects model using the lme4 (v.1.1-35.4) package^99^ and lmer() function, using the following model:

$$\exp \mathrm{Shannon} \sim \mathrm{TestWater}+\mathrm{legacy}+(1|\mathrm{DNAplate})$$

where the random effect DNAplate represents the 96-well plate that samples were randomly assigned to for DNA extraction and sequencing library preparation, which helps control for batch effects. A type III ANOVA was performed using stats::anova()^46^, to test for significance, followed by pairwise comparisons and significance tests using the emmeans (v.1.10.2) package^100^ with FDR adjustments. Data visualizations were generated using ggplot2 (v.3.5.1)^44^, the error bars represent standard error and the points are estimated marginal means (EMMs). All plots were saved in PDF format. Composite figures were created in Adobe Illustrator.

Bacterial community β-diversity was accessed with a constrained analysis of principal coordinates, using phyloseq::ordinate, method = ‘CAP’, and distance = ‘Euclidean’ with the following formula:

$$\sim \mathrm{TestWater}+\mathrm{legacy}+\mathrm{Condition}(\mathrm{DNAplate}+\mathrm{CondHost}+\mathrm{CondWater})$$

An ANOVA-like permutation test was used to test for model significance using the vegan::anova.cca() function^45^. The anova.cca by = ‘term’ option was used to determine the significance of the TestWater and legacy variables separately. CAP1 and CAP2 axes were plotted using ggplot2, including 95% confidence interval ellipse (stat_ellipse()). To evaluate treatment group β-dispersion, Euclidean distances were calculated for the centred-log-ratio-transformed counts using phyloseq::distance(). Both legacy and TestWater terms were tested for β-dispersion differences using the Euclidean distances matrix and vegan::betadisper() and vegan::permutest() to test for significance^45^. Distances were then extracted from the results output and fit to a linear model. EMMs were calculated and plotted using the same methods as mentioned earlier. The error bars represent standard errors.

Then, an ASV differential abundance analysis was performed on gamagrass- and maize-associated ASVs separately. Centred-log-ratio-transformed counts of ASVs were each fit to a linear model using an iterative for loop. Each ASV was subset using phyloseq:subset_taxa and the phyloseq::psmelt() function was used to reformat the phyloseq object into a data frame. Then the ASV abundance was fit to the following model:

$$\mathrm{Abundance} \sim \mathrm{legacy}* \mathrm{TestWater}$$

Then, stats::anova() was used to test for significance, followed by an FDR *P* value adjustment using stats::p.adjust(). ASVs with significant (≤0.05) adjusted *P* values for the legacy*TestWater interaction terms were extracted and *z*-scores of the centre-log-ratio-transformed counts were plotted in a heat map using pheatmap::pheatmap()^101^ with clustering_method = ‘complete’.

#### Plant trait data analyses

##### Plant trait feature selection

All plant data were loaded into RStudio. The iWUE was calculated using the ratio of photosynthetic rate (A) and stomatal conductance (gs) or A gs^−1^ ((μmol m^−2^ s^−1^) (mol m^−2^ s^−1^)^−1^). Data were subset by test-phase host treatment groups (gamagrass and maize). For the feature selection, the mock treatment was removed. All 67 plant traits for which we had reliable measurements were formatted into a data frame. Three sample rows were removed from the dataset because they had missing data. The *S*-index was calculated for each of these features using the following formula:

$$S=\frac{{\mathrm{trait}}_{\mathrm{drought}}}{\mathrm{mean}({\mathrm{trait}}_{\mathrm{control}})}$$

Then, for each host, a random forest model was used to select the top 10 most important features from the 67 total *S*-index measurements using randomForest()^102^, with legacy as the predictor. Correlations (stats::cor()) were estimated for the top 10 traits and if any 2 of the top 10 traits were highly correlated (*r* ≥ 0.7), the trait that ranked lower in the random forest model was removed. Non-correlated top traits from the TestWater treatment groups (drought versus control) were combined for each test-phase host (maize and gamagrass). Vegan:rda() was used to perform a redundancy analysis on the top traits using the following formula:

$$\mathrm{Top\_traits} \sim \mathrm{legacy}+\mathrm{Condition}(\mathrm{CondGroup}),\mathrm{scale}=\mathrm{TRUE}$$

where the CondGroup variable is a factor with four levels representing the factorical combinations of conditioning-phase drought and host treatments.

##### Feature analyses

An ANOVA-like permutation test was used to test for model significance using the vegan::anova.cca() function. A biplot was created using ggplot2, plotting the redundancy analysis constrained axis (RDA1) and the first unconstrained axis (PC1) with species scores (represented by arrows) and stat_ellipse was used to plot 95% confidence intervals of the site scores.

Finally, *S*-indices for each of the top traits and iWUE were fit to mixed-effects models, when possible, or a fixed-effects model if overfitting of the mixed-effects model occurred. Each feature or trait was visually assessed for outliers, which were removed. Removing the outliers did not impact the interpretation of any of the results. Formulas used for the mixed-effects or linear model, respectively, include:

$$\mathrm{lmer}(S{\textstyle \text{-}}\mathrm{index} \sim \mathrm{legacy}+(1|\mathrm{CondGroup}))$$

$$\mathrm{lm}(S{\textstyle \text{-}}\mathrm{index} \sim \mathrm{legacy}+\mathrm{CondGroup})$$

In these models, CondGroup is a factor with four levels representing the factorical combinations of conditioning-phase drought and host treatments. The fit of the model was assessed and, if needed, the *S*-index was transformed using sqrt(), exp() or log() to improve the fit. ANOVA was used to assess significance and EMMs were calculated and plotted as described earlier.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Figs. 1–8, Note 1 and legends for Supplementary Tables 1–12.

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Tables 1–12.

## Data Availability

The 16S rRNA gene amplicon sequencing data, shotgun metagenomic data and metatranscriptome data associated with this study have been deposited in the NCBI Sequence Read Archive under the BioProject identifiers PRJNA1267293, PRJNA1267715, PRJNA1268489 and PRJNA1186942. The raw RNA-seq data from gamagrass and maize have been deposited in the Gene Expression Omnibus under accessions GSE282586 and GSE282587, respectively. Plant phenotype data, soil data and all other source data are freely available in a Zenodo repository at 10.5281/zenodo.13821006 (ref. ^103^).

## Extended data

**Extended Data Table 1:** Expression patterns of gamagrass (*Tripsacum dactyloides*) genes in relation to microbiome legacy and NMDS axes that mediate drought responses

Top 5% of genes with strongest positive loadings on MDS1						Top 5% of genes with strongest positive loadings on MDS2					
Td_gene	MDS1	MDS2	Gene_set	Zm_orthologs	Zm_gene_symbol	Td_gene	MDS1	MDS2	Gene_set	Zm_orthologs	Zm_gene_symbol
Td00002ba000754	0.282	0.182	I	Zm00001eb057770		Td00002ba015526	-0.266	0.486	IV	Zm00001eb396120	nas7
Td00002ba018910	0.246	0.141	VII	Zm00001eb112460	cl31479_3	Td00002ba015525	-0.259	0.46	IV	Zm00001eb396120	nas7
Td00002ba037703	0.241	-0.057	%	Zm00001eb237740		Td00002ba039891	-0.238	0.451	III	NA	
Td00002ba002499	0.217	0.059	I	NA		Td00002ba001144	0.168	0.447	VI	Zm00001eb053700	
Td00002ba014047	0.21	0.021	I	Zm00001eb381580		Td00002ba001146	0.16	0.44	VI	Zm00001eb053700	
Td00002ba022717	0.208	0.065	III	Zm00001eb055100		Td00002ba041411	-0.173	0.389	IV	NA	
Td00002ba044330	0.205	0.103	VI	Zm00001eb199260		Td00002ba015516	-0.141	0.272	IV	Zm00001eb396120	nas7
Td00002ba019383	0.19	0.148	I	Zm00001eb115970	ms33	Td00002ba015515	-0.141	0.272	IV	Zm00001eb396120	nas7
Td00002ba011993	0.181	0.078	I	Zm00001eb307550	ereb177	Td00002ba033830	-0.15	0.218	V	Zm00001eb039280	ga20ox7
Td00002ba024147	0.178	0.057	I	Zm00001eb248540	umc2600a	Td00002ba019393	-0.154	0.199	III	Zm00001eb286420	mads58
**Top 5% of genes with strongest negative loadings on MDS1**						**Top 5% of genes with strongest negative loadings on MDS2**					
**Td_gene**	**MDS1**	**MDS2**	**Gene_set**	**Zm_orthologs**	**Zm_gene_symbol**	**Td_gene**	**MDS1**	**MDS2**	**Gene_set**	**Zm_orthologs**	**Zm_gene_symbol**
Td00002ba046162	-0.203	0.116	V	Zm00001eb199320		Td00002ba023452	-0.061	-0.166	V	Zm00001eb027750	pat3
Td00002ba046161	-0.206	0.112	II	Zm00001eb199320		Td00002ba021901	0.012	-0.19	V	NA	
Td00002ba036367	-0.222	0.138	II	Zm00001eb199320		Td00002ba019546	-0.236	-0.222	II	Zm00001eb147080	
Td00002ba036368	-0.224	0.132	II	Zm00001eb199320		Td00002ba019177	0.023	-0.222	III	Zm00001eb180130	
Td00002ba019546	-0.236	-0.222	II	Zm00001eb147080		Td00002ba009640	-0.077	-0.222	II	Zm00001eb210740	AY110625
Td00002ba039891	-0.238	0.451	III	NA		Td00002ba008826	-0.138	-0.224	II	Zm00001eb125560	umc1742
Td00002ba007195	-0.257	0.113	II	Zm00001eb161990		Td00002ba045645	-0.019	-0.24	*	NA	
Td00002ba015525	-0.259	0.46	IV	Zm00001eb396120	nas7	Td00002ba015343	0.124	-0.267	II	NA	
Td00002ba015526	-0.266	0.486	IV	Zm00001eb396120	nas7	Td00002ba006731	-0.084	-0.272	II	Zm00001eb210740	AY110625
Td00002ba002239	-0.304	0.188	III	Zm00001eb048620		Td00002ba006546	-0.029	-0.435	VIII	Zm00001eb211300, Zm00001eb211310, Zm00001eb155430, Zm00001eb055690	pco095801, AY106518, GRMZM2G024958

Lists of genes comprising the 5% tails of gene loadings onto both axes of an ordination based on non-metric multidimensional scaling of RNA-seq data (see Fig. 4). Detailed information about the expression responses of these genes is available in Supplementary Table S10. ‘Gene_set’ refers to the patterns of response to microbiome legacy presented in Fig. 4a, b. % downregulated due to main effect of dry-legacy inoculum (no interaction with drought treatment). * upregulated due to main effect of dry-legacy inoculum (no interaction with acute drought).

# Supplementary material for: Precipitation legacy effects on soil microbiota facilitate adaptive drought responses in plants
**Source:** Nat Microbiol. 2025 Oct 30;10(11):2823–44. doi: 10.1038/s41564-025-02148-8
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–8, Note 1 and legends for Supplementary Tables 1–12.

# Precipitation legacy effects on soil microbiota facilitate adaptive drought responses in plants

---

In the format provided by the  
authors and unedited

## **Supplementary Materials for**

### **Persistent legacy effects on soil microbiota facilitate plant adaptive responses to drought**

Nichole A. Ginnan, Valéria Custódio, David Gopaulchan, Natalie Ford, Isai Salas-González, Dylan H. Jones, Darren M. Wells, Ângela Moreno, Gabriel Castrillo, Maggie R. Wagner.

#### **This PDF file includes:**

Supplementary Figures 1-8

Supplementary Tables 1-12 (Legends)

Supplementary Note 1

# Supplementary Figures

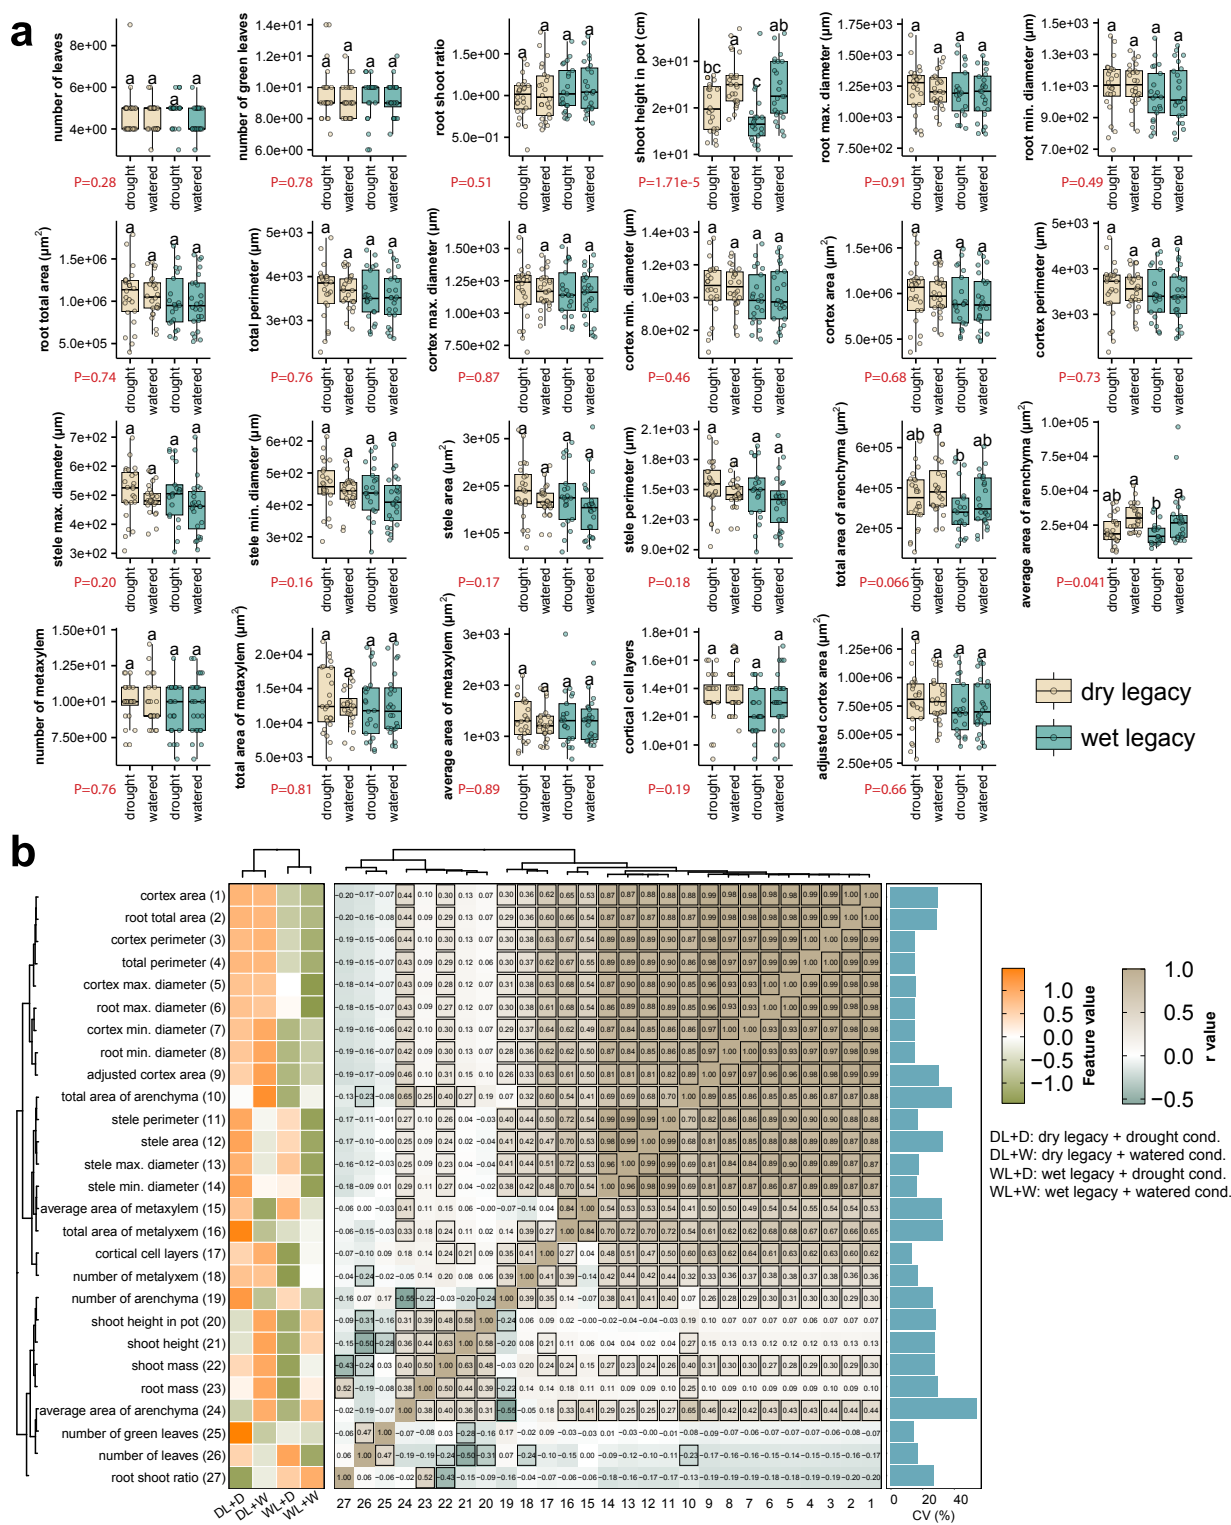

**Supplementary Figure 1. Precipitation legacy effects in the soil microbiota are resilient to short-term water- and host-related perturbations. a. Box plots showing how soil group (high-**

precipitation or low-precipitation legacy) and treatment (droughted or well-watered) affect phenotypic distributions of the *Tripsacum dactyloides* plants grown during the conditioning phase. For each treatment, at least 21 biological replicates (individual plants) were analyzed, yielding a total of  $n = 93$  samples. In the boxplots, the horizontal line indicates the median, box boundaries represent the interquartile range (25<sup>th</sup>-75<sup>th</sup> percentiles), and whiskers extend to the smallest and largest values within  $1.5\times$  the interquartile range. Individual data points, including outliers, are displayed as overlaid dots. One-way analysis of variance (ANOVA) was used to partition variance among groups and estimated marginal means were compared using Tukey's post hoc test. P-values for the ANOVA F-test are provided in red text. Shared letters denote no significant difference ( $p > 0.05$ ) and different letters indicate statistically significant ( $p < 0.05$ ) variation between groups. **b.** Effects of soil group (high-precipitation or low-precipitation legacy) and treatment (droughted or well-watered) on phenotypic traits of *Tripsacum dactyloides* plants grown during the conditioning phase. The heatmap on the left depicts key plant phenotype features, coloured based on mean normalised values. The Pearson correlation coefficients ( $r$ ) between these features are presented in the centre heatmap, with significant correlations ( $p < 0.05$ ) highlighted by black squares. Relationships were evaluated using a two-sided Pearson correlation test. The bar plot on the right indicates the coefficient of variation of the feature values. The heatmaps are clustered based on Pearson correlation coefficient values.

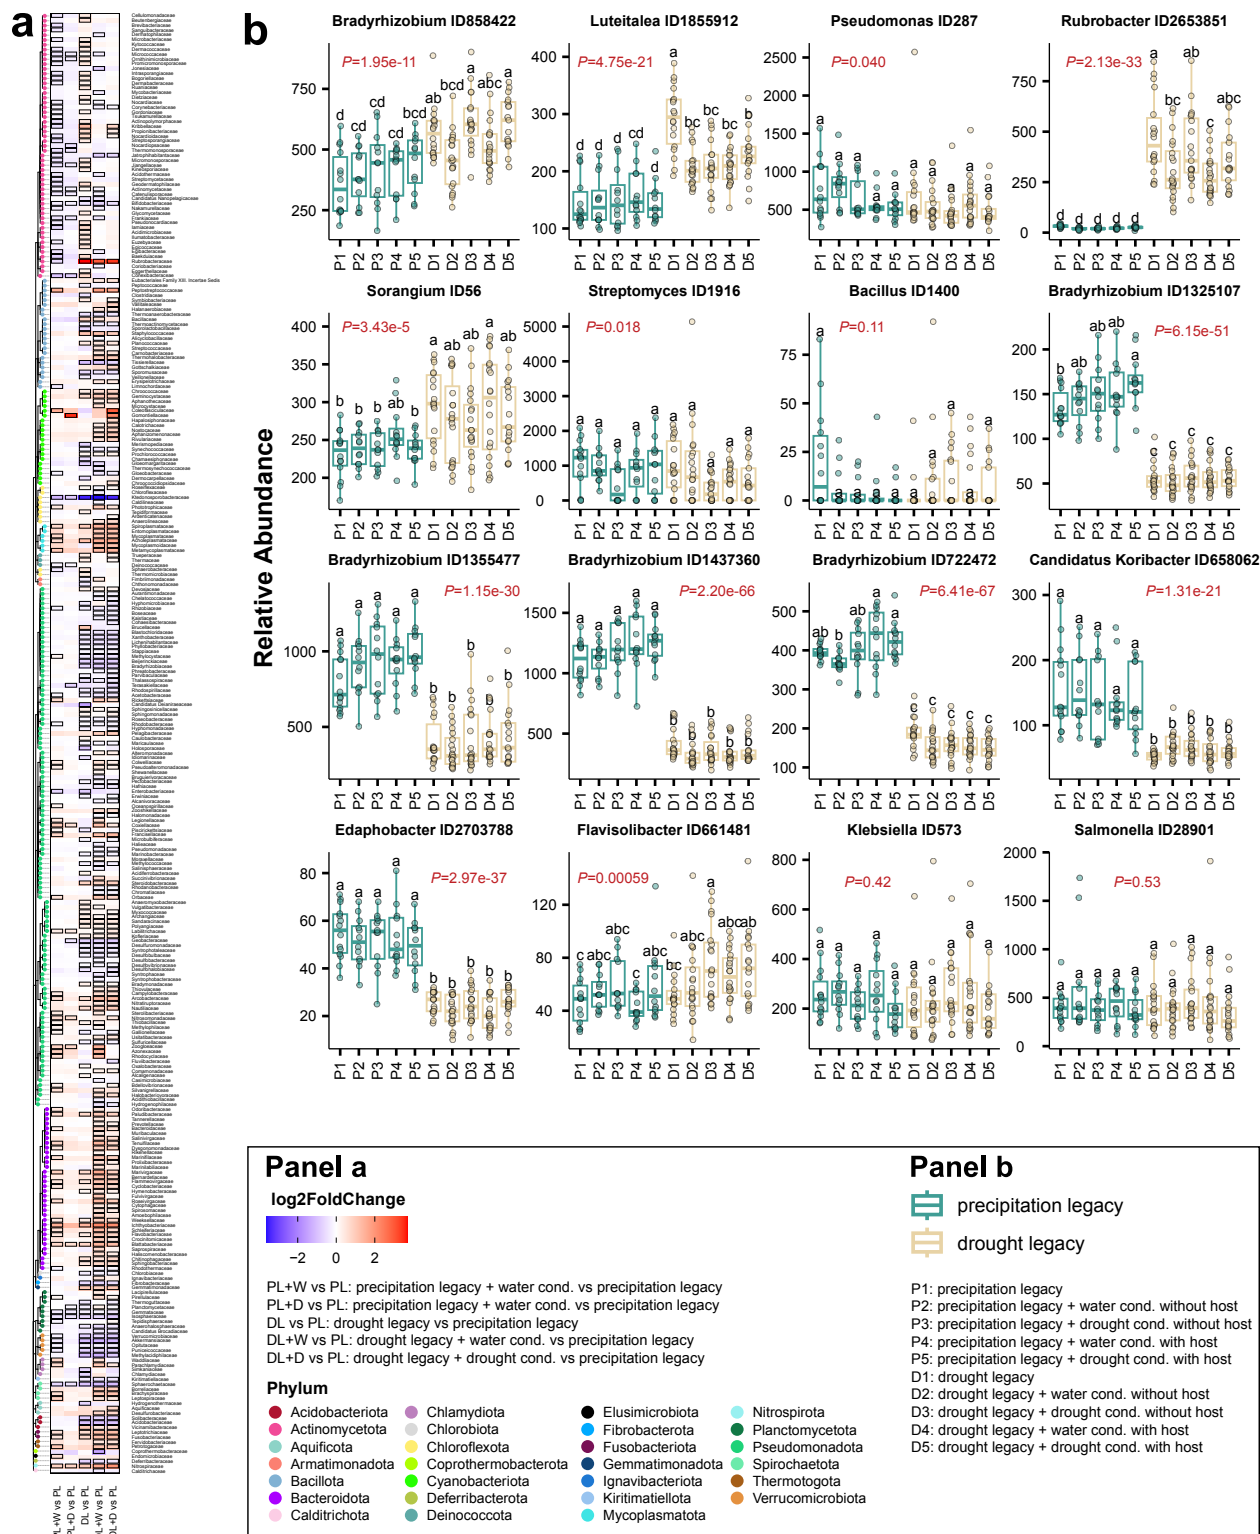

**Supplementary Figure 2. Limited influence of drought and watering treatments on soil microbiota with established precipitation legacies.** **a.** The heatmap displays the enrichment of bacterial families across soils with high-precipitation (PL) and low-precipitation (DL) legacies, exposed to either drought (+D) or well-watered (+W) treatments, in comparison to the high-precipitation soil baseline (PL). DL indicates the baseline (pre-conditioning) low-precipitation-

legacy soil. Colours in the heatmap represent  $\log_2$  fold changes, calculated using a generalized linear model that contrasts the abundance of each bacterial family in the respective treatments with that of the high-precipitation soil baseline (PL). Tiles outlined in black denote statistically significant enrichment (red) or depletion (blue) ( $q < 0.05$ ) with a  $|\log_2 \text{ fold change}| > 2$ . The heatmap was clustered based on taxonomic classification (represented by the dendrogram on the left). **b.** Boxplots showing the relative abundance of bacterial markers of water legacy across soils with low-precipitation legacy (D1-5) or high-precipitation legacy (P1-5) either before (P1, D1) or after (P2-5, D2-5) exposure to conditioning phase treatments (drought or well-watered, with or without host). Each treatment included at least 12 biological replicates (individual soil pots), for a total of  $n = 156$  samples. In each boxplot, the horizontal line marks the median, box edges indicate the interquartile range (25th-75th percentiles), and whiskers extend to the smallest and largest values within  $1.5 \times$  the interquartile range; individual data points, including outliers, are overlaid as dots. Group differences were assessed using one-way ANOVA, followed by Tukey's post hoc test to compare means. The P-values from the ANOVA F-test are provided in red text. Groups that share letters are not significantly different ( $p > 0.05$ ), whereas different letters indicate statistically significant differences ( $p < 0.05$ ). Notice that in most cases the conditioning treatments did not affect the relative abundance of bacterial markers compared to the baseline soils.

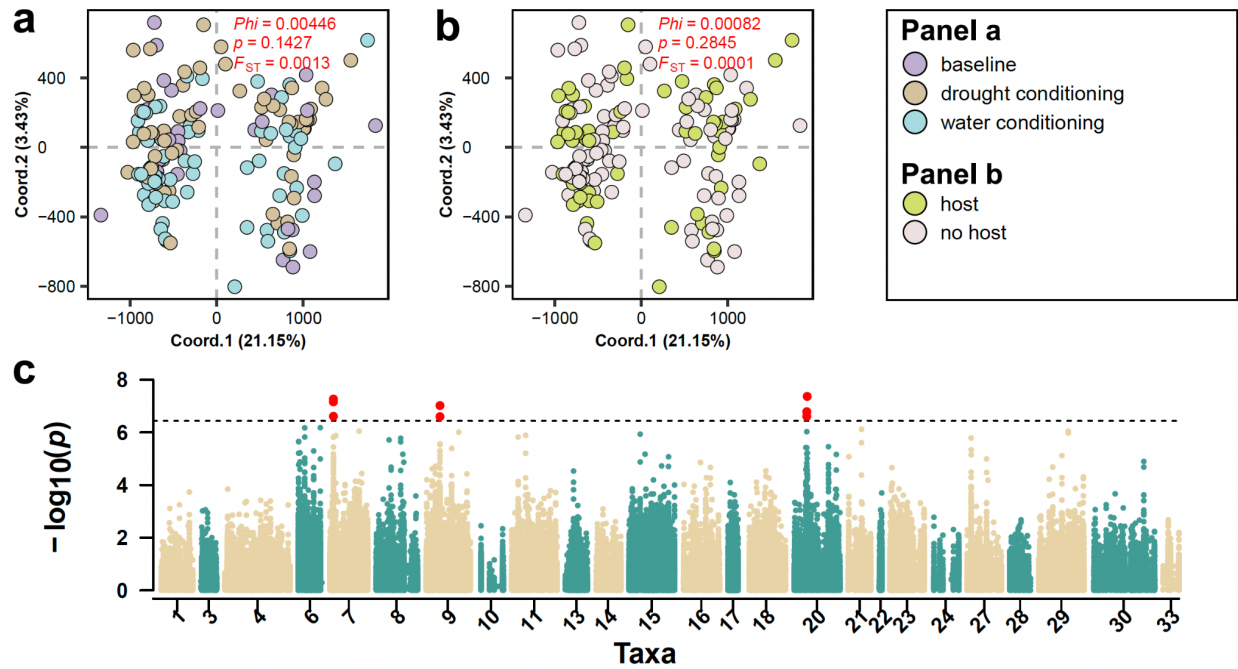

**Supplementary Figure 3. Genetic variation among bacterial lineages driven by long-term precipitation legacy remains stable despite acute drought/water perturbations and host presence/absence during the five-month-long conditioning phase.** Filtered shotgun metagenomic reads were aligned to the reference genomes of 33 selected taxa, including 15 identified bacterial markers plus 18 additional abundant and prevalent taxa. Genetic distances between these bacterial lineages were calculated based on identified single nucleotide polymorphisms (SNPs). Principal Coordinate Analysis (PCoA) plots were generated and coloured to depict **a.** acute drought and well-watered treatments, and **b.** host and no-host treatments during the conditioning phase. Each point represents one biological replicate (i.e., an individual pot with soil).  $\Phi$  values, derived from Analysis of Molecular Variance (AMOVA), indicate the genetic variance between groups, while the  $p$ -value reflects the significance of the AMOVA results based on permutation testing. Fixation index ( $F_{ST}$ ) values were used to measure the degree of genetic differentiation between groups. The variance explained by each axis is displayed on the PCoA plots. **c.** A Manhattan plot illustrated significant SNPs linked to the high-precipitation and low-precipitation soil legacies, derived from the genetic-environment association (GEA) analysis. This analysis was conducted using a two-sided general linear model and significant associations were identified using the permutation method to account for multiple association testing. In the Manhattan plot, the x-axis represents the SNP positions along the genomes of the selected bacterial species, while the y-axis displays the  $-\log_{10} p$ -values from the association model. Exact  $p$ -values are provided in Supplementary Table S5. A horizontal line represents the statistical significance threshold, determined by the permutation test. SNPs exceeding this threshold (highlighted in red) were significantly associated with soil legacy effects. Bacterial taxa with fewer than 1,000 high-quality biallelic SNPs after filtering, or with no significant SNPs detected from the GEA analysis, are excluded from the plot.

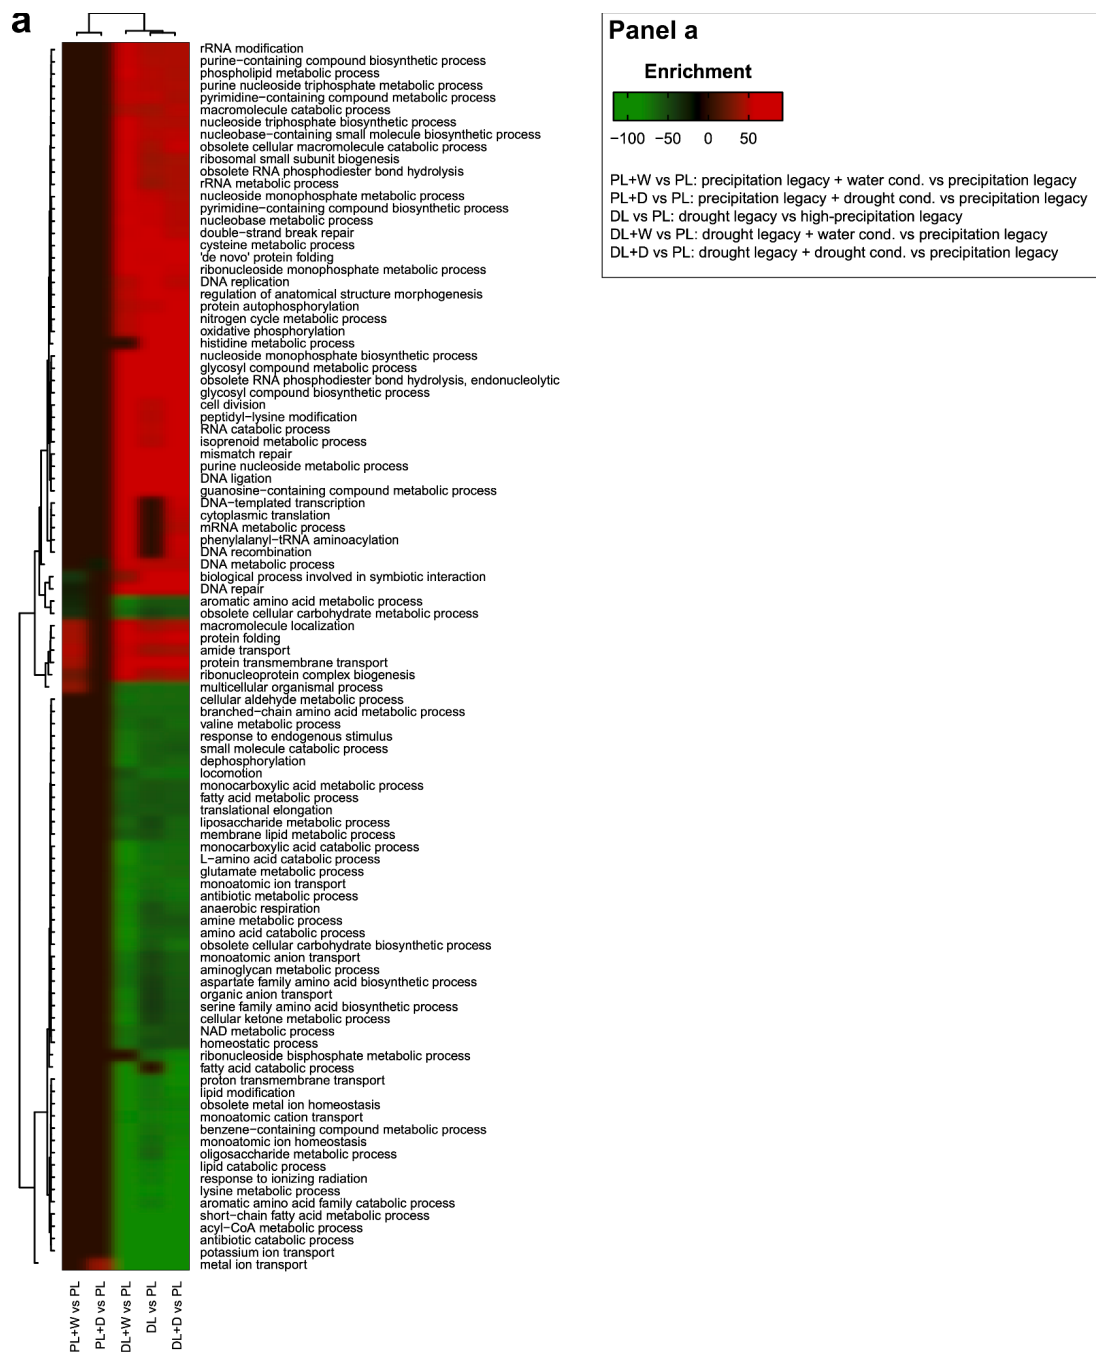

**Supplementary Figure 4. Precipitation legacies shape soil microbial functional potential and remain stable under short-term water perturbations.** a. The heatmap illustrates enriched or depleted Gene Ontology (GO) categories in soils with high-precipitation legacies (PL) or low-precipitation legacies (DL), subjected to drought (+D) or well-watered (+W) treatments, in comparison to soils with the high-precipitation soil baseline (PL). DL indicates the baseline (pre-conditioning) low-precipitation-legacy soil. Gene enrichment analysis was conducted using a generalized linear model, followed by GO classification. Enrichment for each Gene Ontology (GO) category was assessed using a two-sided Mann-Whitney U test to determine whether genes within the category were significantly overrepresented at either the top or bottom of a globally ranked gene list. *p*-values were subsequently adjusted to account for multiple comparisons. Significantly enriched and depleted GO categories were identified using an adjusted *p*-value

threshold of  $q < 0.05$ . Colours (red for enrichment, green for depletion) represent enrichment scores, calculated based on square root-transformed delta rank values of the GO categories. Exact p-values are provided in Supplementary Table S8. The heatmap is clustered by soil treatments and GO terms. The GO categories showing the most pronounced enrichment or depletion patterns are shown.

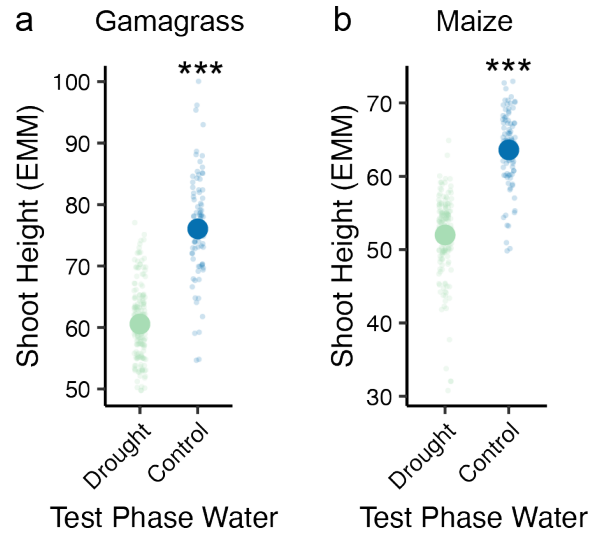

**Supplementary Figure 5. Test phase gamagrass and maize drought treatments effectively reduce plant growth.** Test phase drought treatment significantly reduced shoot height (cm) in (a) gamagrass (ANOVA, type III sums of squares,  $F_{1,282} = 327.79$ ,  $p = 2.2e-16$ ;  $n=284$  plants) and (b) maize (ANOVA, type III sums of squares,  $F_{1,270} = 302.44$ ,  $p = 2.2e-16$ ;  $n=272$  plants). Large points represent estimated marginal means, while small points show individual biological replicate plant heights.

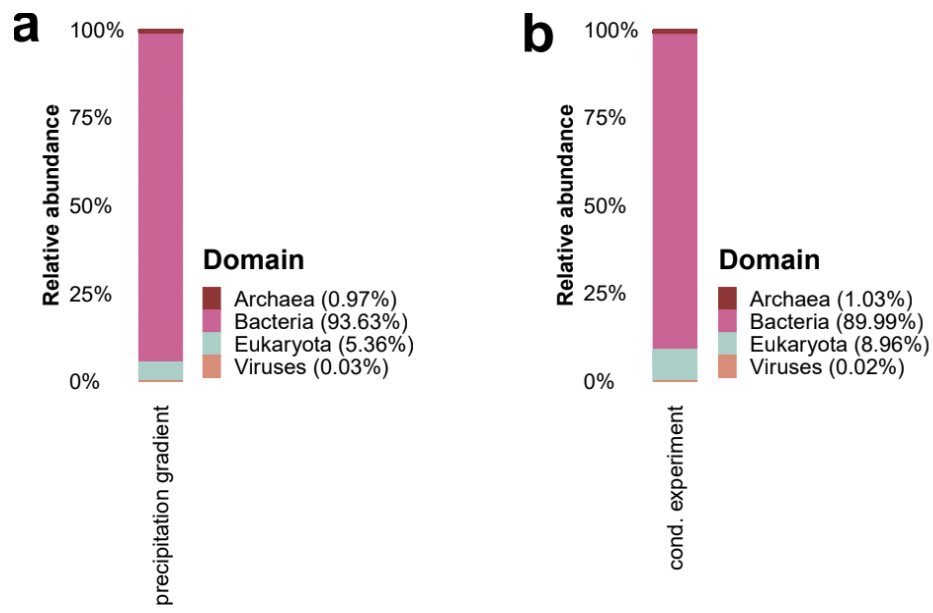

**Supplementary Figure 6. Dominance of bacterial sequences in soil metagenomes.** Metagenomic profiles were dominated by bacterial sequences, which accounted for the vast majority of reads in both **(a)** the original soils sampled across a precipitation gradient and **(b)** the soils from the conditioning experiment. In contrast, archaeal, eukaryotic, and viral sequences constituted only minor fractions of the total reads.

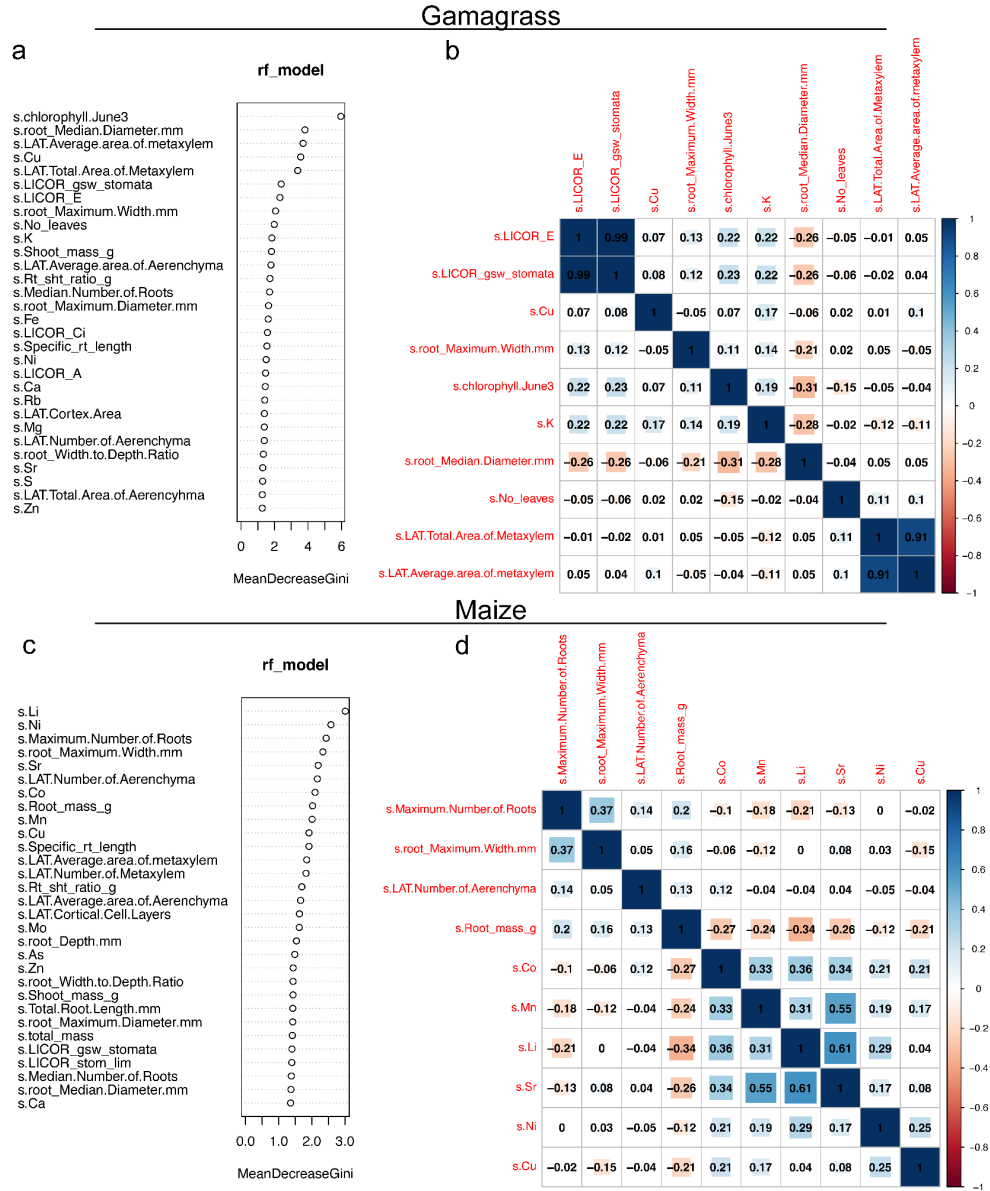

**Supplementary Figure 7. Plant trait feature selection.** **a-b.** *Tripsacum dactyloides* (eastern gamagrass; n=192 plants) and **c-d.** *Zea mays* (maize; n=181 plants) traits (y-axis) important in explaining legacy effects were ranked using a random forest model. The top ten traits were tested for significant correlations (Pearson's  $r \geq 0.7$ ). All samples were independent biological replicates representing one plant.

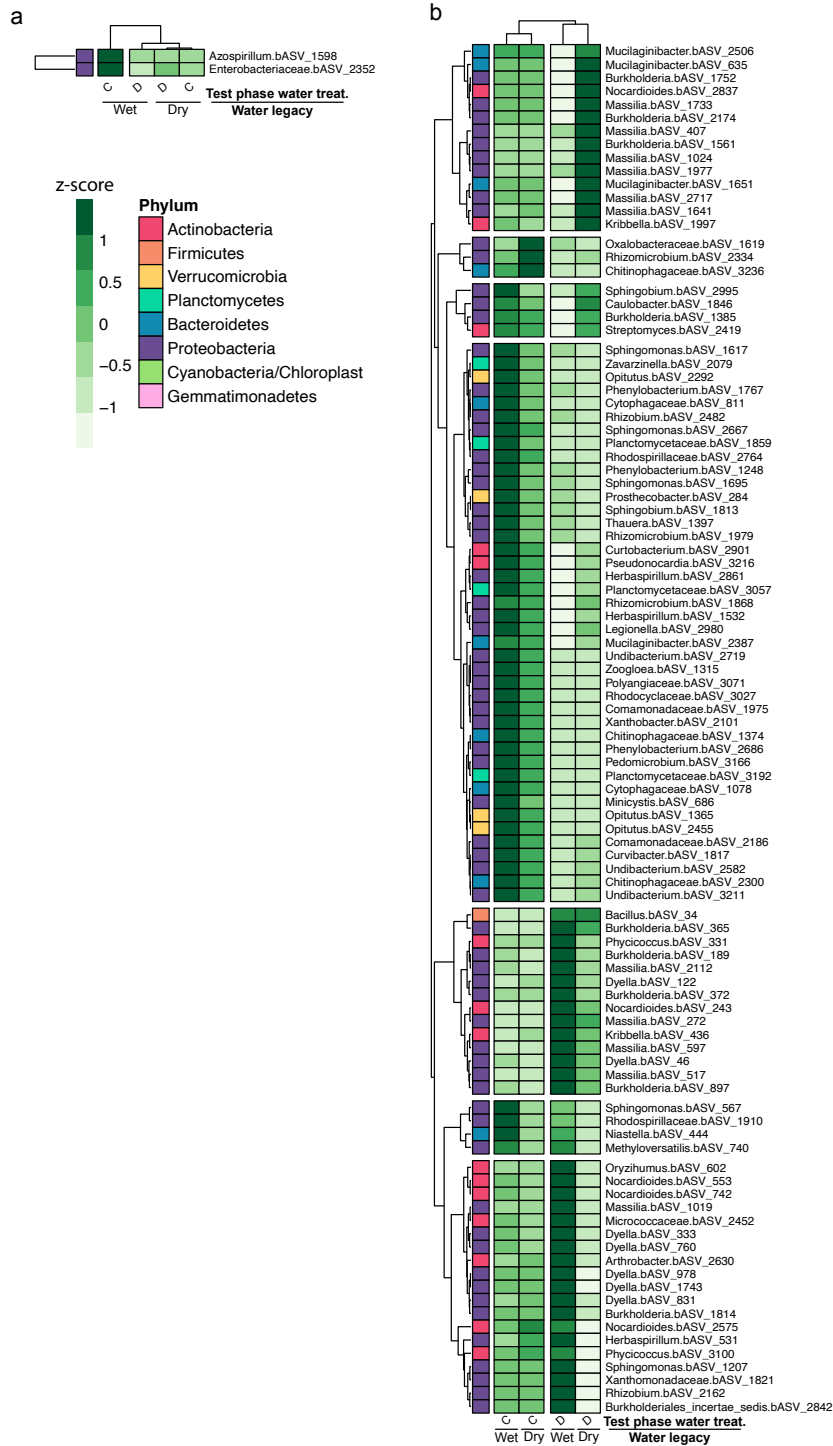

**Supplementary Figure. 8. Test phase water and legacy have a large impact on ASV abundances in *Zea mays* (maize), but not *Tripsacum dactyloides* (gamagrass).** a. Gamagrass root bacterial (n=146 samples) and b. maize root bacterial (n=264 samples) centered-log ratio transformed ASV counts were individually fit to a linear model to identify ASVs that were differentially abundant across test phase water treatments in the context of precipitation legacy. Significance testing was performed using a type III ANOVA with FDR p-value correction for multiple tests ( $q < 0.05$ ). Each sample is an independent biological replicate

representing a single plant grown in an individual pot. Full statistical results including specific p-values for each ASV are available in Supplementary Table S12. Dark green represents ASV enrichment and light green to white represents depletion (z-scores of centered-log ratio abundance). Multi-colored squares indicate phylum-level taxonomic assignments, which do not have an obvious phylogenetic pattern.

## Supplementary Table Legends

**Supplementary Table S1. List of soil collection sites.** The soils used in this work were collected from these regions. The table also shows the coordinates associated with these regions, the state, and country.

**Supplementary Table S2. Enriched KEGG reactions across the precipitation gradient (Low vs. High precipitation) in Kansas.** Positive enrichment scores ("Low\_vs\_high\_precipitation") indicate that the KEGG reaction was relatively more abundant in soil metagenomes from low-precipitation sites than in high-precipitation sites. Enrichment scores are the cumulative log2-fold changes of all differentially abundant genes within the same functional KEGG category, as determined using DESeq2.

**Supplementary Table S3. Significant SNPs linked to precipitation gradient, derived from the genetic-environment association (GEA) analysis.** Results of GEA based on metagenomic data from the original field-collected soils. This table specifies the genomic locations of SNPs, the reference and alternative alleles, GenBank accession numbers, and annotations when available. The 'Effect' column represents the estimated additive effect of the alternate allele (ALT) from the association model on the binary trait (0 = drought, 1 = precipitation). A positive effect indicates that the ALT allele is associated with an increased probability of precipitation conditions, while a negative effect indicates that the ALT allele is associated with an increased probability of drought conditions.

**Supplementary Table S4. List of bacterial markers of soil water legacy identified in this work using soils from Kansas.** In addition to the bacterial taxa ID (taxID), the table also shows taxonomical attributes (Family, Genus, label Family, and Label genus) of the bacterial markers identified. The column "DirectionEnrichment" shows the direction of the marker enrichment: "High to low" indicates that the marker taxon is enriched in the soils from high-precipitation sites relative to soils from low-precipitation sites, and vice versa.

**Supplementary Table S5. Significant SNPs linked to long-term water and drought legacies even after five months of experimental perturbation.** Results of GEA based on metagenomic data from soils that had undergone five months of experimental perturbation (acute drought or control conditions, with or without a host). This table specifies the genomic locations of SNPs, the reference and alternative alleles, GenBank accession numbers, and annotations when available. The 'Effect' column represents the estimated additive effect of the alternate allele (ALT) from the association model on the binary trait (0 = drought, 1 = precipitation). A positive effect indicates that the ALT allele is associated with an increased probability of precipitation conditions, while a negative effect indicates that the ALT allele is associated with an increased probability of drought conditions.

**Supplementary Table S6. Enriched GO categories across the precipitation gradient after drought and watering conditioning (metagenome).** At the end of the conditioning phase, 270 GO categories were significantly enriched or depleted in at least one treatment group or in the baseline low-precipitation-legacy soils, relative to the high-precipitation-legacy baseline soils. Enrichments and depletions were much more common in the low-precipitation-legacy soil group, regardless of whether the soils experienced the drought treatment (“+ drought cond.”) or the well-watered treatment (“+ water cond.”) during the conditioning phase. “NA” indicates that the GO category was neither enriched nor depleted.

**Supplementary Table S7. Overlapping enriched GO categories across the precipitation gradient and conditioning treatments.** By the end of the conditioning phase, most of the GO categories that distinguished the original field-collected soils from low-precipitation vs. high-precipitation sites (see Extended Data Fig. 2g) retained the same pattern of enrichment/depletion, regardless of whether the soils had experienced the drought treatment (“+ drought cond.”) or the well-watered treatment (“+ water cond.”) during the conditioning phase. “NA” indicates that the GO category was neither enriched nor depleted.

**Supplementary Table S8. Enriched GO categories across the precipitation gradient after drought and watering conditioning (metatranscriptome).** Metatranscriptomic analysis of pre-conditioning (baseline) and post-conditioning (5 months of drought [“+ drought cond.”] or well-watered conditions [“+ water cond.”]) soils revealed GO categories that were differentially abundant relative to the high-precipitation-legacy baseline soils. “NA” indicates that the GO category was neither enriched nor depleted.

**Supplementary Table S9. Enriched KEGG reactions across the precipitation gradient after drought and watering conditioning (metatranscriptome).** Metatranscriptomic analysis of pre-conditioning (baseline) and post-conditioning (5 months of drought [“+ drought cond.”] or well-watered conditions [“+ water cond.”]) soils revealed KEGG reactions that were differentially abundant relative to the high-precipitation-legacy baseline soils.

**Supplementary Table S10. Differentially expressed genes in the roots of gamagrass and maize inoculated with low-precipitation-legacy and high-precipitation-legacy microbiota during the test phase.** Tab one provides information for interpreting the column names and the four other tabs. Tab two lists gamagrass genes that are significantly up or down-regulated based on the main effects of microbial inoculum legacy. Tab three lists gamagrass genes that are significantly up or down-regulated based on the interaction of test phase water treatment and microbial inoculum legacy. Tab four lists maize genes that are significantly up or down-regulated based on the main effects of microbial inoculum legacy. Tab five lists maize genes that are significantly up or down-regulated based on the interaction of test phase water treatment and microbial inoculum legacy.

**Supplementary Table S11. Test phase plant phenotypic data and microbiome metadata.** Tab one provides information for interpreting the column names. Tab two provides the measurements for all plants used in the plant phenotypic analyses, including both Gamagrass and maize. Tab three provides the measurements for the plant samples used in the root bacterial microbiome data analyses, with sequencing data that passed all qualify checks and filtering.

**Supplementary Table S12. Differentially abundant test phase gamagrass and maize root microbiome ASVs.** Tab one provides information for interpreting the column names. Tab two lists the gamagrass root microbiome ASVs, including their full taxonomic assignment, that were differentially abundant based on inoculum precipitation legacy in the context of test phase water

treatment. Tab three lists the maize root microbiome ASVs, including their full taxonomic assignment, that were differentially abundant based on inoculum precipitation legacy in the context of test phase water treatment.

## Supplementary Note 1

We identified four sets of orthologous genes whose transcription patterns were sensitive to microbiota legacy in both maize and *T. dactyloides*, but none showed congruent drought responses. 

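On the maize side, the 4 genes named in this note (Zm00001eb076200, Zm00001eb077640, Zm00001eb150050 and Zm00001eb301540) all had non-overlapping 95% confidence intervals for the drought response with dry-legacy and wet-legacy inoculum in DESeq2. Their unadjusted interaction *P* values in DESeq2 lay between 2.5e-04 for Zm00001eb077640 and 0.00500 for Zm00001eb150050, and the smallest after Benjamini–Hochberg adjustment was 0.967. None was among the 23 genes that DESeq2 called for legacy. Gamagrass counts were not analysed here.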

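Zm00001eb076200 lies on chromosome 2 from 26331556 to 26333111 on the minus strand. In maize its level fell under drought from 18.5 ± 15.4 CPM (SD, n = 31) to 12.4 ± 13.0 CPM (n = 32) with wet-legacy inoculum and rose from 12.5 ± 9.09 CPM (n = 29) to 18.7 ± 20.8 CPM (n = 32) with dry-legacy inoculum. DESeq2's drought log2 fold changes were −0.58 (standard error 0.28, adjusted *P* = 0.152) and 0.59 (standard error 0.28, adjusted *P* = 0.149), so that neither response was significant on its own. A two-sided permutation test of the interaction on log2(CPM + 1) gave *P* = 0.0220, and 0.162 after adjustment over 20 such tests.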

In maize, a peroxidase encoding gene, Zm00001eb076200, reversed its drought response depending on inoculum, while its *T. dactyloides* ortholog, Td00002ba025285, was up-regulated 4-fold by drought only when inoculated with wet-legacy microbiota. The maize gene Zm00001eb077640, (L-allo-threonine aldolase) also showed a reversed drought response, whereas its ortholog Td00002ba026366 was consistently up-regulated, especially in plants inoculated with dry-legacy biota. 

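Zm00001eb077640 lies on chromosome 2 from 30792219 to 30796053. With wet-legacy inoculum it went from 2.22 ± 2.07 CPM (SD, n = 31) in well-watered to 5.96 ± 11.5 CPM (n = 32) in droughted maize, a log2 fold change of 1.42 (standard error 0.52, adjusted *P* = 0.0451 in DESeq2). With dry-legacy inoculum it went from 25.1 ± 63.5 CPM (n = 29) to 10.6 ± 30.4 CPM (n = 32), a log2 fold change of −1.26 (standard error 0.51, adjusted *P* = 0.0782). In edgeR's quasi-likelihood test these were 1.47 (adjusted *P* = 0.0769) and −1.25 (adjusted *P* = 0.0802). A two-sided permutation test of the interaction gave *P* = 0.142 (adjusted *P* = 0.315). Group medians, in the same order, were 1.85, 2.91, 1.46 and 2.02 CPM.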

The pathogenesis-related protein-like gene Zm00001eb150050, which has been linked to both biotic and abiotic stress responses, was up-regulated 7-fold in maize under drought, but only in plants inoculated with wet-legacy microbiota; however, its *T. dactyloides* orthologs were down-regulated 8-fold in response to low-precipitation vs. high-precipitation legacy inoculum, independent of watering. 

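Zm00001eb150050 lies on chromosome 3 from 191894868 to 191895885. Drought raised it from 11.0 ± 20.6 CPM (SD, n = 31) to 77.3 ± 91.8 CPM (n = 32) with wet-legacy inoculum, which is 7.03-fold in DESeq2 (log2 fold change 2.81, standard error 0.51, adjusted *P* = 6.3e-06) and 7.09-fold in edgeR (adjusted *P* = 9.7e-05). With dry-legacy inoculum the levels were 35.6 ± 72.3 CPM (n = 29) and 60.7 ± 75.8 CPM (n = 32), a log2 fold change of 0.77 (standard error 0.52, adjusted *P* = 0.335 in DESeq2). Medians rose under drought with both legacies, from 2.83 to 52.0 CPM with wet and from 3.00 to 32.3 CPM with dry legacy. Averaged over inocula the gene was drought responsive as well, with a log2 fold change of 1.89 (standard error 0.37, adjusted *P* = 7.0e-06 in DESeq2). For legacy, averaged over watering, the log2 fold change was 0.56 (standard error 0.37, adjusted *P* = 0.783).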

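Zm00001eb301540 lies on chromosome 7 from 10933582 to 10937576, and its RefSeq partner by position carries the synonym *TSA*. Under drought it went from 47.9 ± 20.6 CPM (SD, n = 31) to 83.7 ± 140 CPM (n = 32) with wet-legacy inoculum, which is 1.74-fold in DESeq2 (log2 fold change 0.80, standard error 0.33, adjusted *P* = 0.0796) and 1.76-fold in edgeR (adjusted *P* = 0.0974). With dry-legacy inoculum it went from 151 ± 282 CPM (n = 29) to 105 ± 168 CPM (n = 32), a log2 fold change of −0.53 (standard error 0.33, adjusted *P* = 0.294 in DESeq2). The median rose from 41.1 to 42.0 CPM with wet legacy, and it fell from 48.9 to 45.0 CPM with dry legacy. The highest well-watered dry-legacy values (1196, 921 and 678 CPM) came from plants given TRI inoculum that had been conditioned with a host under drought. The same plants had the group's highest values of Zm00001eb077640 (147, 299 and 120 CPM), Zm00001eb222540 and Zm00001eb033580, so these genes are not independent evidence of a response that depends on legacy. A two-sided permutation test of the interaction gave *P* = 0.306 (adjusted *P* = 0.461).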

Finally, the tryptophan synthase encoding gene Zm00001eb301540 was up-regulated 1.7-fold in maize inoculated with wet-legacy microbiota, while; its ortholog Td00002ba012570 was down-regulated under the same conditions.

# Supplementary material for: Precipitation legacy effects on soil microbiota facilitate adaptive drought responses in plants
**Source:** Nat Microbiol. 2025 Oct 30;10(11):2823–44. doi: 10.1038/s41564-025-02148-8
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Software packages are detailed in the Methods section.

Data analysis Software packages are detailed in the Methods section. We deposited all scripts and source data required to reproduce the results of this study in the following Zenodo repository: doi: 10.5281/zenodo.13821005.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The 16S rRNA gene amplicon sequencing data, shotgun metagenomic data, and metatranscriptome data associated with this study have been deposited in the NCBI Sequence Read Archive under the BioProject IDs PRJNA1267293, PRJNA1267715, PRJNA1268489, and PRJNA1186942. The raw RNA-seq data from gamagrass and

maize have been deposited in the Gene Expression Omnibus under accessions GSE282586 and GSE282587, respectively. Plant phenotype data and soil data are available in a Zenodo repository.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☒ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|--------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | Six soils from Kansas, USA were collected and thoroughly characterized using shotgun metagenome and metatranscriptome sequencing, as well as X-ray CT scanning to quantify porosity. The soils were then exposed to drought treatment or well-watered conditions, with or without a plant host ( <i>Tripsacum dactyloides</i> ) in a factorial design. In the "Conditioning Phase", a total of 192 sterile 100 mL pots were filled with the six soils and which were then randomly assigned to one of four conditions in a fully-factorial design: with or without a host, and either water-stressed or well-watered. Half the pots were planted with seedlings of the native prairie grass <i>T. dactyloides</i> (Eastern gamagrass, cultivar "Pete"); the rest remained unplanted. Thus, the replication was N=8 per soil per treatment. In the "Test Phase", the microbial extract from each of the 192 Conditioning Phase pots (as well as the 24 uninoculated control pots) was used to inoculate 4 pots for the "Test Phase": one pot per combination of watering treatment (droughted or control) and host species (maize or gamagrass). |
| Research sample          | Six soils were collected from never-plowed prairie remnants in Kansas, USA. All of the plants measured in this study were grown from seed in growth chambers.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Sampling strategy        | The collection sites were selected to be evenly spaced across the precipitation gradient. Six independent sub-samples were randomly selected within each of the six sites.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data collection          | Numerous methods of data collection were used and are detailed in the Methods section of the Supplementary Information. Data collection and recording was done by Nichole Ginnan, Valeria Custodio, and several core facilities.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Timing and spatial scale | The soils were collected during a single collection trip, i.e., they represent a "snapshot" in time (October 2020). The spatial scale is on the order of kilometers and is detailed in the manuscript.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data exclusions          | No data were excluded from the analysis other than a couple of outlier data points that were clear errors, e.g., biologically impossible data points such as a root that was recorded as 100% aerenchyma.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Reproducibility          | For the "Test Phase" analyses, we grouped together low-precipitation and high-precipitation soils so that our experiment was effectively replicated over three distinct soils representing each precipitation category.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Randomization            | We used a random number generator within an Excel spreadsheet to randomize the placement of plants within the growth chamber with respect to microbial inoculum and drought treatment. We did the same for the soil mesocosms (randomized with respect to starting soil, drought treatment, and presence or absence of a host plant).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Blinding                 | Soil mesocosms and plants were tracked using a non-descriptive ID number. During the experiments, we were not blinded to which replicates were assigned to the drought treatment vs. the control treatment because we needed that information to water them accordingly. During the Test Phase we also were not blinded to host species because they are visually distinct. However, we were                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

blinded to the microbial inoculum treatments during data collection (that information was linked to the replicates' unique ID numbers).

Did the study involve field work? ☒ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                          |
|------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | We did not record daily weather conditions during our sampling trips.                                                                                                                                                                                                                                                    |
| Location               | GPS coordinates for all collection sites are provided in Supplemental Table S1.                                                                                                                                                                                                                                          |
| Access & import/export | The Kansas soils were collected from pre-existing research sites that were established as part of the U.S. National Science Foundation grant OIA-1656006. Permission was acquired from the corresponding land managers (The Nature Conservancy in Kansas (Smoky Valley Ranch) and the Konza Prairie Biological Station). |
| Disturbance            | A minor amount of soil was removed from each collection site. To minimize disturbance, we collected and pooled several small samples rather than digging a single large hole in any site.                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Plants

|                       |                                                                                                                                                                                           |
|-----------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Maize genotype B73 was acquired courtesy of Dr. Peter Balint-Kurti (USDA-ARS). Tripsacum dactyloides cultivar "Pete" was purchased from the Gamagrass Seed Company (Falls City, NE, USA). |
| Novel plant genotypes | N/A                                                                                                                                                                                       |
| Authentication        | N/A                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

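Gene expression was measured in crown roots of 132 maize plants harvested at the end of the test phase: 61 given dry-legacy inoculum, 63 given wet-legacy inoculum and 8 given mock inoculum, each split between drought and ample water. The condition, soil and conditioning history of each plant were taken from the sample labels and compared with the design in the methods; every label could be mapped, and the value columns of the table that were left unused number 0. The labels do not give the number of the inoculum that a droughted and a well-watered plant shared, so plants were treated as unpaired.

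The authors deposited estimated counts per gene: UMIs were moved to the read names, reads were trimmed with cutadapt and cleared of rRNA, forward reads were aligned to B73 RefGen_v5 with HISAT2, reads with the same UMI and position were collapsed, and featureCounts assigned each remaining read to genes of annotation Zm00001eb.1, dividing it between overlapping genes. These values are not normalized. Collapsing by UMI limits the effect of PCR, counting without strand adds antisense reads to a gene, and dividing reads lowers the counts of overlapping genes and close paralogues.

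For the re-analysis the counts were rounded to whole numbers. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization, the filterByExpr filter (minimum count 10), robust dispersion and Benjamini–Hochberg adjustment, with calls at an adjusted *P* under 0.05. For the legacy effect and the averaged drought effect, the model held legacy, conditioning water treatment, conditioning host and test-phase watering, and for the interaction it held watering, legacy and their product, as in the paper's methods. The rule of non-overlapping 95% confidence intervals was applied to drought log2 fold changes from DESeq2 1.42.0, since the paper defines it on that tool. DESeq2's Wald test was the first alternative for every other test over all genes. Other alternatives were DESeq2's size factors in edgeR, no filter or a filter of at least 10 counts in at least 62 plants (66 where mock plants were included), dispersion without robust estimation, fractional counts, an adjusted *P* of 0.1, limma-voom (limma 3.58.1) with soil as a random block, 2 surrogate variables (sva 3.50.0), each soil left out in turn, no covariates, 1 watering treatment at a time, and intervals from edgeR or of 84%. These alternatives, the designs and the rule for named genes were fixed before the data were examined. By that rule the text names the maize genes that the paper names, the *nas7* gene of Extended Data Table 1 and called genes with the smallest *P* of an edgeR test; of the latter, not all are named, and none are for drought with 1 legacy alone. Marker genes of kernel tissue and of responses to abscisic acid, and genes said to have been chosen later, are named in addition. The shares of variance come from PERMANOVA (vegan 2.7.1) on Euclidean distances of log2 CPM. Single genes were also tested by permuting legacy labels within watering treatments (100000 resamples, two-sided) on log2(CPM + 1), with adjustment over 20 tests.

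Normalized levels are counts per 1000000 of the TMM-scaled library size. A total of 1131970 to 3523286 counts per plant means that genes near 1 CPM rest on a few molecules per plant, so their fold changes are imprecise, as the standard errors show. The scripts were tested on simulated counts in which 200 genes were changed 3-fold: the edgeR test recovered 195 of 195 tested genes for legacy and for drought, 194 of 198 for the interaction, 189 of 198 for live against mock inoculum and 72 of 200 for drought within the 8 mock-inoculated plants, and DESeq2 recovered 200 of 200 for legacy. The simulated genes had the dispersion of the trend over genes, so recovery of genes more uneven than that trend was not measured. Whether other divisions of the plants gave as many genes was tested by refitting the models with labels redrawn at random. Unless other divisions are named, counts of divisions and of soil pairings include the real one. Gene names come from RefSeq genes at the same position on the same assembly. Gamagrass RNA-seq, amplicon, metagenome and trait data were not analysed here.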

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

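The tests of near-identical libraries and the fits without them were chosen only after the results were seen; the tests on other divisions of the plants and on marker genes were chosen beforehand, but the number of divisions for the interaction was lowered after a run with more had been seen. Dixon's test was run 26 times on groups of 4 mock-inoculated plants, and in 5 of them 1 plant lay far from the other 3. By chance 1.3 would be found with independent, normally distributed values. The tests share the same 8 plants, and such genes were uneven among live-inoculated plants too, so the excess over 1.3 decides nothing.

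Zm00001eb396120, the *nas7* orthologue, was detected in a single plant of each mock group: 21.4 CPM in 1 of the droughted and 10.5 CPM in 1 of the well-watered plants, against 0 in the other 3 of each, which gives a gap of 1 of the range in both. The gene was also at 0 in 10 or 11 plants of every live-inoculated group, so all-or-none detection is not confined to mock plants. The latter plant was also far above the others for Zm00001eb221090 (*ZmTIP3;1*), with 55.3 CPM against 0 to 0.935 and a gap of 0.836 of the range. In live-inoculated plants this gene had a Spearman correlation of 0.503 with a list of embryo genes, most counts of which came from an oleosin gene found in all live-inoculated plants, and of 0.507 with dehydrin and other abscisic-acid-type genes, so embryo tissue in a sample (technical) or a stress state of single plants (biological) may explain such values; the 2 were not told apart. The correlation of 0.0779 with zein genes is uninformative, as these had 11 counts in all. Zm00001eb301540 stood at 529.5 CPM in another plant against 43.6 to 56.2 CPM in the other well-watered mock plants (gap 0.900 of the range). Single live-inoculated plants reached 674 and 1196 CPM of the same gene, so a high value in 1 plant is found in other groups too. No technical or biological explanation was tested for this plant.

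Zm00001eb007720 stood at 16.3 CPM in 1 droughted mock plant against 1.10 to 1.84 CPM in the other 3 (gap 0.858 of the range). This plant is 1 of the 6 libraries with a near-identical partner, in its case a well-watered wet-legacy plant. Over the 1000 most variable genes, the largest chi-square per degree of freedom of the 3 pairs was 1.50, whereas every other pair of libraries reached at least 9.38. This is consistent with 2 libraries made from the RNA of 1 plant. Which of the labels is right was not tested, so a mislabelled sample was not excluded as a technical explanation of the value, nor was a biological one.

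The drought response of Zm00001eb007720 differed between legacies, with an interaction log2 fold change of 3.16 (adjusted *P* = 0.0280, edgeR). A call of at least 1 gene was also obtained in 16 of 80 divisions of the live-inoculated plants into groups of the same sizes, the real one included, so a minority of other divisions also give a called gene. The 652 genes at an unadjusted *P* under 0.05 were matched or exceeded in 47 of 80 divisions. The gene lost its call when any 1 of the 4 soils was left out, and without the 6 libraries of the near-identical pairs 0 genes were called (under these settings 565 to 1522 genes had an unadjusted *P* under 0.05). DESeq2 called the same gene (adjusted *P* = 0.00396), and edgeR with DESeq2's size factors, fractional counts, surrogate variables or added covariates also called 1 gene. The divisions count called genes and do not test this gene's own effect, so neither chance nor a biological response was excluded.

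The text of the paper as read here gives no comparison of mock-inoculated plants by RNA-seq. Live against mock inoculum gave 7 genes in edgeR's quasi-likelihood test, all lower in live-inoculated plants, led by Zm00001eb197000 (*ZCN6* by position; −3.68, standard error 0.55, adjusted *P* = 7.2e-06) and Zm00001eb397060 (−3.54, standard error 0.53, adjusted *P* = 7.2e-06). Zm00001eb197000 had 13.9 ± 36.1 CPM in the 8 mock plants and 0.716 ± 2.63 CPM in the live-inoculated plants, and Zm00001eb397060 had 35.0 ± 84.1 against 3.56 ± 5.62 CPM, so in both genes the SD of the mock plants was more than their mean. As many genes were called in 13 of 40 divisions of the 132 plants into groups of the same sizes, and DESeq2 called 0 genes (2261 at an unadjusted *P* under 0.05). A few mock plants with very high values may therefore account for the calls.

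Within the 8 mock-inoculated plants, drought changed 38 genes (24 higher and 14 lower), including Zm00001eb292340 (*trxh1* by position; 0.85, standard error 0.17, adjusted *P* = 0.0208) and Zm00001eb093380 (−0.87, standard error 0.16, adjusted *P* = 0.00679). Of the 35 divisions of the 8 plants into 4 and 4, 2 gave as many genes. Among the 7187 genes that drought changed in live-inoculated plants, 85.9% had the same direction in mock plants, with a Spearman correlation of the log2 fold changes across genes of 0.729; genes are not independent replicates. The number of genes depended on single plants, with 0 to 183 called when each mock plant was left out in turn. The 183 genes came without the only mock plant that has a near-identical partner. Without all 6 libraries of the near-identical pairs 178 were called. The 35 divisions keep that mock plant in. A drought response without live microbiota is a candidate explanation that these values leave open, but 35 divisions cannot set it firmly apart from other divisions of the same plants.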

How the results depend on the processing

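The fits without the 6 libraries of the near-identical pairs and the comparison of soils by unadjusted *P* were chosen only after the data were seen; all other settings and kinds of test in this part were chosen beforehand. The numbers of divisions for the legacy and interaction tests (80 and 21) were lowered to save computing time after a run with larger numbers had been seen. No paired analysis was made, because the sample labels used here carry no inoculum or pair number. Supplementary Table 11 of the paper was not used here, so the interaction tests rest on unpaired plants. The alternative that leaves out plants with fewer than 1000000 counts removes no plant and was not run. Where a number moved, the cause was not tested.

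The legacy effect gave 0 genes in edgeR (1587 at an unadjusted *P* under 0.05). It moved to 23 genes with DESeq2, 31 without a filter on low counts (22 higher and 9 lower with dry legacy, 9 of them among DESeq2's 23), 1 at an adjusted *P* under 0.1, 199 without SVR (14 among the 23) and 6 without covariates (4 among the 23). It was 0 with DESeq2's size factors, a stricter filter, no robust estimation, fractional counts, the random block, surrogate variables, without TRI, CWR or WEL, and in either watering treatment alone, with between 552 and 2319 genes at an unadjusted *P* under 0.05. Without the 6 libraries, edgeR called 0 genes (1652 at an unadjusted *P* under 0.05) and DESeq2 18, of which 14 were among the 23 and all were higher with dry legacy. Of 80 divisions of the live-inoculated plants into groups of the same sizes, 17 gave at least 1587 genes at an unadjusted *P* under 0.05, and 73 of 80 gave no called gene in edgeR. For DESeq2, 4 of 21 divisions gave at least 23 genes. Of the 3 ways to pair the 4 soils, 2 gave at least 23 genes. These were the legacy pairing with 23 and SVR with WEL against TRI with CWR, which gave 105. SVR with CWR against TRI with WEL gave 0. With 3 pairings no share under 0.05 can be reached.

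The drought effect averaged over inocula called 7187 genes in edgeR and between 5077 and 8793 under its alternatives, always within 1.5 times; the share of higher genes was 48.7% and, over the 4 alternatives for which directions were counted (DESeq2, its size factors, the random block and surrogate variables), ranged from 46.7% to 53.1%. Only the real division among 40 gave that many genes (1 of 40), and the same was so with dry legacy (3666 genes; 1 of 40) and wet legacy (3634 genes; 1 of 40).

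The interaction test called 1 gene. It called 2 genes without a filter, and 0 with a stricter filter, with the random block, without SVR, TRI, CWR or WEL, and without the 6 libraries, with 565 (without TRI) to 1522 (without SVR) genes at an unadjusted *P* under 0.05. The 111 genes of the interval rule became 62 with edgeR intervals (52 shared), 911 with 84% intervals and 1 at an adjusted *P* under 0.05 of DESeq2's interaction term. They numbered 144 without the 6 libraries, 92 of them shared. At least 111 genes were given by 11 of 21 divisions of the plants, and all 3 pairings of the soils gave as many. The genes responsive on average fell from 28 to 17 with edgeR intervals, and the genes higher only with wet legacy rose from 24 to 38 without the 6 libraries.

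The interaction of legacy with conditioning host called 1 gene in edgeR, DESeq2 and the other settings, and 8 of 40 divisions gave as many. For conditioning water (3.2% of the genes at an unadjusted *P* under 0.05), SVR against TRI (1699 genes) and CWR against WEL (3822), the count was 0, which 40, 40 and 40 of 40 divisions reach by design. By the genes at an unadjusted *P* under 0.05, a comparison made only after the results were seen, the real division exceeded all others for CWR against WEL (largest of the others 1818) but not for SVR against TRI (4554), which suggests a difference between the wet-legacy soils that no single called gene shows; DESeq2 called 5 genes for SVR against TRI. DESeq2 called 1 of the 23 tested maize orthologues of Extended Data Table 1 for legacy, where edgeR called 0 of 15 (5 at an unadjusted *P* under 0.05).

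Live against mock inoculum, 7 genes in edgeR, gave 0 with DESeq2 (2261 at an unadjusted *P* under 0.05), 1 with a stricter filter, 21 without the 6 libraries, and 3 to 25 when each mock plant was left out in turn. Drought within mock plants, 38 genes in edgeR, gave 111 with DESeq2, 0 in a fit of the 8 mock plants alone (1533 at an unadjusted *P* under 0.05), 178 without the 6 libraries, and 0 to 183 when each mock plant was left out in turn. On simulated counts with the same depth and number of mock plants, 72 of 200 changed genes were recovered.

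Among single genes, effects near 0 reversed sign without their highest plant: the legacy effect of Zm00001eb076200 on log2(CPM + 1) to −0.0244 and its edgeR log2 fold change to −0.0662, the edgeR log2 fold change of Zm00001eb396120 to 0.24, and the legacy effect of Zm00001eb044880 to −0.0217, or to −0.0555 with a pseudocount of 0.1. The interaction effect of *ZmTIP3;1* (Zm00001eb221090) on log2(CPM + 1) moved from −0.21 to 0.0107 without its highest plant. Of the remaining single-gene and set results under these settings, 4 became weaker, 2 moved and 74 kept their direction and their side of the threshold.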

Differences from the paper's values

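No test in this part was chosen after the result was seen, apart from the choice to report both *TIP3* genes. For the legacy effect, the paper reports 23 genes, and edgeR's quasi-likelihood test called 0 (1587 at an unadjusted *P* under 0.05). Among the alternatives set before the data were examined, DESeq2's Wald test with the paper's formula gave 23 genes, and edgeR without a filter on low counts gave 31, within 1.5 times of the paper's number; an adjusted *P* under 0.1 gave 1, no covariates 6 and leaving out SVR 199, and the other alternatives gave 0. The paper's methods name DESeq2 for this comparison.

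For *TIP3* with wet-legacy inoculum, the paper reports a 7-fold increase, and edgeR without a filter on low counts gave 2.50-fold for *ZmTIP3;1* (Zm00001eb221090); DESeq2 gave 6.99-fold. For *ZmTIP3;2* (Zm00001eb044880), edgeR gave a 1.41-fold increase with wet legacy and a 1.61-fold decrease with dry legacy. DESeq2, the only alternative run on these values among those set before the data were examined, gave the same to 3 digits for both. The paper's values are a 7-fold increase and a nearly 3-fold decrease. DESeq2's values for *ZmTIP3;1*, 6.99-fold and 2.79-fold, lie near these, and only *ZmTIP3;1* met the interval rule. The paper's *TIP3* is therefore more likely *ZmTIP3;1*, and the *ZmTIP3;2* values need not be a gap from the paper.

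The paper describes Zm00001eb076200, Zm00001eb077640 and *TIP3* as genes whose drought response reversed with the legacy of the inoculum. In DESeq2, 0 of the 111 genes with non-overlapping intervals had an adjusted *P* under 0.05 in opposite directions with the 2 legacies: Zm00001eb076200 was significant with neither legacy (−0.58 with wet and 0.59 with dry legacy), and Zm00001eb077640 and *ZmTIP3;1* only with wet legacy. By the sign of the estimates alone, all 3 had opposite responses, as did 92 of the 111 genes.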

Other observations

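The tests of single soils and of mock plants on the score of the 23 genes, the test of *ZmTIP3;1* on ranks and the tests of near-identical libraries were chosen only after the results were seen; the others were chosen beforehand, apart from the 21 divisions of the plants, a number lowered after a run with more had been seen.

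The 23 genes that DESeq2 called for legacy rose and fell together over plants within groups, with a median pairwise Spearman correlation of 0.413, where the largest median of 10000 random gene lists matched on expression was 0.133. They may therefore stand for fewer independent signals than 23. On ranks, which give no weight to how high the highest plants are, limma called 0 of the 23 genes, with 6 at an unadjusted *P* under 0.05, and 0 of 27550 genes overall (1678 at an unadjusted *P* under 0.05), which is consistent with calls that rest on a part of the dry-legacy plants with very high counts. Total counts were higher with dry legacy at *P* = 0.0203, and at 0.0610 after adjustment over 3 comparisons (two-sided permutation test), but a difference of 200791 counts per plant acts on all genes alike and was normalized for, so it does not by itself account for log2 fold changes of at least 1.01. As many DESeq2 calls or more were given by 4 of 21 divisions of the plants, the real one included. The same held for 2 of 3 pairings of the soils, again with the real one.

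Mock-inoculated plants had a mean score of 0.228 ± 0.784 (SD, n = 8) on these genes, dry-legacy plants 0.179 ± 0.923 (n = 61) and wet-legacy plants −0.202 ± 0.427 (n = 63). Mock plants were above wet-legacy plants (*P* = 0.0161, adjusted *P* = 0.0646 over 8 comparisons, two-sided permutation test) and did not differ from dry-legacy plants (*P* = 0.888). In 22 of the 23 genes the mock mean was above the wet-legacy mean. A candidate explanation is that wet-legacy microbiota lowered these genes and dry-legacy microbiota left them near the mock level. As the genes were chosen for low values in wet-legacy plants, and only 8 mock plants were sequenced, this comparison cannot decide it. Whether the difference rests on TRI alone was not settled. On the score, TRI against SVR gave *P* = 0.0541 (adjusted *P* = 0.144, two-sided permutation test), TRI but not SVR plants differed from wet-legacy plants (*P* = 1.4e-04 and 0.159), and over all genes DESeq2 called 5 genes between SVR and TRI. With edgeR, 199 genes were called for legacy without SVR and 0 without TRI (2660 and 642 at an unadjusted *P* under 0.05).

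The rule of non-overlapping intervals was met by 111 genes, while 11 of 21 divisions of the plants gave at least as many (median of the other divisions 148), all 3 pairings of the soils did so, and simulated counts with no changed gene gave 162. The drought difference in totals did not differ between legacies (*P* = 0.802, two-sided permutation test). As totals act on all genes alike and were normalized for, that test cannot decide on library size. Whether low counts account for part of the set was not settled. The share of genes with a mean count below 10 was 0.791 times that of all tested genes. That comparison cannot decide it, because the tested genes include many with hardly any counts, whose wide intervals seldom separate. Of the 111 genes, 39 had a mean count below 10, and the rule gave 78 genes among those that pass the count filter. The number of genes is thus consistent with what other divisions of these plants give; which of the 111 genes respond to legacy was not settled by these tests.

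The interaction of *ZmTIP3;1* (Zm00001eb221090) had *P* = 0.929 on ranks (two-sided permutation test), so its opposite responses may rest on a few plants with very high counts. Over the live-inoculated plants its level followed a list of oleosin and globulin genes of the embryo (Spearman rho 0.503, Pearson r 0.638, each with a permutation *P* of 1e-05, the smallest they can give, and an adjusted *P* of 1.5e-05 over 3 lists; rho 0.480 and r 0.633 without the 2 plants farthest from the median) and a list of *rab17*, *dhn2*, *Emb5* and *Lea14A* (rho 0.507, r 0.515, with the same *P* values; rho 0.498 and r 0.538 without the 2 plants). It did not follow zein genes of the endosperm (rho 0.0779, permutation *P* = 0.394; r 0.0251, permutation *P* = 0.788), of which 3 had any counts, 11 in all. Within droughted plants r was 0.686 for the embryo list and 0.541 for the abscisic-acid-type list, and within well-watered plants 0.631 and 0.479. With so few counts, a correlation with zein genes near 0 was to be found in any case, and zeins mark the endosperm alone. Of the 4176 counts of the embryo list, 3654 came from the oleosin gene Zm00001eb000200, which had counts in every one of these plants and was itself raised by drought (log2 fold change 1.26, standard error 0.17, adjusted *P* = 7.5e-12, DESeq2), so this list is not specific to embryo tissue. A hypothesis is that single plants were in an abscisic-acid-type state that switches on embryo-type genes, *ZmTIP3;1* among them; kernel tissue with the embryo in some root samples is another that these values do not exclude.

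For the 3 pairs of near-identical libraries, the largest chi-square per degree of freedom over the 1000 most variable genes was 1.50, which is consistent with 2 libraries made from the RNA of 1 plant or with RNA mixed between tubes. Only 1 of the 3 pairs had the same treatment, and the 191 other pairs of plants with the same treatment had values of at least 3.39 over all genes, so a shared treatment does not account for the likeness. Which label belongs to which RNA was not tested, and the fits without the 6 libraries are given with the other settings.

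Extended Data Table 1 of the paper lists 25 maize orthologues of gamagrass genes, of which 15 were tested by edgeR and 23 by DESeq2. For drought, 5 of the 15 were called (3 higher and 2 lower); for the interaction 0 (3 at an unadjusted *P* under 0.05); and for legacy 0 (5 at an unadjusted *P* under 0.05, 3 after adjustment over the list alone). The *nas7* gene Zm00001eb396120 had a drought log2 fold change of 0.72 with wet-legacy (standard error 0.62) and −1.67 with dry-legacy inoculum (standard error 0.64), with an interaction of −2.39 (standard error 0.89, adjusted *P* = 1.00, edgeR).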
